# Functional maps of a genomic locus reveal confinement of an enhancer by its target gene

**DOI:** 10.1126/science.ads6552

**Published:** 2025-09-18

**Authors:** Mathias Eder, Christina J.I. Moene, Lise Dauban, Mikhail Magnitov, Jamie Drayton, Marcel de Haas, Christ Leemans, Martijn Verkuilen, Elzo de Wit, Anders S. Hansen, Bas van Steensel

## Abstract

Genes are often activated by enhancers located at large genomic distances. The importance of this positioning is poorly understood. By relocating promoter-reporter constructs into thousands of alternative positions within a single locus, we dissected the positional relationship between the mouse *Sox2* gene and its distal enhancer. This revealed an intricate, sharply confined activation landscape, in which the native *Sox2* gene occupies an optimal position for its activation. Deletion of the gene relaxes this confinement and broadly increases reporter activity. The confining effect of the *Sox2* gene is partially conferred by its ~1 kb coding region. Our local relocation approach provides high-resolution functional maps of a genomic locus and reveals that a gene can strongly constrain the realm of influence of its enhancer.

Mammalian enhancers can activate genes across large genomic distances, up to hundreds of kilobases (1, 2), presumably by contacting their target promoter through folding of the chromatin fiber. Indeed, enhancers tend to have increased contact with the promoters they regulate (3), but it is unclear whether this is a cause or effect of their function. In addition, enhancer – promoter pairs often reside within the same topologically associated domain (TAD), a region of preferential self-interaction in the genome that is often demarcated by CTCF binding sites (4, 5). These TADs are thought to form functional domains (6, 7), but it is largely unclear whether enhancers can activate promoters anywhere within a TAD, or whether some positions within a TAD are more favorable than others. Recent studies in two loci with near-random three-dimensional (3D) structure indicated that promoter activity increases with decreasing genomic distance to its enhancer (8, 9). However, in more structured genomic loci the effect of position on enhancer – promoter communication has remained elusive. Here, we addressed these questions by constructing high-resolution maps of promoter activity as function of position in a native locus with pronounced 3D folding.

## High throughput relocation by Sleeping Beauty transposition

To unravel the logic that underlies the linear arrangement of regulatory elements, it is necessary to alter the genomic position of such elements systematically and probe the functional consequences. Here we provide such a systematic transplantation of regulatory elements by adapting a methodology based on the cut-and-paste mechanism of transposable elements (9–11). When mobilized from the genome by its transposase, the Sleeping Beauty (SB) transposon excises and re-integrates, usually within ~1-2 Mb from the original location (10, 12). Thus, any sequence inserted between the two SB inverted terminal repeats (ITRs) can be randomly relocated (“hopped”) throughout a genomic locus. We developed a workflow to generate and map thousands of integrations in a single locus, and link the locations to the expression of a transcribed reporter, yielding high-resolution functional maps of the local regulatory landscape (Fig. 1A).

For this study we chose the *Sox2* locus in mouse embryonic stem cells (mESCs). In these cells, *Sox2* expression is primarily determined by the *Sox2* control region (SCR), which is a cluster of enhancers located 110 kb downstream of the gene in the same TAD (13–17). Within this TAD, the *Sox2* gene has been found to preferentially contact the SCR (18) (Fig. 1B). 

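Sox2 encodes a transcription factor required for pluripotency and lies on chromosome 3 of mm10 from 34650405 to 34652461, on the plus strand, as a gene of 1 exon and 2.1 kb. In the GENCODE annotation, its nearest protein-coding neighbor upstream is Dnajc19, 569.1 kb away, and the nearest downstream is Atp11b, 1101.6 kb away, with 1672.8 kb between these 2 neighbors. The 2 Mb region from 33643960 to 35643960, which the paper plots in its integration maps, holds 41 annotated genes. Of these, 5 are protein-coding: Ttc14, Ccdc39, Fxr1, Dnajc19 and Sox2. Another 14 are long intergenic noncoding RNAs. The transcript Sox2ot, from 34104270 to 34682619, overlaps Sox2 on the same strand. The 2 guides used to delete the SCR match 34753418 to 34753437 and 34766380 to 34766399, so they bound a stretch of 13 kb that begins 101 kb past the end of Sox2.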

The 1.5 Mb region around *Sox2* contains no other protein-coding genes (13). To ease genetic engineering, we used F1-hybrid (*129/Sv:CAST/EiJ*) mESCs, in which the *CAST* and the *129S1* alleles can be distinguished by a high density of sequence polymorphisms. We tagged the two alleles of *Sox2* with *eGFP* (*CAST*) and *mCherry* (*129S1*) to be able to quantify allelic *Sox2* expression by flow cytometry (Fig. S1A). To confirm the regulation by the SCR, we transfected the dual-tagged cell line with Cas9 and two gRNAs that cause deletion of the SCR. In line with the reported key role of the SCR (13, 14, 16), a proportion of cells lost more than 90% of *eGFP* or *mCherry* expression, most likely due to a deletion of the SCR on the corresponding allele (Fig. S1B).

Next, we used Cas9 editing to create a “launch pad” by integrating a SB transposon cassette 6 kb upstream of the *Sox2::mCherry* allele (-116 kb relative to the SCR, Fig. 1B). 

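In the files, the unhopped reporter of this launch pad maps to position 34643961 of chromosome 3 (mm10), 6.4 kb upstream of the start of Sox2. The annotation places this position in an intron of Sox2ot and in the exon of Gm42692, a transcript of unknown function. The knock-in guide, crRNA Sox2 #23 (TTGCCGGAACCTCTACCCGG), matches the reference exactly at 34644030 to 34644049 on the minus strand, next to a TGG PAM. The distance from the launch site to the nearer SCR deletion guide is 109.5 kb.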

The cassette contained a double selection marker (mPGK-HyTK) flanked by a pair of heterotypic Flp-recombinase recognition sites (FRT/F3), enabling us to easily change the DNA sequence within the transposon by recombination-mediated cassette exchange (RMCE) (Fig. S1C). In a proof-of-principle experiment, we induced hopping of the SB cassette containing an arbitrary 282 bp sequence (see methods). 

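The pilot pool consisted of unsorted mouse embryonic stem cells in which a short neutral insert had been mobilized from the -116 kb launch pad. Genomic DNA was cut and tagged by Tn5, the junctions between the transposon ITRs and the genome were amplified from each ITR, and 10 libraries of 1 culture were sequenced. The authors trimmed the reads with cutadapt, mapped them to mm10 carrying the cassette and lifted the positions back to mm10. The files give unique read counts per position and ITR, with a mean mapping quality of 11 or more at every position. The 10 libraries held 865 to 1181 unique reads each (median 1016) and 10228 together after coordinates of contaminating sites and of other launch pads had been removed. Libraries were summed, a position counted as an integration with at least 1 read, and reads within the launch site's own coordinates were counted apart. Shares carry exact Clopper-Pearson 95% intervals. These intervals cover counting error only, because there was 1 culture and PCR reads are not independent molecules. The file does not hold the allele assignment of the integrations.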

After culturing the cells for one week to dilute the transposase-containing plasmid and prevent further re-hopping events, we isolated and expanded 200,000 cells and mapped the integrations using a Tn5-based sequencing approach (19). 

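Unmobilized copies and new integrations could be counted from the same reads. Of 10228 unique reads in the pilot pool, 3340 mapped to the launch site at 34643961 of chromosome 3, a share of 32.7% (95% CI 31.7% to 33.6%). The remaining reads marked 4866 hopped integrations. The launch site took 30.2% to 35.6% of the reads in the 10 libraries.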

In some of the cells, the transposon was never mobilized, which is reflected by 33% of the mapping reads originating from the launch site. Of all the hopped integrations, 72% were located on the same chromosome as the *Sox2* locus (chr3) (Fig. S1D) and 97% of the integrations that could be mapped allele-specifically were found in *cis* (Fig. S1E). 

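Chromosome 3 held 3480 of the 4866 hopped integrations, or 71.5% (95% CI 70.2% to 72.8%), and 67.0% to 76.7% in the single libraries. Every other chromosome held far fewer. Chromosome 2 came next with 107 integrations (2.20%), followed by chromosome 8 with 103 (2.12%) and chromosome 11 with 99 (2.03%). On chromosome 3, the median distance from the launch site was 446 kb, and 72.1% of the integrations lay within 1 Mb. Of the integrations on chromosome 3, 3.97% fell within the first 10 kb and 15.7% between 10 and 100 kb from the launch site. With a minimum of 2 unique reads, the chromosome 3 share was 77.7% of 1188 integrations.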

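Integrations of the short insert covered the locus on both sides of the launch site and in both orientations. Within 2 Mb on either side of 34643961 there were 2699 distinct integrations, 55.5% (95% CI 54.1% to 56.9%) of all hopped ones, of which 1342 were forward and 1357 were reverse. The forward share of 49.7% (95% CI 47.8% to 51.6%) did not differ from an even split (exact binomial test, two-sided, p = 0.788), and it ranged from 47.0% to 51.9% in the 10 libraries. Of the nearby integrations, 38.2% lay upstream of the launch site. The 240 kb region from 34590000 to 34830000, which holds Sox2 and the SCR, received 871 integrations.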

Within -/+ 2 Mb of the launch pad we mapped 2699 unique integrations (Fig. 1C), which were equally distributed between the forward (1342) and reverse (1357) orientations (Fig. S1F). We note that this mapping is not exhaustive, and the actual pool likely contains more integrations, since more than 70% of the integrations were only supported by one unique mapping read (Fig. S1G). This experiment demonstrates the effectiveness of SB hopping to generate thousands of genomic integrations.

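A single read marked 75.6% (95% CI 74.4% to 76.8%) of the 4866 hopped integrations, and 79.4% to 85.1% of those in the single libraries. Each library alone found between 266 and 376 integrations within 2 Mb of the launch site, against 2699 in all libraries together, so most were seen in a minority of the libraries. The paper reasons from the share of single-read integrations that the mapping is not exhaustive and that the pool likely holds more integrations than were found.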

## A highly detailed activation landscape of the *Sox2* locus

Next, we set out to generate a detailed map of the expression potential of the *Sox2* locus, *i.e*., to determine quantitatively how the location throughout the locus affects the ability of the *Sox2* promoter to be activated. For this we engineered a reporter comprising 1.9 kb of the *Sox2* promoter (Sox2P, excluding a promoter-proximal CTCF binding site [CBS]) driving the expression of mTurquoise2 (*mTurq*), a blue fluorescent protein (Fig. 2A). We integrated this reporter into the launch pad using RMCE. This resulted in low but detectable reporter expression, at 9.7% of the expression level of the endogenous *Sox2* alleles (95% CI [6.1%-15.5%], based on RT-qPCR). Reporter integration does not affect endogenous *Sox2::mCherry* expression (Fig. S2A, reporter -116 kb) or the 3D genome organization of the locus (Fig. S2B, S5A-B).

We then induced SB hopping and monitored reporter fluorescence by flow cytometry. Compared to the non-hopped control, the resulting cell pool showed a broadened distribution of reporter fluorescence, indicating that the relocation at least in part affected reporter expression (Fig. 2B). We then split the full range of reporter expression values into six gates (P1-P6) and sorted pools of cells from each gate (Fig. 2B), and subsequently mapped the locations of the reporters in each pool. As a control, we also mapped the locations in unsorted cells. 

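The Sox2P reporter was mobilized from the -116 kb launch pad in 4 cultures, cells were sorted by mTurq fluorescence from P1 (highest) to P6 (silent), and the ITR-genome junctions of each pool were sequenced after Tn5 tagmentation. Replicates 1 to 3 were sorted into P1, P2 and P6, and all 4 replicates into P3, P4 and P5 and into an unsorted pool. Replicate 4 of P3 to P5 was sorted as large pools, labelled 50K. The files hold unique read counts per position from each ITR, mapped by the authors to mm10 carrying the cassette and lifted back to mm10, before any filter on read number. The 72 small pools held 410 to 2941 unique reads (median 837), the 3 large pools 4617 to 6321, and the unsorted pools 2313 to 7079. As in the paper's methods, integrations needed at least 2 unique reads in sorted pools, with reads from both ITRs in P1, and at least 1 read in unsorted pools. The contrast between a gate and unsorted cells therefore compares different read minimums, and values with at least 2 reads in both are given where they matter. Integrations at the launch site were counted apart, and a position found in several pools counted once per pool. The 240 kb region was divided before the files were seen into an upstream flank (34590000 to 34639999), a Sox2 zone (34640000 to 34659999), an interval (34660000 to 34749999), an SCR zone (34750000 to 34769999) and a downstream flank (34770000 to 34829999). Shares were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment, and by a test with the replicate as block. In replicate 1, cells were not selected for Sox2::mCherry.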

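Positions in the high gates recurred between cultures of the -116 kb line far more than those in the gates near the unhopped level. Over 5 kb bins of the 240 kb region, the Spearman correlation of the fraction of integrations per bin was 0.701 to 0.818 (median 0.781) for the 3 pairs of P2 replicates and 0.479 to 0.782 (median 0.663) for the 6 pairs of P3. In P1, the 1 pair with enough integrations gave 0.738. The median was 0.250 in P4, 0.200 in P5, 0.355 in P6 and 0.309 in unsorted cells. Bins are not independent replicates, so no p is given. The P4 and P5 pools of single replicates held few integrations in the region, 80 and 119 over all 4 replicates together.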

Since the integration patterns were reproducible between biological replicates (Fig. S8A), we combined the replicates for further downstream analysis.

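Unsorted cells of the -116 kb line held 4946 hopped integrations, of which 1069 (21.6%, 95% CI 20.5% to 22.8%) lay in the 2 Mb region around Sox2 and 517 in the 240 kb region. Chromosome 3 held 1596 of them, or 32.3%, and 38.1% ± 9.98 (SD, n = 4) as the mean of the replicates. The remaining integrations were spread over the other chromosomes. Many were marked by 1 read (77.9%). With at least 2 unique reads, 505 of 1093 integrations (46.2%) lay in the 2 Mb region and 61.8% on chromosome 3, compared with 61.7% and 77.7% in the pilot pool under the same minimum. On chromosome 3, the median distance from the launch site was 413 kb in unsorted cells of the -116 kb line and 446 kb in the pilot pool (permutation test, two-sided, p = 0.196, adjusted p = 0.27 over the 15 pairs of lines). The single replicates of the -116 kb line had medians of 322 to 494 kb. The test shuffled integrations and the pilot pool had 1 culture, so this p does not cover differences between cultures.

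**Figure D1:**
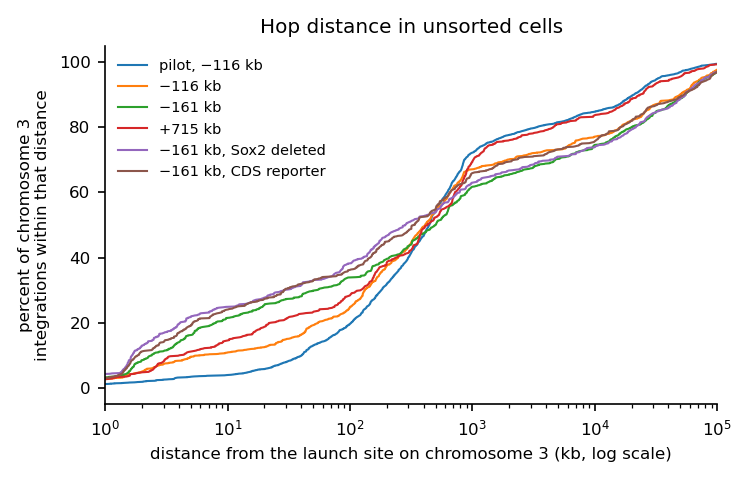
Distance from the launch site of hopped integrations on chromosome 3 in unsorted cells, for the pilot insert and each reporter line. With replicates combined, the medians run from 285 kb in the line lacking Sox2::mCherry to 503 kb in the -161 kb line. Single replicates had medians of 166 to 7007 kb in the line lacking Sox2::mCherry and of 359 and 633 kb in the -161 kb line.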

As we previously observed with the arbitrary insert (Fig. 1C), reporter integrations in the control pool are mostly concentrated in a 2 Mb region surrounding the launch site (Fig. 2C, top track). In contrast, the cell pools with different expression levels yielded clearly distinct distributions (Fig. 2C-D, P1 – P6 tracks). 

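The SCR zone, which covers the cluster of enhancers that drives Sox2 in these cells, held 27 of the 34 P1 integrations in the 240 kb region, and the Sox2 zone held another 6. The P2 integrations were spread more widely. Of 744, the SCR zone held 57.1% (replicate mean 56.8% ± 2.48, SD, n = 3), the interval 24.5% (24.9% ± 2.91) and the Sox2 zone 14.0% (14.0% ± 0.443). Together, the Sox2 and SCR zones held 97.1% of P1 and 71.1% of P2 integrations (Fisher's exact test, two-sided, adjusted p = 0.000415, with the replicate as block adjusted p = 0.00247). The SCR zone share alone was 22.3 percentage points higher in P1 than in P2 (adjusted p = 0.0143, with the replicate as block 0.0202). The P1 integrations formed 2 clusters, each found in all 3 replicates. The first, from 34755367 to 34763014 in the SCR zone, held 27 integrations at 25 positions, and the second, from 34645385 to 34652503, held 6 integrations around Sox2. The SCR zone held 64.3% of all P1 and 46.1% of all P2 integrations genome-wide, but 0.768% of those in unsorted cells and 1.92% of those with at least 2 reads (adjusted p = 1.47e-42 and 9.74e-30 for P1). For the Sox2 zone, the P1 share of 14.3% exceeded the unsorted share of 3.19% (adjusted p = 0.0037), but not that of 7.41% at a minimum of 2 reads (adjusted p = 0.192). The paper requires both ITRs in P1 to keep hopping-induced deletions of Sox2::mCherry out of this gate. Without the requirement for both ITRs in P1, the SCR zone share differed between P1 and P2 by -20.99 percentage points (adjusted p = 4.04e-05), and that of both zones together by -14.8 (adjusted p = 0.00221), with P1 below P2. With zones widened by 5 kb the SCR zone difference was 10.6 (adjusted p = 0.305). Without replicate 2 it was 12.6 percentage points (adjusted p = 0.332).

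**Figure D2:**
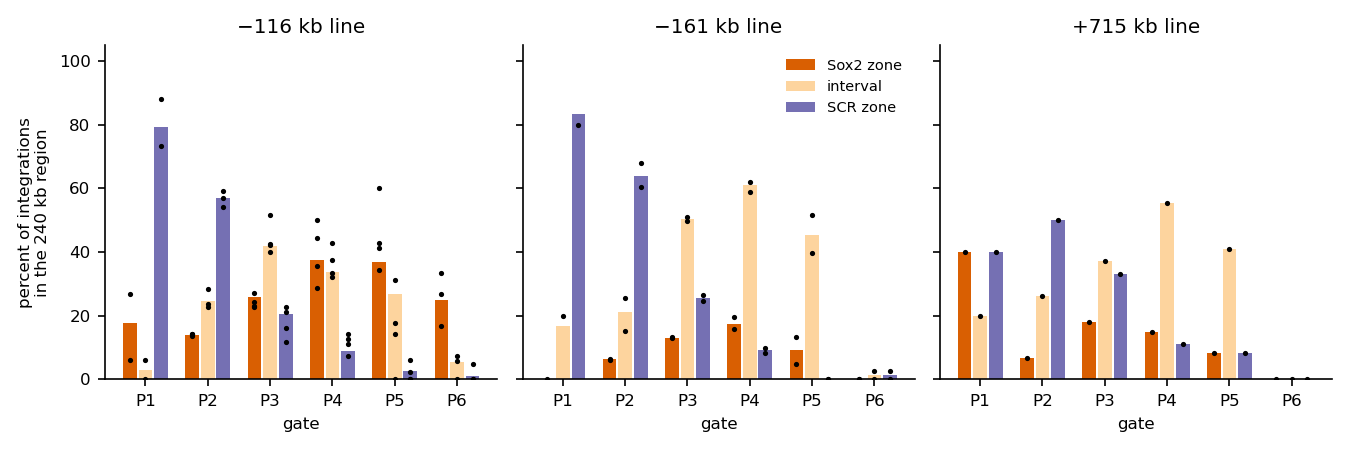
Share of integrations of the 240 kb region in each zone, by sorted gate and line, with replicates combined as bars and single replicates of at least 5 integrations as points. The SCR zone share falls from P1 to P6 in the -116 kb line, from 79.4% to 0.885%.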

Reporters with the highest activity (P1) were concentrated almost exclusively in the center of the SCR or close to the endogenous *Sox2* gene, while the second-most active reporters (P2) were more dispersed around these regions. 

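In the intermediate gates of the -116 kb line, the SCR zone share was lower and the Sox2 zone share higher than in P2. In P3, the interval held 42.0% of the 257 integrations in the 240 kb region (replicate mean 44.1% ± 5.11, SD, n = 4), the Sox2 zone 25.7% (24.2% ± 1.95) and the SCR zone 20.6% (17.9% ± 5.10). In P4, the Sox2 zone, which includes the launch site, held 37.5% of 80 integrations (39.7% ± 9.46) and the interval 33.8% (36.5% ± 4.84). In P5 these shares were 37.0% (44.6% ± 10.9) and 26.9% (15.8% ± 12.8) of 119, and the SCR zone held 2.52%, so the interval share of P5 varied between replicates. Over P3 to P5, the Sox2 zone share was 30.7%, higher than the 14.0% of P2 (Fisher's exact test, two-sided, adjusted p = 1.29e-11). The SCR zone share was 13.8%, below the 57.1% of P2 by 43.3 percentage points (adjusted p = 6.80e-53, with the replicate as block 3.74e-20). Unsorted cells also held many integrations near the launch site. Of their 517 in the 240 kb region, 154 lay in the first 18 kb of the Sox2 zone. The higher Sox2 zone share than in P2 is therefore not an enrichment over unsorted cells. Genome-wide, the 240 kb region held 257 of 654 integrations in P3, 80 of 378 in P4 and 119 of 415 in P5.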

Intermediate activity (P3 – P5) occurred predominantly near the launch site and between *Sox2* and SCR. 

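Silent reporters of the -116 kb line avoided the stretch from the Sox2 zone to the SCR zone. Of 333 P6 integrations in the 2 Mb region, 298 (89.5%) lay outside this stretch, compared with 21.2% of 1272 in P2 to P4 (Fisher's exact test, two-sided, adjusted p = 1.64e-119) and 70.9% of 1069 in unsorted cells (adjusted p = 6.85e-13). The difference from unsorted cells was 17.9 percentage points with the replicate as block. Of the 113 P6 integrations in the 240 kb region, the SCR zone held 0.885%, the interval 5.31% and the Sox2 zone 24.8% (replicate mean 25.6% ± 8.40, SD, n = 3). The P6 share genome-wide in the Sox2 zone was 3.26%, against 3.19% in unsorted cells and 7.41% at a minimum of 2 reads in both (difference -4.15 percentage points, adjusted p = 0.000247).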

Finally, silent (P6) reporters were almost exclusively located outside the *Sox2*-SCR TAD.

Because the expression of non-mobilized reporters overlaps the medium-level expression gates (P4 – P5, Fig. 2B), those gates contained many cells with an unhopped reporter and few new integrations. 

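Reads from the unhopped reporter filled the intermediate gates. In the -116 kb line, the launch site took 84.1% of the reads in P4, 84.1% in P5 and 73.8% in P3. Its share was 20.5% in P1, 34.0% in P2, 48.8% in P6 and 57.9% in unsorted cells. Each small pool yielded few new integrations in these gates, on average 13.1 in P3, 8.93 in P4 and 7.57 in P5.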

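The 3 large (50K) pools of the -116 kb line, 1 each for P3, P4 and P5, gave 470, 253 and 309 hopped integrations. The unhopped reporter still took 46.0% of their reads in P3, 66.4% in P4 and 60.5% in P5, compared with 82.9%, 88.6% and 91.7% in the small pools. None of 15 zone shares, over 3 gates and 5 zones, differed between large and small pools after adjustment (Fisher's exact test, two-sided). The smallest adjusted p was 0.0572, for the downstream flank in P3, with 2.13% in the large pool and 7.07% in the small pools. Large pools all belonged to replicate 4, so pool size and culture cannot be told apart.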

Sorting more cells did not fully solve this problem (Fig. S2C). 

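From the -161 kb launch pad, the Sox2P reporter was mobilized in 2 cultures with Sox2::mCherry intact. In the files, the unhopped reporter maps to 34598479 of chromosome 3 (mm10), 51.9 kb upstream of Sox2 in an intron of Sox2ot, at a TA dinucleotide, the target site of Sleeping Beauty. Tagmentation libraries of 34 small sorted pools held 3 to 5144 unique reads (median 1380), and the 2 unsorted pools held 4329 and 4514. The authors mapped these reads to mm10 without a cassette. The filters, zones and tests were those of the -116 kb line. Both cultures of this line share 1 experiment label, and none of the -116 kb cultures carries it, so differences between the 2 lines cannot be told apart from differences between experiments.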

To overcome this, we repeated the hopping experiments starting from a launch pad 51 kb upstream of *Sox2::mCherry* (-161 kb relative to the SCR) (Fig. 2E), where the reporter showed no measurable expression (Fig. S2A). Like the previous launch site, this reporter integration does not detectably affect endogenous *Sox2* expression (Fig. S2A), nor the 3D genome organization of the locus (Fig. S2B, S5C). 

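The unhopped reporter at -161 kb took 12.6% of the reads in P2, 12.6% in P3 and 13.0% in P4, but 71.7% in P5 and 80.7% in P6. In the 240 kb region, 484 integrations were found in P3 from 4 pools and 349 in P4 from 3 pools, a further P4 pool with 3 reads having given 0, where 15 pools each of the -116 kb line gave 257 and 80. Genome-wide, P3 held 658 and P4 565 integrations. P6 gave 236 from 10 pools, compared with 858 from 14 pools of the -116 kb line.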

As expected, this launch site makes it easier to detect hopping events in the medium-level expression bins, but harder in the silent (P6) bin (Fig. 2F-G). The integration pattern is reproducible between replicates (Fig. S8B) and closely resembles the pattern obtained from the -116 kb launch pad, but with more integrations recovered from the medium-level expression gates. 

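From the -161 kb launch pad, the leading region was again the SCR zone in P2 and the interval in P3. In P2, the SCR zone held 63.8% of 417 integrations in the 240 kb region (replicate mean 64.3% ± 5.41, SD, n = 2), the interval 21.1% (20.4% ± 7.46) and the Sox2 zone 6.24% (6.22% ± 0.111). In P3, the interval led with 50.4% of 484 (50.4% ± 0.894) before the SCR zone with 25.4% (25.4% ± 1.33). In P4, the interval held 61.0% of 349 and the SCR zone 9.17%. The SCR zone share was 47.7 percentage points higher in P2 than in P3 to P5 (Fisher's exact test, two-sided, adjusted p = 8.45e-67, with the replicate as block 7.19e-69). P1 held 6 integrations, 5 of them in the SCR zone between 34755357 and 34760157, too few to differ from P2 (exact test, adjusted p = 0.639). Of 134 P6 integrations in the 2 Mb region, 98.5% lay outside the stretch from the Sox2 zone to the SCR zone, compared with 12.8% in P2 to P4 (adjusted p = 2.05e-98) and 96.2% in unsorted cells (adjusted p = 0.285). Between replicates, the Spearman correlation over 5 kb bins was 0.767 in P2, 0.886 in P3 and 0.841 in P4, but 0.383 in P5. Between the -116 kb and -161 kb lines it was 0.679 in P2, 0.837 in P3 and 0.656 in P4. Of 30 zone shares compared between these lines in the same gate, 13 differed (Fisher's exact test, adjusted over the 30).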

A single hopping experiment from a second silent launch pad, as much as 715 kb downstream of the SCR, again confirms this pattern (Fig. S2D-E) and illustrates the advantage of silent launch pads, even when they are distant from the region of interest.

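The +715 kb launch pad was hopped in 1 culture, sequenced as 14 small sorted pools with 520 to 4495 unique reads (median 1588) and 1 unsorted pool with 4260 reads. The unhopped reporter maps to 35478413 of chromosome 3 (mm10), 712 kb past the farther SCR guide, in an intergenic stretch 275.7 kb from Atp11b. Reads were filtered as for the other lines. There are no replicates, so intervals cover counting error only.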

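Integrations from +715 kb reached the Sox2 locus in every active gate. In P2, the SCR zone held 23 of 46 integrations in the 240 kb region (50.0%, Clopper-Pearson 95% CI 34.9% to 65.1%), the interval 26.1% and the Sox2 zone 6.52%. In P3, the interval held 37.2% of 145, the SCR zone 33.1% and the Sox2 zone 17.9%, and in P4 the interval held 55.3% of 170. The SCR zone share was higher in P2 than in P3 to P5, where it was 19.5% (Fisher's exact test, two-sided, adjusted p = 0.000116). P1 held 5 integrations in the region, 2 in the Sox2 zone, 2 in the SCR zone and 1 in the interval, which did not differ from P2. All 88 P6 integrations of the 2 Mb region lay outside the stretch from the Sox2 zone to the SCR zone, which allows up to 3.41% inside, and 94.4% of unsorted ones did (adjusted p = 0.0263, with the replicate as block 0.0515). With 1 culture, the block is a single stratum, and only the test statistic differs. The launch site took 17.8% to 19.1% of reads in P2 to P4, 80.0% in P5 and 86.5% in P6. Over 5 kb bins, the Spearman correlation with the -161 kb line was 0.922 in P3 and 0.888 in P4. The paper takes this experiment to illustrate the advantage of silent launch pads, even distant ones.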

We converted these raw data into a reporter expression score track, which is the average expression level estimated in a sliding window across the locus (Fig. 2H, see Methods & Supplementary Text, section “Expression score”). This graph highlights that the SCR and the region immediately surrounding the endogenous *Sox2* gene are the most optimal locations for transcriptional activity. This is evident from the expression scores from the individual launch pads (Fig. S8E) as well as from the combined data (Fig. 2H). 

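The SCR zone had the highest activity from -116 kb and -161 kb, measured as an index from the sorted gates, and from +715 kb its interval overlapped that of the Sox2 zone. The paper's expression score needs fluorescence and cell fractions per gate, which the files do not hold, so each gate was given a rank from 6 (P1) to 1 (P6), gates were weighted equally, and the mean rank was taken per zone or 10 kb window with at least 5 integrations. The index ranks positions within a line and is not an expression level. In the SCR zone it was 5.30 (bootstrap 95% CI 5.20 to 5.40) from -116 kb, 5.21 (4.99 to 5.31) from -161 kb and 4.78 (4.27 to 5.15) from +715 kb. The Sox2 zone reached 3.56, 3.45 and 4.73 (3.53 to 5.22), and the interval 3.70, 3.60 and 3.84. Gates weighed the same whatever their size, and from -161 kb P1 held 6 integrations, 1 in the interval and 0 in the Sox2 zone. The interval's value from -161 kb therefore leans on 1 integration. From +715 kb P1 held 6 as well, so single P1 integrations also weigh heavily there. From -116 kb and -161 kb the Sox2 zone of 20 kb had rank 3, after the interval, with overlapping confidence intervals. It had rank 2 from -116 kb on a doubling scale of the ranks, with zones narrowed by 5 kb or without replicate 2, and from -161 kb with both ITRs required in no gate. From -161 kb it fell to rank 4 on the doubling scale, with zones narrowed by 5 kb, with repeated positions collapsed, and with contaminating sites or sites without an orientation kept. From +715 kb it had rank 1 and the SCR zone rank 2 on the doubling scale and with zones widened by 5 kb. The window that contains the gene, 34650000 to 34659999, ranked higher than the zone as a whole. It had an index of 4.81 from -116 kb, 3.93 from -161 kb and 5.26 from +715 kb.

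**Figure D3:**
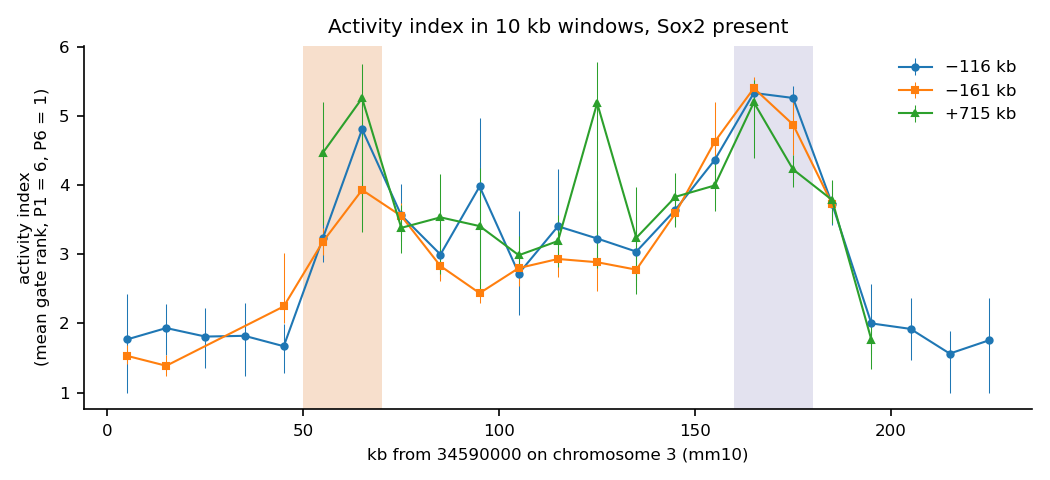
Activity index per 10 kb window of the 240 kb region for each line, with bootstrap 95% intervals over integrations. The window 34750000 to 34759999 in the SCR zone reaches 5.34 from -116 kb and 5.41 from -161 kb.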

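Taken line by line, the window 34750000 to 34759999 in the SCR zone ranked first from -116 kb (273 integrations) and from -161 kb (205), and second from +715 kb (5.20, 95% CI 4.40 to 5.53, 39 integrations). The window with Sox2 had rank 3 from -116 kb, rank 4 from -161 kb and rank 1 from +715 kb, where its interval of 3.32 to 5.76 rests on 13 integrations. Across windows, the index of the -116 kb line correlated with that of the -161 kb line with a Spearman rho of 0.868 over 17 windows, and with that of the +715 kb line with 0.664 over 15. Windows are not independent replicates.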

Precise fluorescence measurements in a panel of clonal cell lines with 36 unique integrations confirms this peak in activity at the center of the SCR and validates the pattern of expression scores inferred from the sorted pools. 

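Most insertion clones had their reporter in the SCR zone. By the paper's methods, clones with a hopped insertion were sorted from P1 and P2 pools of -116 kb hopping, so they were selected for active reporters. Each clone was mapped by tagmentation from both ITRs. A location needed at least 10 unique reads and at least 20% of the reads of the clone's top location, as in the paper's methods. Of 72 clones labelled as insertions, 66 had 1 location, and these held 38 distinct insertions, all with reads from both ITRs. Of the 38, 36 lay away from every launch site. The SCR zone held 22 distinct insertions, the Sox2 zone 6, the interval 4, the downstream flank 3 and the upstream flank 1. Other chromosomes held 2. These counts include launch sites: the insertion in the upstream flank, at 34598479, and 1 of those in the Sox2 zone, at 34643961. By the paper's methods, the line with its reporter at 34598479 came from mTurq-negative cells, so that position was not selected for activity. The insertion nearest the middle of the SCR zone was at 34760157, and that nearest the middle of the Sox2 zone was at 34651067, within the exon of Sox2, in 7 clones. Fluorescence of the clones is not in the files.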

Reporter integrations in the center of the SCR display a 10-fold upregulation in reporter expression compared to the -116 kb launch pad position (Fig. S2G-H). Throughout the locus, reporter activity is independent of the orientation of the reporter (Fig. S2G, S2I). 

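No preference for either orientation passed the adjusted threshold in any gate. Within the 240 kb region, the forward share ranged from 39.7% to 61.3% over the lines and gates with at least 50 integrations, and none of 35 line and gate pairs differed from an even split (exact binomial test, two-sided, Benjamini-Hochberg adjusted). The smallest adjusted p of that test was 0.131, for P2 of the -116 kb line. There 332 of 744 integrations were forward (44.6%, unadjusted 95% CI 41.0% to 48.3%). Compared with unsorted cells, 0 of 29 gates differed in forward share (Fisher's exact test, two-sided). The activity index of forward minus reverse integrations ranged from -0.405 to 0.751 over 24 line and zone pairs. Its bootstrap 95% interval excluded 0 in 4 of them, with no correction for their number. The largest of these was the Sox2 zone of the -116 kb line, at 0.751 (0.145 to 1.37) with 150 forward and 128 reverse integrations, and the -161 kb line gave 0.0730 (-0.229 to 0.362) there.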

While the region between *Sox2* and SCR exhibits intermediate expression, there is a remarkable lack of reporter expression outside of the *Sox2*-SCR range, with a very sharp drop-off (within ~18 kb) on either side (Fig. 2H). Together, this detailed functional landscape points to a strong confinement of the realm over which the SCR is able to activate transcription. 

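Active integrations became rare within a short distance of either edge. Over the 3 lines with Sox2::mCherry, P1 to P4 made up 93.7% (400 of 427) of P1 to P4 and P6 integrations in the first 18 kb inside the upstream edge of the Sox2 zone, and 25.9% (7 of 27) in the 18 kb outside it (Fisher's exact test, two-sided, adjusted p = 1.21e-15). With the replicate as block the difference was 59.5 percentage points. Most of the upstream counts came from the -116 kb line, with 202 of 229 inside and 5 of 25 outside, while the other two lines each had 1 such integration outside, too few for a share. Set against unsorted integrations instead, active ones in the -161 kb line numbered 143 to 6 unsorted inside and 1 to 19 outside, and in the +715 kb line 55 to 5 and 1 to 4. Downstream, the share stayed at 98.2% (224 of 228) in the first 18 kb past the SCR zone, from 34770000 to 34787999, against 99.8% (946 of 948) inside (adjusted p = 0.0298). It fell to 27.3% (6 of 22) from 34788000 to 34805999. Activity did not fill the first of these windows in the -161 kb line. All 111 of its active integrations there lay within 10 kb of the SCR zone, and 0 lay from 10 to 20 kb. With at least 3 or 5 unique reads, with windows of 10 kb, or without replicate 1 or 3 of the -116 kb line, the difference at the downstream edge itself did not pass. P1 and P2 alone fell from 702 to 65 to 3 integrations over these 3 downstream windows, at 44, 52 and 45 unsorted integrations. The gates were sampled with different numbers of pools, so these shares compare positions and are not fractions of cells. The paper proposes from this landscape that the realm over which the SCR activates transcription is strongly confined.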

Note that the endogenous *Sox2* gene is still present in these experiments; below we will demonstrate that this gene strongly controls this landscape.

Within the *Sox2*-SCR TAD, the map reveals an intricate activity landscape with several local peaks of reporter expression (Fig. 2H). This landscape closely matches a map of SCR contact frequencies that was obtained in the absence of reporter integrations (18) (Fig. 2I top panel). 

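Apart from the Sox2 and SCR windows, single windows of the interval stood above their neighbors in 1 line or another. From -116 kb, 34680000 to 34689999 had an index of 3.98 (95% CI 2.78 to 4.97, 24 integrations). From +715 kb, 34710000 to 34719999, over the noncoding gene Gm3143, had 5.19 (2.80 to 5.78, 12 integrations). The window next to the SCR zone, 34740000 to 34749999, was among the top 5 from -116 kb (4.37) and from -161 kb (4.63). Neither of the first 2 windows was among the top 5 in any other line with Sox2::mCherry.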

Across the locus, reporter activity is correlated more strongly to the SCR contact frequency than the genomic distance to the SCR (Fig. 2J). Moreover, even for the fine-grained peaks and valleys between *Sox2* and the SCR (excluding these elements) the expression score from either the combined data (Fig. 2J) or the -161 kb launch pad (Fig. S2J-K) shows a good correlation with contact frequency to the SCR, suggesting that the variation in activity in this region is biologically meaningful. Maps of open chromatin (ATAC-seq (20)) and the histone mark H3K27ac (21), both thought to be features of regulatory elements (22), show only partial overlap with the fine pattern of reporter activity (Fig. 2I, bottom panel). These results indicate that reporter expression primarily follows contact frequency with the SCR, suggesting that these contacts are a major determinant of quantitative expression levels.

## Random deletion of the endogenous *Sox2* gene boosts reporter expression

Close examination of the flow cytometry data of the transposase-transfected reporter cells (- 116 kb launch pad) revealed a small but distinct population of cells with high reporter expression but no *Sox2*::*mCherry* expression (Fig. 3A). We isolated a panel of clones with these unusual characteristics and mapped the SB location. In these clones, the left ITRs were still located at the launch site (upstream of *Sox2::mCherry*), while the right ITRs were linked to sequences distributed throughout the *Sox2* locus (Fig. 3B, S3A). This suggests that the genomic sequence between the launch site and integration site has been lost. 

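Clones without Sox2::mCherry signal were mapped by Tn5 tagmentation from each ITR, 110 clones being labelled as deletions. By the paper's methods they came from P1 and P2 pools or were gated for high mTurq, apart from a group sorted for absent reporter expression. A location needed at least 10 unique reads and at least 20% of the reads at the clone's top location, the paper's thresholds. Of the 110 clones, 94 had exactly 2 locations on chromosome 3. Clones with the same pair of locations were counted once, which left 45 distinct pairs, or 22 when a location needed 10% of the top location. A further 19 clones labelled ambiguous had the launch site and 1 other location on chromosome 3, at 7.11 to 384 kb, and were left out. The culture each clone came from is not given in its label, so clones with the same pair may descend from 1 event.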

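In 93 of the 94 clones, 1 ITR remained at the launch site, 34643961. These clones held 44 distinct deletions, and in all 44 the other ITR lay downstream. The same ITR column of the files marked the launch site in all 93 clones and the other column marked the far end. The files do not say which column is the left ITR. The remaining pair had its ends at 34638067 and 34738401, away from the launch site. Over the 45 distinct pairs, the far end fell in the interval between Sox2 and the SCR in 35, in the Sox2 zone in 7, in the SCR zone in 2 and past the 240 kb region in 1. The most frequent far end was 34663573, in 14 clones, followed by 34659366, in 11.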

Sanger sequencing confirmed the loss of the 129S1 allele in this region (Fig. S3B). We hypothesize that in rare instances, errors in the SB excision-reinsertion process can cause such a deletion, which can lead to the loss of the *Sox2::mCherry* gene.

Clones with such hopping-induced deletions exhibited high reporter expression, up to 49-fold higher than the -116 kb reporter clone (Fig. 3C). Reporters close to the SCR (within 20 kb) were expressed about 5-fold higher when a deletion was present, compared to regular insertions in the same area. Even the smallest deletions of 8.5 kb, removing only the endogenous *Sox2::mCherry* gene, resulted in substantially increased reporter expression. These data suggest that the endogenous *Sox2* gene strongly limits reporter expression when present. 

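Sox2 ends at 34652461, 8.5 kb past the launch site. Among the deletion clones, 2 far ends lay next to the end of the gene. The far end at 34652503, in 3 clones, gives a deletion of 8.542 kb that ends 0.042 kb past the annotated end of Sox2. That at 34652356, in 5 clones, gives 8.395 kb and lies -0.105 kb from the end, inside the gene. The smallest deletion, 7.81 kb, ended inside the exon at 34651768. Of the 45 distinct pairs, 43 spanned the whole annotated gene, in clones that were selected for absent Sox2::mCherry. The paper proposes from the reporter levels of these clones that the endogenous Sox2 gene limits reporter expression, levels that the files do not hold.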

Other sequences within the *Sox2*-SCR range may further modulate this effect, indicated by the variable increases in expression across the deletions, which show no correlation with distance to the SCR (Spearman’s rho = 0.19, p = 0.19). In a few clones a fraction of cells lost reporter expression after sorting, causing a bimodal expression pattern (Fig. S3C). Clones sorted for loss of *Sox2*::*mCherry* expression with no reporter expression exhibited even larger deletions, extending beyond the SCR (Fig. S3D-F), confirming that the SCR is necessary for high reporter expression. 

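Most mapped deletions stopped before the SCR. Apart from a group without reporter expression, the clones were selected for an active reporter. This selection disfavors deletions that remove the SCR, since the paper holds that strong expression needs it. Of 45 distinct deletions, 42 ended before the first SCR guide site and 2 ended between the guide sites, at 34754387 and 34757255. The largest, 336 kb, ended at 34980377 and removed the stretch between both SCR guide sites. No label field states which clones were sorted for absent reporter expression. The largest deletion and 2 others are from clones whose names begin with mC-mT, a code that the paper does not explain, so this group was not counted apart.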

In summary, these fortuitous, rare deletions suggested that the endogenous *Sox2* gene strongly reduces activity of the reporter gene throughout the *Sox2*-SCR range.

## *Sox2* gene strongly controls the regulatory landscape of the enhancer

To verify this interpretation, we used CRISPR/Cas9 to delete the *Sox2* gene with (ΔCBS_*Sox2*) or without (Δ*Sox2*) the promoter CBS in three lines with mTurq reporters at - 161 kb (silent), -116 kb (low) or -39 kb (medium) relative to the SCR (Fig 4A). In each case, deletion of the *Sox2::mCherry* allele strongly upregulated the reporter in *cis*. Even the -161 kb reporter, normally inactive, became robustly expressed, indicating that *Sox2* can insulate upstream sequences from the SCR (Fig. 4B, S4A). We noticed that a proportion of cells lost reporter expression, which we explain in Supplementary Text, **section “Bimodality of reporter expression upon *Sox2* deletion”** (Fig. S4A-H). The highest reporter expression was not reached by the reporter closest to the SCR (-39 kb), but rather by the reporter closest to the native location of *Sox2* (-116 kb) (Fig. S4I). This suggests that the region around the endogenous *Sox2* gene is optimal for high expression, even when this gene including its promoter is deleted.

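Hopping was repeated from position 34598479 of chromosome 3 in cells lacking Sox2::mCherry, in 4 cultures by the labels, where the paper gives 5 biological replicates. The guides up2c and do1c, designed to delete the gene with its promoter CTCF site, match the reference 4.94 kb apart, starting at 34647658 and 34652597. By the paper's methods the deleted clones came from an earlier experiment with several guides per location. The exact ends of the deletion in the hopped clone are therefore not known here. The tagmentation libraries came from 77 small sorted pools with 21 to 5261 unique reads (median 1269), 10 large (50K) pools with 2235 to 20662 reads and 4 unsorted pools with 2767 to 3583 reads. Reads were filtered and zones set as for the other lines. For comparison with the -161 kb line that carries Sox2::mCherry, the sub-gates P1-H and P1-L were merged into P1 and P2-H and P2-L into P2, and both ITRs were required in P1 but not in its sub-gates, which matches the counts of Table S7. Replicates 1 and 2 share their experiment label with the 2 cultures of the intact line, and replicates 3 and 4 carry other labels, so values from replicates 1 and 2 alone compare the lines within 1 experiment. Replicate numbers of different lines do not pair cultures, so in contrasts between lines the test with the replicate as block takes the number only as a stratum. That test uses only numbers present in both lines, which leaves out replicates 3 and 4 of the deleted line. P1 was sampled with 17 pools in this line and 2 in the intact line, so the number of integrations per gate is not a number of cells.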

To further explore the promoter activation landscape of the *Sox2* locus in the absence of the competing endogenous *Sox2* gene, we conducted a reporter hopping experiment from the - 161 kb launch site in a ΔCBS_*Sox2::mCherry* clone, with an adapted gating strategy (see methods) (Fig. S4J-K). Across the *Sox2*-SCR interval the expression score is increased by 6-12-fold (interquartile range) when the endogenous *Sox2* gene is absent (Fig. 4C). 

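Reporters of the line lacking Sox2::mCherry reached the highest gates throughout the stretch between Sox2 and the SCR. Of the P1 and P2 integrations in the 240 kb region, 63.1% (1309 of 2073) lay in the interval, against 21.0% (89 of 423) in the intact -161 kb line (Fisher's exact test, two-sided, adjusted p = 4.64e-58). The difference was 42.1 percentage points, 46.1 with the replicate as block (adjusted p = 1.3e-56) and 46.1 for replicates 1 and 2 of the deleted line alone (adjusted p = 6.74e-59). These last 2 values use the same cultures and are not separate checks. In P1 itself, the interval held 65.6% (replicate mean 65.5% ± 2.68, SD, n = 4), the SCR zone 15.5% (15.3% ± 2.22), the upstream flank 9.42% (9.70% ± 2.80) and the Sox2 zone 6.92% (6.93% ± 1.33). Of the P1 to P5 integrations in the interval, P1 held 93.6% (1232 of 1316) without the gene and 0.165% (1 of 606) with it. In the SCR zone, the shares were 96.4% and 1.17% (adjusted p = 1.7e-181), and in the Sox2 zone 92.9% and 0 of 161, which allows up to 1.86% (adjusted p = 1.5e-73). With replicates 1 and 2 of the deleted line alone, these 3 differences were 98.2, 98.2 and 100 percentage points. The gates were sampled with different numbers of pools in the 2 lines, so these P1 shares do not measure fractions of cells. Fold changes of the expression score cannot be formed from the files.

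**Figure D4:**
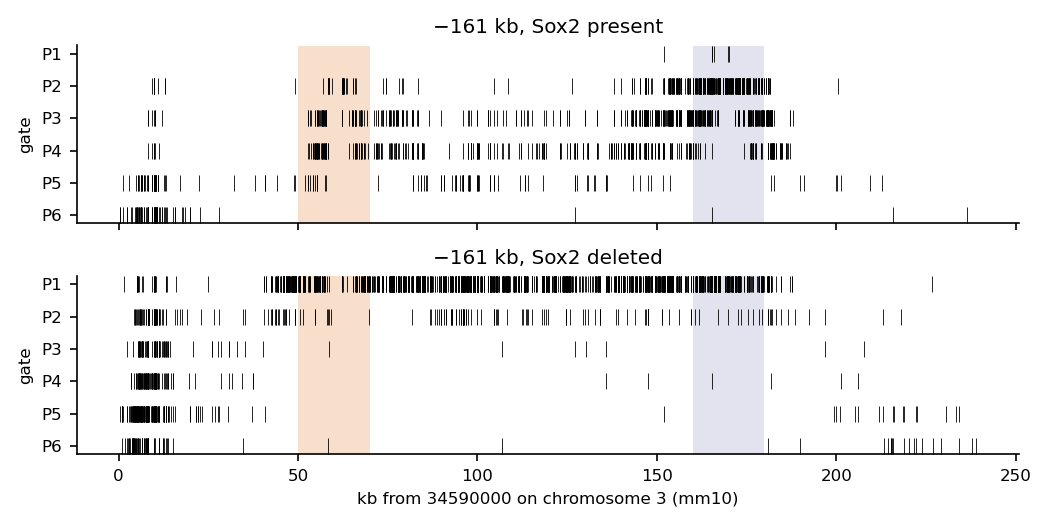
Positions of integrations in the 240 kb region by gate, in the -161 kb line with Sox2::mCherry and in the line without it. P1 fills the interval in the deleted line, with 1232 integrations there, and holds 1 in the intact line.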

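In the deleted line, the activity index was 5.68 (bootstrap 95% CI 5.49 to 5.86) in the SCR zone, 5.55 (5.48 to 5.63) in the interval and 5.47 (5.21 to 5.74) in the Sox2 zone, so these 3 overlapped. Outside them it was 3.47 in the upstream flank and 3.79 in the downstream flank. By 10 kb window, the highest were 34660000 to 34669999, next to the Sox2 zone (6.00, 110 integrations), 34650000 to 34659999, the site of the deleted gene (5.86), and 34750000 to 34759999 in the SCR zone (5.71). The split of P1 into a high and a low sub-gate in replicates 3 and 4 separates the highest levels. The SCR zone held 20.6% of 243 integrations in P1-H and 12.2% of 638 in P1-L (Fisher's exact test, two-sided, adjusted p = 0.00521, with the replicate as block 0.017). The Sox2 zone held 10.7% and 6.90% (adjusted p = 0.0934), while the interval held less of P1-H than of P1-L, 53.9% against 67.2% (adjusted p = 0.00122). With at least 3 or at least 5 unique reads, the Sox2 zone difference was 4.89 and 6.20 percentage points and passed. With zones narrowed by 5 kb, the SCR zone difference was 3.33 percentage points (adjusted p = 0.263). Without replicate 4, the SCR zone difference was 3.67 percentage points (adjusted p = 0.55) and the interval difference -12.04 (adjusted p = 0.132).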

While activity is now high across the locus, the highest levels are still in the regions around the SCR and around the deleted *Sox2* gene, indicating that these positions are optimal for high expression independent of the endogenous *Sox2* gene and its promoter. However, in absence of the gene, both optimal regions are broadened. In addition, high expression (more than half-maximum expression) spreads 17 kb further upstream and 6 kb further downstream when the *Sox2* is absent, and reporter expression is detectable up to 88 kb upstream of the deleted gene. 

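P1 in the deleted line extended past the zones around the SCR and Sox2, mostly within 10 kb of them, where 154 of 177 upstream and 47 of 48 downstream integrations lay. The intact -116 kb line had 27 P1 integrations from 34755367 to 34763014 and 6 from 34645385 to 34652503, 1 in the interval and 0 of 34 in either flank, which allows up to 8.82%. Without Sox2::mCherry, P1 made up 28.6% of the 618 P1 to P5 integrations in the upstream flank and 57.8% of the 83 in the downstream flank. In the intact -161 kb line these were 0 of 74 and 0 of 121, which allow up to 4.05% and 2.48% (Fisher's exact test, two-sided, adjusted p = 1.4e-10 and 3.23e-24). With replicates 1 and 2 of the deleted line alone, the differences were 47.1 and 77.8 percentage points. With zones widened by 5 kb, the downstream difference was 13.3 percentage points and did not pass (adjusted p = 0.317).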

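Active integrations spread upstream of Sox2 in the deleted line. Of the P1 to P4 integrations in the 2 Mb region, 21.4% (507 of 2367) lay upstream of the Sox2 zone, against 2.80% (36 of 1284) in the intact line (Fisher's exact test, two-sided, adjusted p = 9.43e-63). With replicates 1 and 2 alone the difference was 9.20 percentage points instead of 18.6, and with the replicate as block, which uses the same cultures, it was 9.18. Counted outward from the Sox2 zone, the first 10 kb held 174 of these integrations, 154 of them in P1, while the same stretch held 1 in the intact line. The 2 bins from 10 to 30 kb held 11 each. A second accumulation, 95 from 30 to 40 kb and 134 from 40 to 50 kb, surrounds the launch site at 41.5 kb, and 19 lay from 50 to 100 kb. Of the P1 and P2 integrations in the 240 kb region, the upstream flank held 12.6% against 2.36% (adjusted p = 2.93e-12). This difference of 10.3 percentage points was 6.32 with the replicate as block, 6.40 for replicates 1 and 2 alone and 3.76 with zones widened by 5 kb, and passed in each. The first 2 of these settings use the same cultures. The downstream flank held a lower share than in the intact line, 2.99% (62 of 2073) against 6.38% (27 of 423, adjusted p = 0.00136), while the interval held 1309 against 89. With zones widened by 5 kb the difference reversed to 0.246 percentage points (adjusted p = 0.702), and with both ITRs required in no gate it was -1.97 (adjusted p = 0.0782). The distance upstream of the Sox2 zone that holds 95% of P1 to P4 integrations was 44.0 kb (bootstrap 95% CI 43.2 to 45.0), and -5.49 kb, inside the zone, in the intact line. It was 8.60 kb without the large pools, so this distance rests on them.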

We conclude that the *Sox2* gene strongly constrains both the level of activation of a competing promoter and the realm of influence of the SCR.

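In the 240 kb region of the deleted line, most P3 to P5 integrations lay upstream of Sox2, and P1 filled the stretch between Sox2 and the SCR in every culture. The 4 cultures gave P1 maps with Spearman correlations over 5 kb bins of 0.859 to 0.916 (median 0.881) for 6 pairs. Compared with the intact line over the same bins, the correlation was -0.324 in P3, and 0.0103 without the large pools. In that gate, 90.8% of the 76 integrations of the deleted line lay in the upstream flank, and in P4 and P5 94.0% and 91.9% did. P6 had 4117 integrations genome-wide, and of the 78 in the 240 kb region the upstream flank held 74.4% and the downstream flank 23.1%. Of the 1089 in the 2 Mb region, 99.8% lay outside the stretch from the Sox2 zone to the SCR zone (91.4% in unsorted cells, adjusted p = 1.17e-20 by Fisher's exact test). From the raised scores across the interval and their spread past the former gene, the paper concludes that Sox2 strongly constrains the activity level that a competing promoter reaches and the SCR's realm of influence.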

We wondered whether the change in the activation landscape reflects a change in the 3D genome organization of the locus. Region capture micro-C (RCMC) mapping (18) showed that the overall structure of the locus is preserved upon CBS_*Sox2::mCherry* deletion, but that there are several changes in contact (Fig. 4D). Firstly, the contact between the -161 kb reporter and the whole *Sox2*-SCR region is increased (Fig. 4D, **arrow**), suggesting that the reporter is now less insulated from the locus. Conversely, the SCR has increased contacts with the whole *Sox2*-SCR interval as well as the region upstream of the deleted *Sox2* gene (Fig. 4E, F). This spreading of SCR-contact appears to be dependent on the location of the reporter, since it extends less far when the reporter is in the -116 kb position (Fig. S5D-E), indicating that the reporter can affect the contact domain of the SCR in absence of the gene. The increase in SCR contact in the *Sox2*-SCR range, as well as the spreading upstream, might partially explain the increase in reporter expression in those locations. However, the increase in expression is substantially larger than the increase in contact frequency. This could be caused by further changes in the contact landscape upon each integration of the reporter, or it may or point to a non-linear relationship between contact and expression, as was noted before (9). Additionally, the increase in reporter expression score inside the SCR cannot be explained by changes in SCR contact (Fig. 4C, F), indicating that the removal of gene competition also affects the reporter in other ways than contact changes.

## Unbalanced competition is partially driven by the *Sox2* gene body

While the endogenous *Sox2* gene significantly restricts reporter expression, the reporter gene hardly affects the endogenous gene. First, the reporter inserted at -116 kb did not detectably affect *Sox2::mCherry* expression (Fig. S2A). Second, among all clonal lines with a hopped reporter, *Sox2::mCherry* expression is remarkably robust. Even in clones with a reporter in the center of the SCR (with ~10-fold higher expression than at -116 kb) *Sox2::mCherry* expression is reduced by only ~25% (Fig. S6A). This is extremely modest compared to the 3-30 fold upregulation of the reporter upon loss of *Sox2::mCherry* (Fig. 4C, Fig. S4I).

We wondered what might give the endogenous *Sox2* gene this competitive edge. The reporter contained the exact promoter and 5’ UTR sequence from the *Sox2* gene, but it lacked the 1.0 kb coding sequence (CDS, *Sox2* has no introns) and the 1.1 kb 3’ UTR (containing the native polyadenylation signal [PAS]). Re-analysis of RCMC data (18) indicates that the SCR not only contacts the promoter of the endogenous *Sox2* gene, but also the gene body (Fig. S6B), indicating that the latter sequence might play a role. We therefore generated two new reporters in which we added the *Sox2* CDS alone or in combination with the 3’ UTR (Fig. 5A). We kept the *mTurq* sequence separated from the CDS by a P2A cleavage signal (23), so the stability of the fluorescent protein would not be affected by a fusion with the SOX2 protein.

We first tested these new reporters in the presence of *Sox2::mCherry*. Across multiple independent clonal cell lines, the CDS and CDS/3′UTR additions boosted reporter activity on average by 3-fold in the active -116 kb and -39 kb positions (Fig. 5B top, Fig. S7A). At position -161 kb, where the original reporter is silent (Fig. S2A), the CDS-containing reporter was also not expressed (Fig. S6C). Moreover, measurements of mRNA half-lives indicated that the CDS-containing transcripts are 1.5- to 4.7-fold less stable than the *mTurq*-only transcripts (Fig. S6D-E) indicating that differences in mTurq protein level underestimate the actual boosting effect of the CDS on the reporter transcription rate.

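The reporter carrying the Sox2 coding sequence was mobilized from 34598479 of chromosome 3 in 2 cultures with Sox2::mCherry intact. Tagmentation libraries came from 32 small sorted pools of P2 to P6 with 375 to 5831 unique reads (median 1185.5) and from unsorted pools with 4072 and 3742 reads, and no P1 pool is among the samples. The original reporter hopped from the same site was the comparison. Both lines share 1 experiment label, have 2 cultures each and were sampled with 4 pools each in P2, P3 and P4, of which 1 pool of P4 of the original reporter had 3 reads and gave 0 integrations. Filters, zones and tests were as above, with adjustment over 16 comparisons.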

To assess if the CDS affects the ability of the reporter to be activated throughout the locus, we conducted hopping experiments with the CDS-carrying reporter. In the presence of the endogenous *Sox2::mCherry* gene, the sorted integrations of CDS-containing reporter follow a similar pattern as the original reporter (Fig. 5C). However, we did not detect any cells with the highest reporter expression (P1), causing flattening of the activity landscape near the SCR and the endogenous *Sox2* location (Fig. 5D, Fig S6F). Despite this, the CDS enhanced the reporter activity throughout the *Sox2*-SCR range (excluding *Sox2::mCherry* and SCR regions) (Fig. 5D). 

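The coding-sequence reporter was found in the same regions as the original one, with the interval and the SCR zone holding most integrations in P2 and the interval most in P3 and P4. In P2, the SCR zone held 39.9% of 651 integrations in the 240 kb region (replicate mean 39.9% ± 0.268, SD, n = 2), the interval 38.7% (38.7% ± 0.394) and the Sox2 zone 9.98% (9.87% ± 2.25). In P3, the interval held 59.9% of 764 (60.0% ± 0.597), the Sox2 zone 16.9% and the SCR zone 11.1% (11.1% ± 0.0599). In P4, the interval held 64.9% of 613, and the SCR zone 0.653% (0.669% ± 0.150). Over 5 kb bins, the Spearman correlation with the original reporter was 0.819 in P2, 0.888 in P3 and 0.588 in P4, and that between the 2 cultures of the coding-sequence line was 0.827, 0.942 and 0.906. All 96 P6 integrations of the 2 Mb region lay outside the stretch from the Sox2 zone to the SCR zone, which allows up to 3.13% inside, against 15.4% of those in P2 to P4 (Fisher's exact test, two-sided, adjusted p = 1.75e-73).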

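With P1 missing, P2 was the highest gate of the coding-sequence reporter. In the SCR zone, the original reporter also had 266 integrations in P2 against 5 in P1. The activity index of the SCR zone was 4.76 (bootstrap 95% CI 4.72 to 4.80) for the coding-sequence reporter, with windows 34750000 to 34759999 at 4.77 and 34760000 to 34769999 at 4.75. The original reporter had 5.21 (4.99 to 5.31) in this zone, based on 6 gates, of which P1 had 5 integrations there. The 2 values are on scales with different top ranks. The window with Sox2, 34650000 to 34659999, had 4.27 (4.09 to 4.44). Across 17 windows, the index of the 2 reporters correlated with a Spearman rho of 0.973.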

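In the interval between Sox2 and the SCR, P2 held 22.7% (252 of 1108) of the P2 to P4 integrations of the coding-sequence reporter and 16.1% (88 of 545) of those of the original reporter (Fisher's exact test, two-sided, adjusted p = 0.00497, with the replicate as block 0.00603). Without replicate 1 of the original reporter the difference of 6.60 percentage points was 3.80 (adjusted p = 0.273), and without replicate 1 of the coding-sequence line it was 5.27 (adjusted p = 0.0507). The P3 interval difference did not pass without replicate 1 of the original reporter (adjusted p = 0.0611). The interval share of P2 was 38.7% against 21.1% for the original reporter (adjusted p = 4.62e-09), and that of P3 59.9% against 50.4% (adjusted p = 0.00332). The SCR zone share was lower for the coding-sequence reporter in P2 (39.9% against 63.8%, adjusted p = 4.00e-13), P3 (11.1% against 25.4%, adjusted p = 5.17e-10) and P4 (0.653% against 9.17%, adjusted p = 2.98e-10). In P2 the SCR zone held 260 and 266 integrations and the interval held 252 and 88. P2 gave 735 integrations genome-wide for the coding-sequence reporter and 516 for the original one. Because of this unequal yield, the counts cannot say which zone changed. With zones narrowed by 5 kb, the P3 interval difference was 1.56 percentage points (adjusted p = 0.704) and the P4 SCR zone difference -0.573 (adjusted p = 0.234). The Sox2 zone shares did not differ in any of the 3 gates. From the scores in this range, the paper concludes that the coding sequence enhanced reporter activity there.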

Note that, due to the reduced RNA stability, the mTurq levels give an underestimation of reporter transcription in presence of the CDS, and hence the expression levels are likely to be higher than measured.

We then asked whether active CDS-containing reporters also compete more strongly with the endogenous *Sox2* gene. Indeed, in the -116 kb and -39 kb positions, addition of the CDS to the reporter caused a 13-18% reduction in *Sox2::mCherry* expression, while inclusion of both CDS and 3’ UTR in the reporter caused a 21-31% reduction (Fig. 5B bottom, Fig. S7A). Next, in the pool of cells in which we mobilized the CDS-containing reporter from the -161 kb location, we compared the relative *Sox2::mCherry* and reporter expression of individual cells with active reporter (Fig. 5E). If the reporter competes with *Sox2::mCherry*, this should be reflected in reduced expression of the latter when the reporter is more active. With the reporter lacking the CDS, this effect is detectable but weak. However, when the CDS is present, reporter expression is higher which leads to more competition (Fig. 5E, S6G). Thus, across the random active locations sampled in this hopping experiment, the CDS boosts reporter expression and competition with the *Sox2* gene.

Next, we tested whether these effects of the CDS depend on its position within the reporter (by swapping the CDS and mTurq open reading frames), on its presence in the mature transcript (by inserting a PAS before the CDS), on its orientation (by replacing it with the reverse-complement sequence), or on its translation (by inserting a stop codon) (Fig. 5F, Fig. S6H). When tested in the lowly active -116 kb position, each of these modified CDS-reporters boosted reporter expression and dampened *Sox2::mCherry* expression (Fig. 5G, Fig. S6I, Fig. S7B). Although we cannot rule out that the PAS did not fully block transcription of the CDS, these results collectively indicate that the effect of the CDS is not dependent on production of mRNA in the sense orientation, nor on translation, nor on the exact position or orientation of the CDS. Since these characteristics are reminiscent of an enhancer, we examined whether the endogenous *Sox2* CDS has enhancer-like features. Indeed, in the native *Sox2* gene the CDS is specifically bound by the active chromatin mark H3K27ac and several transcription factors (Fig. S6J). Still, the CDS alone is not sufficient to stimulate the *Sox2* promoter (Fig. S6C), suggesting that it might function as a facilitator (24, 25) rather than as a classic enhancer.

To assess whether the CDS also boosts promoter activity when there is no competition with the endogenous *Sox2* gene, we first tested the CDS-containing reporters in positions -161 kb and -116 kb after deletion of *Sox2::mCherry*. In the -161 kb position, clonal cell lines with the CDS-containing reporters had 4-5 fold higher expression than those with the original reporter, indicating that the boost is independent of competition (Fig. 5H, Fig. S7C). With RCMC, we detected a modest increase in contact frequency between the SCR and the CDS-containing reporter compared to the original reporter (Fig. 5I, Fig. S6K), which might explain the facilitating effect of the CDS, although this needs to be explored further. In the - 116 kb position, the promoter-only reporters showed high but bimodal expression (Fig. 5H, Fig. S6L, Fig. S7C), as observed before (Fig. S4C, Fig. S4F-G). In contrast, the CDS-containing reporters exhibited stable but lower expression (Fig. 5H, Fig. S6L). This unimodal expression suggests that the CDS helps the promoter resist epigenetic silencing (Fig. S4H), making the reporter more similar to the endogenous *Sox2* gene. Repeating the experiment with the Sox2P_mTurq_stop_CDS reporter, which does not produce SOX2 protein, excluded the option that this lowered reporter expression is the result of a negative feedback loop on the SOX2 protein level (Fig. S6M, Fig. S7D). A possible explanation for the lower expression level is the lower RNA stability of the CDS-containing reporters. If there is a maximum to the activation or initiation rate of the *Sox2* promoter, all reporters in the -116 kb position setting might reach a similar transcription rate after *Sox2::mCherry* deletion. Then, the lower stability of the CDS-containing mRNA would result in a lower measured steady-state protein level. Such a saturation effect may also explain the dampened activity of the CDS-containing reporter when integrated in the SCR or near the endogenous *Sox2* gene (Fig. 5D). Despite this confounding effect, we conclude that the CDS can boost reporter expression in the absence of the endogenous *Sox2* gene.

## Discussion

Here we developed a powerful high-throughput “hopping” approach to create highly detailed quantitative maps of the activation potential of a native genomic locus, based on thousands of reporter integrations. We anticipate that this technology may also be used to systematically relocate other regulatory elements, such as enhancers, CBSs, synthetic sequences and other structural elements. It can also be used to generate series of genomic deletions from a few kb to more than 400 kb.

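The mapped hopping-induced deletions, in clones selected as described above, ran from 7.81 kb to 336 kb, with a median of 64.3 kb over 45 distinct deletions. Their far ends lay between 34651768 and 34980377 of chromosome 3 (mm10). The same far end was found in 2 or more clones for 17 of them. Among clones labelled ambiguous, the second location lay 7.11 to 384 kb from the launch site.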

Earlier probing at low resolution in mouse embryos suggested that promoters respond to an enhancer whenever they are in the same TAD (11, 26). Systematic insertion of enhancers and promoters in heterologous genomic loci supported this notion, and pointed to a monotonous decay of promoter activity with increasing genomic distance to the enhancer (8, 9, 25). Our high-resolution functional maps of the native *Sox2* locus confirm that the influence realm of the SCR coincides with the TAD, but also reveal an intricate landscape in which pre-existing SCR contact frequency rather than genomic distance is a key determinant of promoter activity. Moreover, the region around the endogenous *Sox2* gene is a “sweet spot” for activation, even in the absence of the gene itself. Possibly, synergistic interactions between the SCR and enhancer-like elements surrounding the gene (16, 27) contribute to this, while the *Sox2* gene itself further confines this “sweet spot”.

Another finding is that deletion of the *Sox2* gene broadens the activation landscape and strongly increases expression of relocated promoters across the locus. This demonstrates that a gene can act as a gatekeeper, limiting the functional reach of its own enhancer. Various studies of native and artificial loci, both in *Drosophila* (28, 29) and mammals (30–32), showed competition between two promoters for activation by one enhancer. In each case, the enhancer preferentially activated the closest promoter. In contrast, our results show that the SCR strongly favors the native *Sox2* gene regardless of the reporter location. Part of this dominance is conferred by the ~1 kb CDS. Several previous reports suggested that enhancers can overlap coding exons (33–35), yet our data are more consistent with a role of the CDS as a facilitator of enhancer–promoter communication (24, 25), rather than as a conventional enhancer.

The broad variation in reporter expression observed in the hopping-induced deletion series suggests that additional elements throughout the locus are likely to contribute to the regulation of *Sox2* expression. This is in line with other studies (16, 27). Our reporter measurements after *Sox2::mCherry* deletion show that the CBS just upstream of *Sox2* is not sufficient to block reporter activation (Fig. 4B), but additional hopping experiments in combination with targeted deletions may uncover more subtle roles of this and other CBSs. More generally, our methodology to map the functional landscape of a large genomic locus provides new insights into the complex interplay between distant regulatory elements and should be widely applicable.

## Materials and Methods

### Cell culture

F121/9 (CAST/EiJ x S129/Sv) (RRID:CVCL_VC42) female mouse embryonic stem cell (mECS) F1 hybrid cell line (36) and derived clones were cultured in Serum+Lif+2i condition. Briefly, cells were cultured on gelatin-coated (0.1%) culture plates in Glasgow minimum essential medium (Sigma-Aldrich, G5154) supplemented with 15% fetal bovine serum (Thermo Fisher Scientific, 10270-106), 1% L-glutamine (Thermo Fisher Scientific, 25030024), 1% sodium pyruvate (Thermo Fisher Scientific, 11360-70), 1% MEM non-essential amino acids (Thermo Fisher Scientific, 11140-50), 1% penicillin-streptomycin (Thermo Fisher Scientific, 15070063), 100 μM ß-mercaptoethanol, 10 x 4 U leukemia inhibitory factor (LIF; esg1107, Millipore), 1 μM MEK inhibitor PD0325901 (Mirdametinib, MedChemExpress), 3 μM GSK-3β inhibitor CHIR99021 (Laduviglusib, MedChemExpress) in 5% CO_2_ at 37 °C. Cells were passaged every 2 days.

Mycoplasma contamination was ruled out by regular testing (#LT07-318; Lonza).

### Genetic engineering of the *Sox2* locus: Tagging endogenous *Sox2* alleles

The alleles of the *Sox2* gene were tagged by direct fusion with eGFP and mCherry using CRISPR/Cas9 mediated homologous recombination. We used a previously described plasmid for targeting *Sox2* (*Sox2* sgRNA, Addgene #175553) together with donor plasmids designed to include eGFP or mCherry in between two homology arms (200 bp homologies) for the *Sox2* gene. In brief, 1x10^6^ F121/9 mESCs were transfected with 1 μg of *Sox2* sgRNA and 2 μg of repair template (1 μg of eGFP + 1 μg of mCherry) using 9 μL Lipofectamine2000. Cells were plated in Serum+Lif+2i medium together with a DNAPKcs inhibitor (M3814, MCE, HY-101570) and cultured for two days. Subsequently, eGFP+/mCherry+ cells were sorted sparsely into a 24-well plate (cultured without inhibitor) and resulting colonies were picked and genotyped by PCR. Then they were re-measured by flow cytometry (LSRFortessaTM) using the following lasers and filters: eGFP 488nm BL[B] 530/30, mCherry 561nm YG[D] 610/20. Allele-specific genotyping of *Sox2* was performed by PCR amplification from the fluorophore to the genome across CAST/129S1 SNPs (primers: EMp324, EMp325, MEP68). A clone with the CAST allele *Sox2* gene fused with eGFP and the 129S1 allele *Sox2* gene fused with mCherry was selected as the parental clone.

### Genetic engineering of the *Sox2* locus: Establishing launch pads

We cloned the vector pME015 containing an mouse *PGK* promoter driving the expression of a double selection marker HyTK (HyTK amplified from plasmid #11684, Addgene), flanked by FRT and F3 heterotypic recombination sites embedded between Sleeping Beauty 5’ and 3’ inverted terminal repeats (ITRs). For establishing the -116 kb launch pad, we used the Alt-R™ CRISPR-Cas9 system from IDT and designed a crRNA that directs cutting 6 kb upstream (-116 kb from SCR) of the endogenous *Sox2*. The crRNA was assembled into an RNP together with the AltR CRISPR tracrRNA (1073189, IDT) and Cas9 nuclease (1081058, IDT). We transfected 50x10^3^ parental cells (*Sox2* eGFP+/mCherry+) with the RNP and the PCR product using lipofectamine CRISPRMAX Cas9 Transfection Reagent (CMAX00001, Thermo Fisher Scientific) according to the manufacturer’s protocol. Two days after transfection, Hygromycin was added to the medium (200 μg/mL, 10687010, Invitrogen) to select for HyTK-expressing cells. We picked colonies 6 days later and screened clones for cassette integration by PCR and Sanger sequencing.

We created a launch pad in-between *Sox2* and SCR (-39 kb relative to SCR) by CRISPR/Cas9 mediated homology directed repair. For this, we added 1 kb homology arms of the target region upstream and downstream of the HyTK construct (pME015) to generate plasmid pME024, assembled the crRNA with the tracrRNA and Cas9 protein as explained above, and co-transfected the RNP complex together with the pME024 repair template into parental cells (*Sox2* eGFP+/mCherry+). Similar as above, cells were selected with Hygromycin and colonies were picked and genotyped by PCR and Sanger sequencing.

### RMCE donor plasmids: minimal insert

We generated 2000 random 50 nucleotide sequences in silico with a GC content of 50% and scanned them by FIMO for transcription factor binding sites (37). We selected one sequence without any transcription factor binding sites, added FRT and F3 sites to the start and end of the sequence and ordered it as an DNA ultramer from IDT (sequence in Table S5). We amplified this sequence by PCR with primers that have 40 bp overlap to the digested ends (BamH1+XhoI) of the target plasmid (pCR Zero, #120275, Addgene) (primers: MEP190, MEP191). Finally we used Gibson assembly to assemble the linearized pCR-Zero vector together with the amplified PCR product according to the manufacturer’s protocol. Two μL of Gibson assembly mix were transformed into 50 μL DH5α (NEB, C2987H) chemically competent cells. Clones were screened by colony PCR and validated by Sanger sequencing.

### RMCE donor plasmids: *Sox2* reporter construct

We amplified 2346 bp of the *Sox2* promoter (containing the 5’UTR) from a fosmid (Wl1-1017O07, position mm9: chr3:34535173-34570689, kindly provided by Luca Giorgetti’s lab) by PCR using Phusion Polymerase (F-530L, Thermo Fisher Scientific) together with DMSO and GC rich buffer (primers: MEP145, MEP150). The resulting PCR product was cloned into pCR Zero vector (#120275, Addgene) digested with StuI (R0187S, NEB) and transformed into 50 μL DH5α (C2987H, NEB) chemically competent cells. Resulting colonies were picked and genotyped by PCR and validated by Sanger sequencing. To generate the Sox2P-mTurquoise2 plasmid, the *Sox2*-promoter-containing pCR Zero plasmid was digested with Xbal + SalI-HF (R3138S, NEB) and ligated (T4 Ligase 5 U/μL, 9015-85-4, Roche) with the Xbal+SalI-HF-digested mTurquoise2-plasmid (#118617, Addgene), resulting in a plasmid containing the *Sox2* promoter with the mTurquoise2 fluorophore. Finally, an SV40 polyA signal was cloned 3’ of the mTurquoise2 (primers: MEP171, MEP172) and F3 and FRT heterotypic Flp-recombinase sites were added by PCR (primers: MEP147, MEP177), resulting into the final pME034 plasmid. The plasmid was validated by Sanger sequencing. Primer sequences can be found in Table S2.

### RMCE donor plasmids: *Sox2-*CDS reporter construct

We first generated two additional *Sox2* reporters containing the *Sox2* coding sequence (957 bp) and either the endogenous *Sox2* 3’UTR or the same polyA signal (SV40) as the original Sox2P reporter construct (pME034). We linearized the reporter plasmid (pME034) with SalI-HF & EcoRV-HF, and PCR amplified the mTurquoise2 gene ± polyA signal from pME034 (primers: MEP224, MEP225, MEP231) and *Sox2*-3’UTR (primers: MEP226, MEP230) and *Sox2*-CDS (primers: MEP222, MEP223) from the same fosmid as before (Wl1-1017O07). A P2A sequence with linker was added by the forward primer for the mTurquoise2 gene (MEP224). We used Gibson assembly to create either the *Sox2*-CDS-polyA(SV40) or the *Sox2*-CDS-3’UTR plasmids. Next, we checked the resulting plasmids by colony PCR and subsequent Sanger sequencing. The final plasmids were named pME040 (FRT_Sox2P_CDS_mTurq_3’UTR_F3) and pME041 (FRT_Sox2P_CDS_mTurq_polyA_F3).

To generate the second set of seven CDS-containing reporters, we first linearized pME034 as before by digestion with SalI-HF & EcoRV-HF and PCR amplified from pME034 the mTurquoise2 gene (primers: CMP122, CMP123 or CMP133) and polyA signal (primers: CMP124, MEP231) and from pME041 the *Sox2-*3’UTR (primers: CMP134, 135). An SbfI restriction site was added on the mTurquoise2 reverse primers and the polyA/3’UTR forward primers. We used Gibson assembly to create the intermediate plasmids pCM037 (FRT_Sox2P_5′UTR_mTurq_SbfI_PAS_F3) and pCM041 (FRT_Sox2P_5′UTR_mTurq_SbfI_3’UTR_F3). Next, we generated the following CDS-containing inserts by PCR amplification from pME040, with extra sequences on the forward primers: P2A-CDS (primers: CMP125, CMP126 or CMP136), STOP-CDS (primers: CMP127, CMP126 or CMP136), STOP-revCDS (primers: CMP131, CMP132). The reverse primers contain overlaps to the polyA signal (CMP126, CMP132) or 3’UTR (CMP136). We linearized pCM037 and pCM041 by digestion with SbfI-HF and used Gibson assembly to create the following plasmids:

- pCM038 (FRT_Sox2P_5′UTR_mTurq_P2A_CDS_PAS_F3)
- pCM039 (FRT_Sox2P_5′UTR_mTurq_STOP_CDS_PAS_F3)
- pCM041 (FRT_Sox2P_5′UTR_mTurq_STOP_revCDS_PAS_F3)
- pCM043 (FRT_Sox2P_5′UTR_mTurq_P2A_CDS_3’UTR_F3)
- pCM044 (FRT_Sox2P_5′UTR_mTurq_STOP_CDS_3’UTR_F3)

pCM045 (FRT_Sox2P_5′UTR_mTurq_PAS_CDS_3’UTR_F3) was generated by assembling polyA signal (from pME034, primers: CMP137, CMP128) and CDS (from pME041, primers: CMP129, CMP136) into the linearized pCM042. pCM040 (FRT_Sox2P_5′UTR_mTurq_PAS_CDS_F3) was generated directly by assembling mTurquoise2+polyA (from pME034, primers: CMP122, CMP128) and CDS (from pME041, primers: CMP129, CMP130) with the F3 sequence on the reverse primer, into the SalI-HF & EcoRV-HF linearized pME034. Resulting plasmids were verified by colony PCR, Sanger sequencing and nanopore whole plasmid sequencing. Primer sequences can be found in Table S2.

### Recombination-mediated cassette exchange (RMCE)

Inserts were loaded into the SB cassette by recombination-mediated cassette exchange (RMCE). 300,000 cells were transfected with 0.5 μg of Flp recombinase-encoding plasmid (Addgene #13787) and 2 μg of donor plasmid, using 7.5 μL lipofectamine 2000 (Invitrogen, 11668019). Two days after transfection, pools were seeded sparsely and ganciclovir (2.5 μg/mL) was added to the medium to kill HyTK-expressing cells. Resistant colonies were picked, expanded, and screened by PCR. To replace the SB insert in a Sox2P-containing clone derived by SB hopping or CRISPR editing, we first exchanged the Sox2P reporter for the original HyTK cassette by co-transfecting 400,000 to 500,000 cells with 0.5 μg of Flp recombinase-encoding plasmid and 2 μg of a HyTK-containing plasmid (pME015). Two days after transfection, pools of HyTK-expressing cells were selected by adding Hygromycin to the medium. For -161 kb ΔCBS_*Sox2::mCherry* and -116kb ΔCBS_*Sox2* HyTK-containing clones were derived by FACS sorting mTurq-/mCherry-/eGFP+ cells from the HyTK-containing pools. Next, various constructs were loaded into these HyTK-containing pools (Fig. 5B, Fig. 5H, Fig. S6C) or clones (Fig. 5G, Fig. S6I, Fig. S6M) using RMCE, as explained above.

Cells containing the minimal insert, Sox2P-reporter, or the CDS-containing reporter constructs in different launch pads (-39 kb, -116 kb, -161 kb) were generated by RMCE and selected with ganciclovir. Clones were obtained by colony picking or single cell sorting into 96 well plates. Subsequently, clones were genotyped by PCR. Only clones containing the right insert and genomic background were measured by flow cytometry (*Sox2::mCherry, Sox2::eGFP*, reporters) and used for downstream analysis.

### Establishing proof-of-principle cell line

For a different project we used a plasmid containing a stretch of 200 random nucleotides (free of any CTCF motifs), followed by a CTCF binding site flanked by LoxP sites (kindly provided by Luca Braccioli, Elzo de Wit group). We PCR amplified the insert with flanking F3/FRT sites (primers: MEP74, MEP75) and cloned the resulting PCR product into StuI blunt cut pCR-Zero vector, creating donor plasmid pME013. Next, we used RMCE to integrate the insert into the -116 kb launch pad of *Sox2* eGFP+/mCherry+ F121/9 mESCs, resulting in a cell line called CBS16. To generate a ΔCTCF control cell line (CRE6), we transfected the cells with a CRE-Puro plasmid (pJK14-946-CRE-Puro), selected with Puromycin and seeded surviving cells as single cells in 96 well plates by FACS (BD FACSAriaTM Fusion Flow Cytometer). Resulting clones had an insert of 282 bp in between FRT/F3 sites and were genotyped for the floxed CTCF motif by PCR and validated by Sanger sequencing. Those cells were used for the proof of principle experiment. The sequence of the resulting insert (200 arbitrary nucleotides and one loxP site) can be found in Table S5. Primers can be found in Table S2.

### SB hopping

For each replicate and cell line, SB hopping was induced by transfecting 2.5 to 5 million cells with the bicistronic plasmid (pME07) encoding SB transposase SB100x and the human nerve growth factor receptor (LNGFR), using 15 μL Lipofectamine 2000 (Invitrogen, 11668019) and 5 μg of plasmid per million cells. As a control, 0.5 million cells were transfected with a similar bicistronic plasmid encoding PiggyBac (PB) transposase and LNGFR (pLD042). After 30 hours, transfected cells were enriched using MACS MS columns (130-042-201, Miltenyi Biotec) and LNGFR MicroBeads (130-091-330, Miltenyi Biotec) according to the manufacturer’s protocol.

One week after transfection, 0.2 million SB-transposase-transfected cells were set apart as an unsorted pool and the remaining cells were sorted by FACS (BD FACSAriaTM Fusion Flow Cytometer) into pools for populations based on mTurq expression level, using the following lasers and filters: mTurq: 442nm V[F] 470/20, eGFP: 488nm BL[B] 530/30, mCherry: 561nm YG[D] 610/20 (see Fig. 2B for the exact gates). PB transposase transfected cells served as mock-treated FACS control. In the first biological replicate of the -116 kb Sox2P-reporter (Fig. 2B, Fig. 3A) cells were only selected based on mTurq level, in all later replicates we selected only *Sox2::mCherry*-positive cells for all *Sox2::mCherry* containing cell lines and only *Sox2::mCherry*-negative cells for the ΔCBS_*Sox2::mCherry* cell line. For the -161kb_Sox2P ΔCBS_*Sox2::mCherry* cell line, the first two replicates were sorted into the same expression gates the *Sox2::mCherry* containing cell lines (i.e. P1-P6). However, to better distinguish between the different high expression levels, we split P1 and P2 up into a High and Low sub-gate (P1 H, P1 L, P2 H, P2 L) for replicates 3 (P1) and 4 (P1 and P2) (see Fig. S4J for the exact gates). Cells were sorted into up to 5 pools of up to 2000 cells per pool. To increase the number of integrations, we also sorted one pool of 50,000 cells per replicate for one replicate of -116kb_Sox2P population P3-P5 and for two replicates of -161kb_Sox2P_ΔCBS_*Sox*2 P2-P6 (P6 rep2 only 5200 cells). Sorted pools were expanded and for the small pools (up to 2000 cells) crude lysates were obtained from a full 96 well plate by lysing with 50 μL DirectPCR Lysis Reagent (102-T, Viagen Biotec) supplemented with 100 μg/mL proteinase K, and incubating 2.5 h at 55 °C and 45 min at 85 °C. For the 50,000 cell pools and the unsorted cell pools, gDNA was extracted after expansion using the ISOLATE II Genomic DNA Kit (BIO-52067, Bioline).

### SB hopping: establishing clones

To generate a panel of clonal cell lines with active reporters, we FACS sorted single cells either from previously sorted P1 and P2 pools (biological replicate 1) or directly from the full pool of SB-transposase-transfected cells (replicates 2 and 3, only deletion clones). mCherry-positive and mCherry-negative cells were sorted to obtain clones with hopped insertions and hopping-induced deletions, respectively. When sorting from the full pool of SB-transfected cells we also gated for high (P1) mTurq expression. The cell lines with a reporter integration at -161 kb (chr3: 34598479) and +715 kb (chr3: 3547841) were isolated in an earlier SB hopping experiment (not described here), by sorting out mTurq-negative cells from a pool of SB-transposase-transfected cells (from the -116 kb reporter cell line). Sorted clones were expanded and crude lysates were obtained from a full 96 well plate, as for the cell pools. Deletion clones presumably derived from one hopping event (from the same experiment with identical location and orientation) were averaged.

### Hopping-induced deletion clones

Hopping induced deletion clones were sorted based on the absence of *Sox2::mCherry* and the reporter being expressed or not (Fig. S3D). Sorted clones were expanded and DNA was harvested by direct lysis (see above). Deletions were mapped via Tn5-tagmentation and some clones with low read counts were further verified by targeted PCR amplification. We used PCR (primers: CMP116-121) to amplify three regions containing annotated SNPs on the CAST allele and Sanger sequencing to evaluate which allelic fragment(s) got amplified. By examining the Sanger sequencing traces, we could categorize if and which allele got deleted (Fig. S3B).

### Tagmentation mapping

SB integrations were mapped by amplifying and sequencing the ITR-genome junction using a tagmentation-based approach, based on (19). The procedure was similar to (38), but using the following SB-ITR specific primers: MEP009 (5′ ITR, reverse) or LD027 (3′ ITR, forward) for the linear enrichment and MEP011 (5′ ITR, reverse) or MEP034 (3′ ITR, forward) for PCR1. Input for one tagmentation reaction was either 100ng gDNA or 3 μL crude lysate. The 72 °C extension times of all PCRs were increased to 1 min. In addition, the composition of the linear enrichment PCR was changed to 10 μL of tagmented DNA, 2 μL of 1 μM primer, 4 μL dNTPs (10mM), 8 μL 5x Phusion® HF Buffer (NEB), 0.5 μL Phusion® HS Flex polymerase (2 U/μL - NEB), in a final volume of 40 μL. For all clones and some experiments with sorted pools (proof-of-principle experiment, third replicate of -116kb_Sox2P) we halved this reaction to a final volume of 20 μL. For the unsorted control pools, 10 separate tagmentation reactions and library preparations were performed, usually using one set of sequencing indices. For each of the large sorted pools (with 50,000 cell complexity), 20 separate tagmentation reactions and library preparations were performed with one set of sequencing indices, to obtain more exhaustive mapping, comparable to the small sorted pools. Libraries were sequenced with 150 bp paired-end reads using either an Illumina MiSeq system (reagent kit v2) or Illumina NextSeq 550 system (mid-output kit) including 10% of PhiX spike-in.

### CRISPR deletion endogenous *Sox2* gene

To delete the endogenous *Sox2* gene, we designed two gRNAs targeting upstream of the CTCF site, one at the start of the *Sox2* promoter (not targeting the reporter) and three downstream of the *Sox2* gene (one in the 3’ UTR, two after). gRNAs were cloned into an expression plasmid containing mCherry. One guide per region was selected (up1c, up2c, do1c) and 0.5 million cells were transfected with 1 μg Cas9 plasmid (pX458, Addgene #48138) and 1.5 μg gRNA plasmid (equimolar pool of multiple guides, or single control plasmid) using 7.5 μL lipofectamine 2000. Single gRNA plasmid controls and a cutting control (gRNA targeting a non-relevant gene:*Tdgf1*) were used to assess gRNA specific phenotypes that are not related to the deletion of the endogenous *Sox2* gene. One day post transfection, cells were sorted for the presence of the plasmids (mCherry & eGFP). Seven days after transfection, *Sox2* and reporter expression were measured in these cells by flow cytometry (BD FACSAria™ Fusion).

*Sox2::mCherry*-deleted pools and clones were generated in an earlier experiment, with the following differences: we transfected pools with multiple gRNAs per location, used the Cas9 plasmid pX330, and sorted pools of *Sox2::mCherry* negative cells with high reporter expression as pools more than three weeks after transfection. *Sox2::mCherry* negative, reporter-high clones were either isolated at the same time (-116 kb ΔCBS_*Sox2*), or isolated later from the sorted pools by single cell dilution (-116 kb *ΔSox2*) or by FACS sorting *Sox2::mCherry*-negative mTurq-positive cells (-161 kb ΔCBS_*Sox2*, -39 kb ΔCBS_*Sox2*). We isolated gDNA or crude lysates (as before) for all clones and performed a PCR across the intended deletion (*ΔSox2*: CMP075+CMP081; ΔCBS_*Sox2*: CMP077+CMP081). In addition, we performed a PCR from the intact GFP or 3’ UTR to the downstream region (CMP024+CMP081 or CMP080+CMP081) to confirm that the *Sox2::eGFP* allele was not inverted. Clones where either PCR failed were excluded from all analyses. All gRNA and primer sequences can be found in Table S1 and S2.

### CRISPR deletion SCR

We cloned two previously published gRNA sequences (13) targeting 5′ or 3’ of the SCR into a Cas9 expressing px330 backbone (#158973, Addgene) according to the protocol published by the Zhang lab (39). Used gRNA sequences were reported to work in mESCs in an earlier publication (13). Resulting plasmids were verified by Sanger sequencing and transfected into *Sox2* eGFP+/mCherry+ F121/9 mESCs. In brief, 0.5 million cells were transfected with 0.5 μg 5’SCR-sgRNA plasmid and 0.5 μg 3’SCR-sgRNA plasmid using Lipofectamine2000. Cells were analyzed for eGFP and mCherry expression by FACS (LSRFortessaTM) after 5 days of culturing using the following lasers and filters: eGFP BL[B] 530/30, mCherry YG[D] 610/20. gRNA sequences used for SCR deletion can be found in Table S1.

### Flow cytometry

Allele-specific *Sox2* expression and reporter fluorescence of clones and pools were measured on a BD LSRFortessa™ equipped with a High Throughput Sampler (HTS) for 96-well plate acquisition. Fluorescence was detected using the following laser/filter settings: eGFP (488 nm, 530/30), mCherry (561 nm, 610/20), and mTurquoise2 (405 nm, 470/20). Single-color controls confirmed no spillover of mTurquoise2 into the GFP channel. Single cells were gated in FlowJo, and fluorescence data were exported as .fcs files for analysis in R using the flowCore package (40).

Cell sorting was performed on a BD FACSAria™ Fusion using the same filter configuration, but mTurquoise2 was excited with a 445 nm laser for improved performance. To correct for spectral overlap, 1.6% of the 470/20 signal (mTurquoise2) was subtracted from the 530/30 GFP channel. Automatic background signal subtraction resulting from the fluid between cells is applied by the FACS machine.

### CTCF ChIP

F121/9 (CAST/EiJ x S129/Sv) *Sox2* /eGFP+/mCherry+ were cultured in Serum+Lif+2i condition. For chromatin preparation, 10 million cells (per condition) were cross-linked with a final concentration of 1% formaldehyde for 10 min. The cross-linking reaction was quenched with 2.0 M glycine (0.2 M final concentration). The cross-linked cells were then lysed and sonicated to obtain approximately 300 bp chromatin fragments with a Bioruptor Plus sonication device (Diagenode). For ChIP assays, antibodies were first coupled with Protein G dynabeads (10003D, Thermo Fisher Scientific), and the sonicated chromatin was then incubated overnight at 4 °C. After incubation, the beads were washed, the captured chromatin was eluted and cross-linking was reversed. The released DNA fragments were purified with the MinElute PCR Purification kit (28004, Qiagen). The ChIP experiment was performed with the following antibody: CTCF (Millipore Cat# 07-729, RRID:AB_441965; 5 μL per ChIP). The purified DNA fragments were prepared according to the protocol of the KAPA LTP Library Preparation kit (KR0453, Roche) before sequencing. All ChIP-seq libraries were sequenced with single-end 150 bp cycle mode on an Illumina NextSeq 550 (mid-output kit).

### RNA stability measurements

Reporter cell lines (Sox2P_mTurq, Sox2P_CDS_mTurq, Sox2P_CDS_mTurq_UTR), each with integrations at -116 kb relative to the SCR, were treated with 10 μg/ml (final concentration) ActinomycinD (Sigma Aldrich, SBR00013). Cells were harvested in 1 ml TRIzol™ (Invitrogen, 15596018) at multiple timepoints post-treatment: 0, 0.5, 1, 2, 4, 6, 8, 10, and 12 hours. RNA was extracted, DNase-treated, and reverse transcribed using Tetro Reverse Transcriptase with random hexamers (GC Biotech, BIO-65050). cDNA was diluted 1:10 and used as input for qPCR. qPCR was performed with SensiFAST SYBR Green No-ROX (GC Biotech, BIO-98020), targeting *GFP* (CAST–Sox2), *mCherry* (129–Sox2), *mTurquoise2* (reporter), total *Sox2, GAPDH*, and *β-Actin. GFP* and *mTurq* primers were designed to specifically amplify the intended target and checked by PCR. Reactions (10 μl) included 2.5 μl diluted cDNA, 2.5 μl primer mix (800 nM each), and 5 μl SYBR mix. Cycling conditions: 95 °C for 5 s, 60–65 °C for 10 s, 72 °C for 10 s, for 45 cycles. For Sox2P_mTurq and Sox2P_CDS_mTurq, we performed two biological replicates for timepoints 0, 0.5, 1, 2, 4, and 6 hours, and two additional replicates for timepoints 0, 1, 2, 4, 6, 8, 10, and 12 hours. For Sox2P_CDS_mTurq_UTR, two biological replicates were performed at 0, 1, 2, 4, 6, 8, 10, and 12 hours. All qPCR reactions were run in technical triplicates. Primer sequences can be found in Table S4.

### Region capture Micro-C

Region capture Micro-C (RCMC) was performed as previously described (18). In brief, the protocol consisted of crosslinking, MNase digestion, end labeling and proximity ligation, reverse crosslinking and dinucleosome purification, library prep and amplification, and target enrichment.

For each condition, approximately 25M cells were trypsinized, pelleted, and resuspended in PBS at a final concentration of 1M cells/mL. Disuccinimidyl glutarate (Thermo Fisher #20593) was added to a final concentration of 3mM and cells were fixed with gentle rotation for 35 minutes. 16% paraformaldehyde (Thermo Fisher #28908) was added to the suspended cells and fixation was continued for 10 minutes. The crosslinking reaction was quenched by adding 2M Tris pH 7.5 (K-D Medical #RGE-3370) to a final concentration of 0.375M. Cells were pelleted, washed with PBS, and aliquoted to pellets of 5M cells.

Crosslinked cell pellets were resuspended in Micro-C buffer #1 (50mM NaCl, 10mM Tris, 5mM MgCl2, 1mM CaCl2, 0.2% NP-40 alternative (Millipore #492018), 1x protease inhibitor cocktail (Sigma-Aldrich #5056489001)) and incubated on ice for 20 minutes to extract nuclei. Nuclei were then treated with 50 units of micrococcal nuclease (MNase, Worthington Biochem #LS004798) per 5 million cells and incubated at 37 °C for 20 minutes to digest chromatin into primarily nucleosome-sized fragments. The optimal concentration of MNase was determined by a titration experiment on additional cells crosslinked as above. MNase digestion was quenched by adding 500mM EGTA to a final concentration of 4mM and incubating at 65 °C for 10 minutes.

Digested pellets were washed twice with Micro-C buffer 2 (50mM NaCl, 10mM Tris-HCl pH 7.5, 10mM MgCl2, 100 μg/mL bovine serum albumin (Sigma Aldrich #B8667)), then resuspended in end repair buffer (as Micro-C buffer 2, plus 2mM ATP and 5mM dithiotreitol) and treated with T4 polynucleotide kinase (New England Biolabs M0201) for 15 minutes at 37 °C. 50U of Klenow fragment (NEB #M0210) was added to the suspended nuclei, and tubes were incubated for 15 more minutes at 37 °C. The mixture was then supplemented with biotin-dATP and biotin-dCTP (Jena Bioscience #NU-835-BIO14 and #NU-809-BIOX), dGTP and dTTP (Jena Bioscience #NU1003 and #NU1004) to a final concentration of 66μM each, 10X New England Biolabs T4 Ligase buffer (#B0202S) to final concentration of 0.34X, and additional BSA to maintain a concentration of 100μg/mL, and incubated at 25 °C for 45 minutes. EDTA at a final concentration of 30mM was used to quench the reaction, and the mixture was incubated at 65 °C for 20 minutes to fully inactivate the enzymes. This step produced chromatin fragments with blunt ends labeled with biotinylated nucleotides.

Labeled nuclei were pelleted, washed once with Micro-C buffer 3 (50mM Tris-HCl pH 7.5, 10mM MgCl2), and resuspended in 1x NEB T4 ligase buffer with 100μg/mL BSA. Each tube was treated with 10,000U of T4 DNA ligase (New England Biolabs #M0202) overnight at 25 °C to ligate spatially proximal fragments.

The next day, ligated nuclei were pelleted, resuspended in 1x NEBuffer 1 (New England Biolabs #B7001S; 10mM Bis-Tris-Propane-HCl, 10mM MgCl2, 1mM DTT), and treated with 2000U exonuclease III (NEB #M0206) for 15 minutes at 37 °C to remove biotin-dNTPs from any unligated fragment ends. Suspended nuclei were supplemented with 2mg/mL proteinase K (Viagen Biotech #501-PK), 0.1mg/mL RNase A (ThermoFisher #EN0531), 250mM NaCl, and 1% SDS (Sigma-Aldrich #L3771) and incubated at 65 °C overnight to reverse crosslinking.

The following day, the ligated DNA fragments were purified with a Zymo DNA Clean and Concentrator kit (e.g. Zymo Research #D4034) following kit instructions, save for the use of a larger elution volume of 50μL (2x25μL elutions per column). The resulting DNA was run on a 1% agarose gel at 120V for approximately 60 minutes. A band from approximately 250bp-400bp corresponding to dinucleosome-sized fragments was cut out and DNA extracted using a Zymo gel purification kit (e.g. Zymo Research #D4008), with a larger elution volume of 30μL (2x15μL elutions per column). For each tube, 30μL of T1 streptavidin beads (Invitrogen #65601) were washed in 1xTBW (1M NaCl, 5mM Tris-HCl pH 7.5, 0.5mM EDTA pH 8.0, 0.1% Tween-20), then resuspended in 2xBW (2M NaCl, 10mM Tris-HCl pH 7.5, 1mM EDTA pH 8.0). The dinucleosomal fragments, plus enough water to dilute the buffer to 1X concentration, were added to the beads and incubated at 25 °C overnight on a rotator.

DNA fragments were prepared for Illumina sequencing while still bound to beads using an NEBNext Ultra II library prep kit (NEB #E7645S) following manufacturer’s instructions. Prepared libraries on beads were amplified by PCR using Q5 DNA polymerase to generate sufficient input for target enrichment. The minimum number of cycles required to generate enough input (6 to 8, depending on the sample) were performed to minimize the presence of PCR duplicates. Amplified libraries were bound to NEBNext sample purification beads (NEB #E7104), washed twice with 80% ethanol, and eluted in water.

A capture panel comprising 80-mer biotinylated DNA oligonucleotides tiled across the region of interest (mm39: chr3:33,804,149-35,704,149) was obtained from Twist Biosciences. Target enrichment was carried out on amplified libraries using this panel in accordance with Twist’s standard Target Enrichment Protocol. In brief, libraries were dried by vacuum, resuspended with Twist Universal Blockers (Twist Bioscience #100578) and mouse Cot-1 DNA (Invitrogen #18440016), and added to a solution of Twist Hybridization Mix (#104178) and the capture panel. The libraries were hybridized to the probes overnight at 70 °C, then bound to streptavidin beads (Twist #100983). Captured libraries were washed in Twist wash buffers and PCR amplified on beads using Equinox library amplification mix (Twist #104178). 6 to 8 PCR cycles were performed. Amplified libraries were bound to DNA purification beads, washed twice with 80% ethanol, and eluted in water. The final captured libraries were sequenced on an Illumina platform. To increase the amount of data, target enrichment was conducted twice on the pre-capture library to generate two post-capture libraries; each post-capture library was sequenced separately. Reads from the two libraries from the same biological replicate were combined before analysis. Mapping statistics per sample can be found in Table S8.

### Computational analysis: tagmentation mapping

We used the pipeline published in (12) to map SB integrations. For experiments using the -161 kb launch pad we mapped to the mouse reference genome (Release M23 – mm10), for the -116 kb launch pad we mapped to mm10 with an *in silico* insertion of the SB cassette (including exact flanking indels from the CRISPR insertion) and lifted over the integration positions to the mm10 genome. In the pilot experiment (Fig. 1C), the pipeline was also used to assign integrations to the 129S1 or CAST allele based on SNPs in the mapping reads, using SNP annotation of CAST and 129S1 alleles from the Mouse Genomes Project (https://www.mousegenomes.org/publications/ (41, 42)). Reads were filtered for a minimal mapping quality of 10. For the sorted pools, integrations with at least two unique mapping reads were retained. To ensure that high reporter expression is due to location and not due to hopping-induced *Sox2::mCherry* deletions, the integrations in the in the P1 pools were further filtered for having at least one read mapping each from the 5′ ITR and 3’ ITR (reverse and forward read). For the large unsorted control pools we filtered integrations less stringently, including any integration with at least one mapping read. Note that the integrations in these large unsorted pools are not mapped exhaustively. In a few experiments, integrations exactly matching the -39 kb launch site (chr3:34721183-34721192) or an earlier derived hopped clone (chr3:25018987 and chr3:35232946) were found across many pools. This indicated a PCR contamination from an earlier experiment. Therefore in each experiment we filtered out all integrations exactly matching those coordinates or one of the other launch pads (-161 kb, -116 kb, +715 kb), with the exception of the launch pad that the reporter was mobilized from. The number of mapped integrations per cell line per population can be found in Table S7.

To identify the true integrations in clonal cell lines, we filtered more stringently, requiring at least ten unique mapping reads. Next, we discarded any locations that were supported by <20% of the read count of the top location, since these are likely to be either index-swapped reads from other clones or off-target reads. To call an insertion with confidence, we required to find exactly one integration supported by 5’ ITR and 3’ ITR mapping. For confident deletion clones, we required to find exactly two locations: one supported by the 5’ ITR mapping, and one by the 3’ ITR mapping. Any clones with more mapped locations were manually reviewed: any clones for which the extra reads could be explained by index-swapping were included, while clones with evidence of a secondary integration or an unexplained high number of mapping reads from a secondary location were discarded.

### Computational analysis: expression score

To calculate expression scores from sorted pools, we first combined the integrations from each experiment per sorted population. Identical integrations found in multiple sorted pools from one experiment most likely originated from a single hopping event. Still, we treated them as separate data points because they were independently sorted into an expression gate. Next, we estimated the fluorescence intensity of the hopped reporters in each expression gate (*Fluo*_*P*_) from the median fluorescence intensity as measured during the FACS sorting process (see Supplementary Text, **section “Expression score”**).

Between different experiments and populations, a different number of cells was sorted. These sorted cells (and thus the mapped integrations) also represent a different fraction of the unsorted cell population (see Supplementary Text, **section “Expression score”**). To account for this, we determined for each population *P* the correction factor *Fsort*_*P*_ (using a pseudo-count of 1 to account for sorted populations that were too rare to observe in the FACS recording):

FsortP=RecordedcellsinP+1TotalrecordedcellssortedcellsP

*F*_*sort*_ can be interpreted as the fraction of the original unsorted cell population that is represented by each sorted cell or mapped integration (under the assumption that each sorted integration is equally likely to be mapped). When for one cell line the number of replicate experiments was unequal between different populations, this was also accounted for in *Fsort*_*P*_ by multiplying by $\frac{\;minimum\;number\;of\;replicates\;}{\;number\;of\;replicates\;P}$

Next, for any given genomic window (W), the expression score was defined as the average of the population fluorescence (Fluo_P_), weighted by the number of integrations of each population in that window times the correction factor *Fsort*_*P*_.

$$\;expression\;scor{\text{e}}_{W}=\sum_{p=1}^{\text{n}}\;\left(\;Fsor{\text{t}}_{P}*N_{W,P}*\;Flu{\text{o}}_{P}\right)/\sum_{p=1}^{\text{n}}\;Fsor{\text{t}}_{P}*N_{W,P})$$

When pooling replicate data, *Fsort*_*P*_ and *Fluo*_*P*_ could vary between replicates. Therefore, the integrations were counted separately per replicate. When computing the Sox2P reporter expression score based on the three launch pads combined, their replicate experiments were combined in a similar way (6 replicates total: 2 replicates from -161kb, 3 replicates from -116kb [see Supplementary Text, **section “Expression score”**], 1 replicate from +715kb):

$$expression\;scor{\text{e}}_{W}=\sum_{E=1}^{\text{n}}\;\sum_{p=1}^{\text{n}}\;\left(\;Fsor{\text{t}}_{P,E}*N_{W,P,E}*\;Flu{\text{o}}_{P,E}\right)/\sum_{E=1}^{\text{n}}\;\sum_{p=1}^{\text{n}}\;\left(\;Fsor{\text{t}}_{P,E}*N_{W,P,E}\right)$$

To obtain a running window expression score (e.g. 10 kb window), integrations were counted in smaller bins (e.g. 1 kb, this is the step size) and the expression score was calculated from a group of bins (e.g. 10 bins). Window and step size were selected based on the density of integrations in each experiment and region of interest. To account for the deletion in the ΔCBS_*Sox2::mCherry* cell line, we shifted all integrations after the deletion by the width of the deletion, calculated the running mean expression score and then shifted the bins after the deletion back to actual their genomic position. To estimate a 95% confidence interval, the genome-wide list of integrations for each cell line was bootstrapped 5000 times and the expression score was calculated from each bootstrap. Reported are the median of these bootstrapped expression scores as well as the 2.5^th^ to 97.5^th^ percentile (95% confidence interval), for each window with at least 3 sorted integrations. To obtain the strand-specific expression score, only integrations on a specific strand were included in integration count of a window (*N*_*W, P, E*_).

### Computational analysis: flowcytometry

To show the exact FACS gating used to sort SB-transposase-transfected cells, we loaded the FACSDiva experiment file (.xml) and the raw fcs files in R using diva_to_gatingset from the CytoML package (43). Color density plots were created using ggcyto and geom_hex. The other color density plots (e.g. showing *Sox2::mCherry* and *Sox2::eGFP* negative populations after CRISPR treatment) were created from gated single cells exported from FlowJo. The threshold for GFP or mCherry negative cells was determined by the 99th percentile of the WT control, while the threshold for GFP or mCherry positive cells was 1.5 times this value.

To compare the *Sox2* and reporter expression levels between clones, the fluorescent values were corrected and normalized. First, the median fluorescence intensity (MFI) was calculated for each fluorophore and each clone. Next, the MFIs of a mESC control cell line lacking any fluorescent protein were subtracted from the respective MFIs of the other samples, to correct for autofluorescence. Subsequently, the corrected mCherry and mTurquoise2 values were normalized by the corrected eGFP value of the same sample, to adjust for any global effects on *Sox2* expression. Because there was variation in the absolute MFIs between measurement days, we finally divided the normalized fluorescence values by the respective value of the original -116kb_Sox2P cell line, measured on the same day. In this way, we obtained relative *Sox2::mCherry* and reporter (mTurquoise2) expression levels that could be compared between measurement days and experiments (Fig. 3C, Fig. 5B, Fig. 5G-H, Fig. S2G, Fig. S4I, Fig. S6I, Fig. S6M). To compare the expression of all fluorophores without adjusting for global changes in SOX2 level, we divided the autofluorescence-corrected MFI values by those of the -116kb_Sox2P cell line (‘relative expression, not normalized’, Fig. S4I bottom, Fig. S7). The measurements of the clones derived by SB hopping (insertions and deletions, e.g. Fig. 3C) contained no wild-type control, so we used the wild-type control from a different day with closely matching fluorescent values of the original -116kb_Sox2P cell line.

To compute the relative reporter and *Sox2::mCherry* expression of individual SB-transposase-transfected cells (Fig. 5E), the MFIs of the wild-type mESC sample were subtracted from the fluorescent values of each cell. Next, the corrected mCherry and mTurquoise2 values were normalized by the eGFP value of the same cell. Finally, all individual cell measures were scaled to the corrected, normalized MFIs of the -116kb Sox2P cell line to be able to combine the data from two measurement days (biological replicates). Only cells in P2-P4 were used because P5 and P6 contain primarily many non-mobilized reporters (so individual cells do not represent a unique integration location) and no cells were recorded in P1.

To determine the modes of the fluorescence density distribution in clones with a bimodal reporter expression pattern, we used the function getPeaks from the flowDensity package (44) on the bi-exponentially transformed data (as in the figures). We extracted at most two highest peaks and selected the peak with the highest expression value. This mTurquoise2 value was corrected and normalized to compare between experiments as previously explained for MFI values.

### Computational analysis: CTCF ChIP

Raw sequencing data were filtered (>=Q15) and adapters were trimmed using fastP (45). Sequences were mapped to mm10 reference genome using the BWA alignment tool (0.7.17-r1188) after indexing the mm10 reference genome. The coverage files (bigwig files) were generated with RPKM normalization using deepTools (version 3.0). Peak calling was performed with MACS2 at a q-value cutoff of 0.05 and CTCF motifs were called using Jaspar (CTCF:MA0139.1) database running MotifScan (v1.3.0). By manual inspection of the CTCF bigwig files we could see that one site was clearly bound but not annotated by the MotifScan. Therefore we added it manually (mm10; chr3: 34772210).

### Computational analysis: RNA stability and half-life

For each sample, the mean Ct value from technical triplicates was calculated and normalized to the corresponding T_0_ sample. ΔCt values were computed relative to T_0_, and relative RNA abundance was estimated as 2^(-ΔCt)^. Nonlinear least squares regression was used to fit a one-phase exponential decay model for each replicate: abundance = Y_0_ × exp(-*k* × t) using R. The decay constant *k* was extracted for each target, and RNA half-life was calculated as ln(2)/*k*. Fits were performed per replicate, per cell line, and target gene.

### Computational analysis: Estimation of RNA level reporter

The qPCR-primers used to measure GFP, mCherry and mTurq expression all have close to 100% efficiency (data not shown). Therefore, we estimated the relative expression of the reporter based on the T_0_-measurements from the RNA degradation experiment and RT-qPCR on one regular untreated RNA sample (n = 5), as follows. Per biological replicate, we calculated the mean ΔCt between the mTurq (reporter) and the two *Sox2* alleles (GFP and mCherry) as follows: ΔCt_mTurq = ((Ct_mTurq - Ct_GFP) + (Ct_mTurq - Ct_mCherry))/2. Thus the estimated relative level of mTurq is 2^(-ΔCt_mTurq)^ and the confidence interval is calculated as 2^(-ΔCt_mTurq ± 1.96×standard deviation).

### Computational analysis: region capture Micro-C of reporter cell lines

RCMC data analysis was performed in an allele-specific manner using custom 129S1/CAST F1-hybrid genomes. To construct the 129S1/CAST genome, mouse strain-specific variants were obtained from the Mouse Genomes Project (42), homozygous SNPs were filtered using SnpSift v4.3p (46)), and bcftools v1.9 (47) was used to insert single nucleotide variants into the GRCm38/mm10 mouse genome obtained from the Ensembl database. The resulting hybrid genome was further modified to generate custom genomes for each of the cell lines used in the RCMC (F121_Sox2_GFP/mCherry; LP-116 kb_Sox2P; LP-161 kb_Sox2P; LP-116 kb Sox2P_mChDel; LP-161 kb_Sox2P_mChDel; LP-161 kb_Sox2P_CDS_mChDel). To do this, the Sox2P or Sox2P-CDS inserts were added at -116 kb or -161 kb launch pad coordinates on the 129S1 allele. In order to unify the size of the chromosomes, the corresponding locus of the CAST allele was filled with N-stretches. If the editing was absent in the cell line or the *Sox2* gene deletion was present, the corresponding genomic regions of 129S1 allele were additionally modified with N-stretches. In addition, the mCherry and eGFP tag were added to the *Sox2* gene on the 129S1 and CAST allele respectively.

RCMC paired-end reads were aligned to the custom hybrid 129S1/CAST genomes using bwa-mem v0.7.17-r1188 (48) with the “-SP” options. The aligned reads were processed using pairtools v1.1.2 (49) following the haplotype-resolved guideline from the pairtools. First, the reads were parsed into contact pairs using pairtools parse with the parameters “--add-columns mapq,XA,NM,AS,XS”, “--walks-policy mask” and “--min-mapq 0”. Secondly, the pairs were phased using pairtools phase in “--tag-mode XA”. Finally, pairtools dedup was used with the parameters “--backend cython” and “--max-mismatch 1” to remove duplicates. The remaining reads were filtered to contain only pairs where at least one end was phased and both ends originated from the captured locus of interest, to avoid downstream biases described in the original RCMC study (18). These resulting reads were then converted to MCOOL format and iteratively corrected using cooler v0.10.3 (50).

Generated RCMC data has been deposited at the GEO database (GSE275427). Processing statistics of the RCMC data are provided in Table S8. Code for the RCMC analysis is available on Zenodo (zenodo.org/records/15681363) (51).

### Computational analysis: published Region capture Micro-C data

To visualize the processed RCMC data from (18), aligned to the mm39 genome, all annotations of the *Sox2* locus were lifted over to the mm39 genome (Fig. 1B and Fig. S6B). Insulation score was calculated using the GENOVA package (52) with the function insulation_score, on the 1 kb resolution data, with window = 20 (20 kb window size). To correlate contact probability to expression score, we used the GENOVA package to create a virtual 4C on the mm39 genome using as a viewpoint the region containing the two essential enhancer elements in the SCR (mm39: chr3:34811722-34816213, (16)) at 1 kb resolution. Then we lifted over the contact probabilities to the mm10 genome build and calculated the expression score on the same 1 kb bins. Only bins with at least 3 reporter integrations were included in the correlation. The correlation with genomic distance was calculated on the same bins, using the distance from the center of the bin to the center of the viewpoint.

### Computational analysis: transcription factor binding at the *Sox2*-CDS

To explore which transcription factors might bind at the *Sox2*-CDS, we downloaded the JASPAR CORE 2024 predicted transcription factor binding sites in the region around the *Sox2* gene from the UCSC track data hub (53) and filtered for a maximum p-value of 10^-3^ (score >=300). For all binding sites overlapping the *Sox2*-CDS we extracted the transcription factor. For compound motifs, both factors were extracted. Next, we searched the Cistrome Data Browser (54) for ChIP-seq datasets for these factors from mouse embryonic stem cells (filtering for the cell type “Embryonic Stem Cell”). All datasets with a called peak overlapping a corresponding predicted binding site on the CDS were selected. These datasets were manually filtered based on the information in the GEO accession display tool, to only include datasets from non-perturbed or control conditions, for the correct ChIP target. When multiple datasets remained for the same factor, we selected either replicate 1 (for ZIC2 and ZFP57) or the most recent dataset (for POU5F1). Next, the reprocessed bigwig tracks were downloaded from cistrome (http://dc2.cistrome.org//genome_browser/bw/X, where X is the cistrome ID) and visualized using the BigwigTrack function from Signac (55), smoothing over 100bp.

## Supplementary Material

Supplementary Information and Figures

## Figures and Tables

**Fig. 1:**
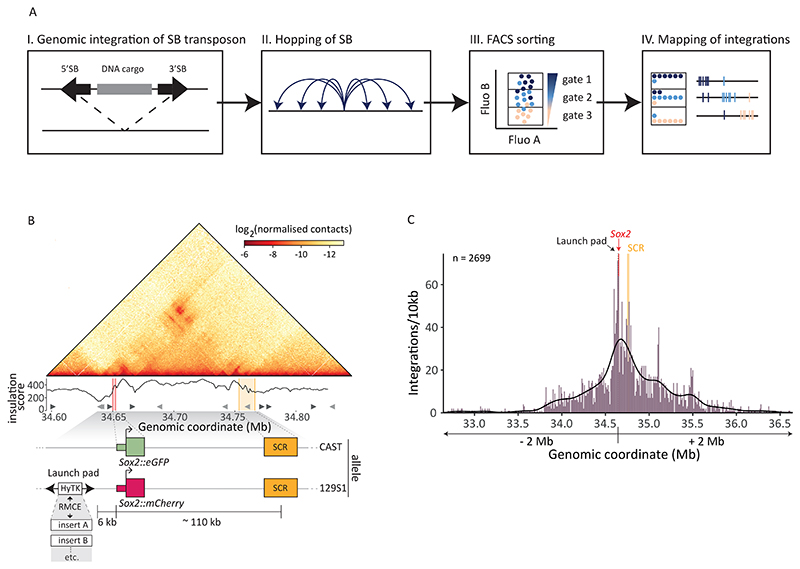
Sleeping Beauty mobilization creates integrations covering the *Sox2* locus. **(A)** Workflow of systematic SB-relocation. **I**. Integration of SB transposon into locus of interest by Cas9 editing; **II**. Cut-and-paste relocation of Sleeping Beauty (SB) transposon by transient expression of SB transposase; **III**. Enrichment of cells with desired phenotype by fluorescence-activated cell sorting (FACS); **IV**. Mapping of integrations from sorted cell pools to link expression to location. **(B)** Overview of the *Sox2* locus. Top to bottom: RCMC contact map in mESCs (18) (1 kb resolution) and derived insulation scores; positions and orientations of CTCF binding sites (triangles); positions of SCR and eGFP/mCherry tagged *Sox2* alleles, the SCR, and a launch pad (129S1 allele) containing SB with a recombination cassette. **(C)** Distribution of hopped SB carrying a 282 bp inert DNA sequence, mobilized from the launch pad; *n* is total number of integrations mapped in the plotted region; one biological replicate.

**Fig. 2:**
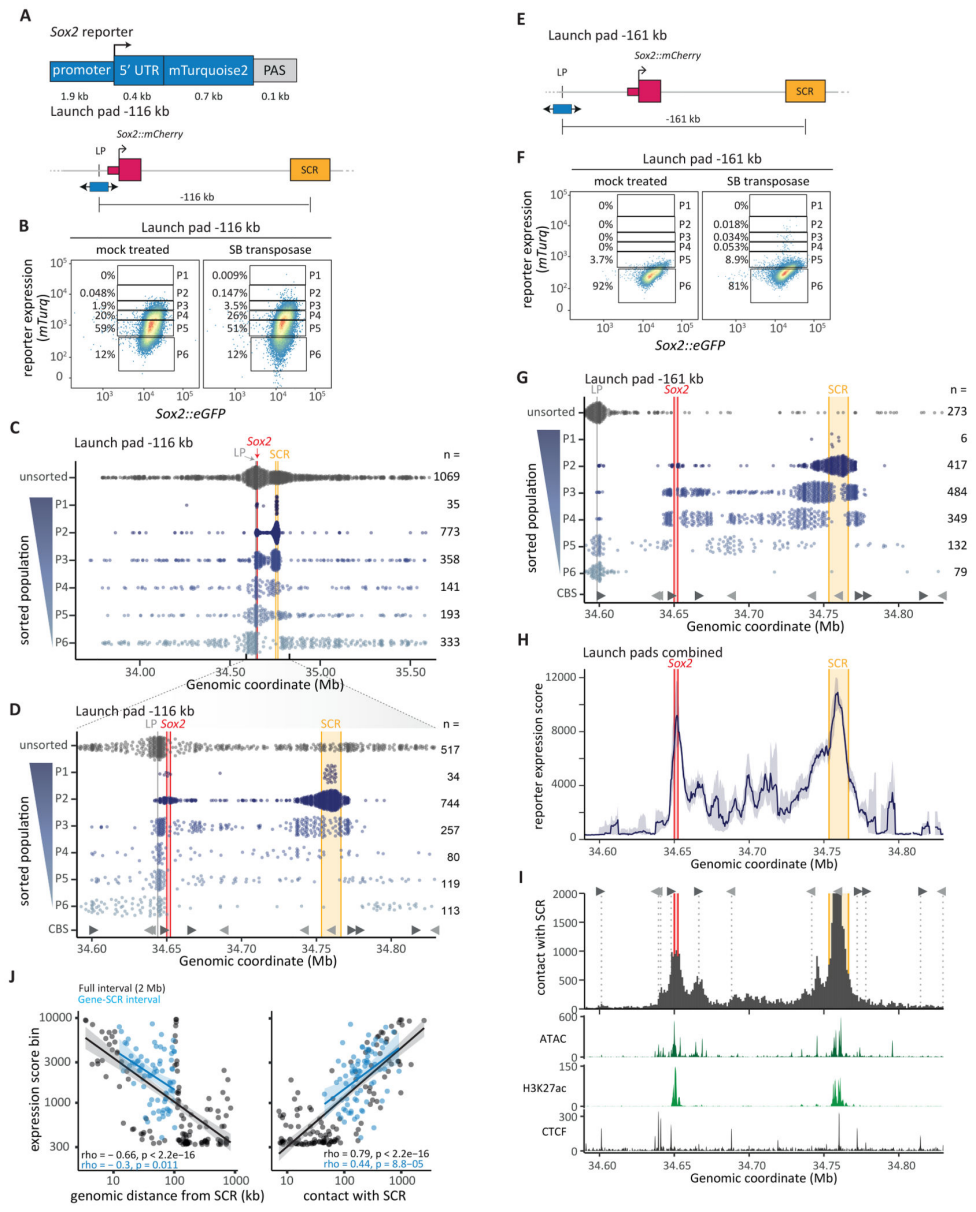
A highly detailed activation landscape of the *Sox2* locus. **(A)** Top panel: design of mTurquoise2 reporter driven by *Sox2* promoter and 5’UTR, followed by SV40 polyadenylation signal (PAS). Bottom panel: reporter was inserted in the -116 kb launch pad (LP), upstream of *Sox2::mCherry*. **(B)** Expression levels of reporter (mTurq) and *Sox2::eGFP* (control) in mock-transfected cells and in cells transfected with SB transposase, measured by FACS. Boxes mark sorting gates used to obtain cell populations P1-P6 in (C-D). The percentage of cells in each gate is indicated. Representative result of four biological replicates. **(C)** Mapped integrations from a large pool of unsorted cells and the six sorted populations (P1-P6), mobilized from the -116 kb launch pad. Each dot indicates one mapped integration, *n* indicates number of plotted integrations. Combined data from four biological replicates (see also Fig. S2C). LP, launch pad position. **(D)** Zoom-in of (C). Grey triangles indicate CBS positions and orientations. **(E-G)** Same as (A-B, D), except that the reporter was mobilized from a launch pad at position - 161 kb. Data are from 2 biological replicates combined. **(H)** Expression score derived from data shown in (D, G**)** and Fig. S2F combined, smoothened using a 5 kb window shifted in 500 bp steps and only plotted when the window contains 3 or more SB integrations. Shaded region indicates 95% confidence interval. **(I)** Top: virtual 4C contact profile (from RCMC data, (18)) with the center of the SCR as viewpoint, at 1 kb resolution. Dashed lines indicate CBSs and grey triangles indicate their orientation. Bottom: ATAC-seq signal (20), H3K27ac ChIP-seq p-value signal (21) and CTCF ChIP-seq coverage (our own data), smoothened over 500 bp. **(J)** Correlation between expression score (based on the three launch pads combined) and genomic distance to the SCR (left) or virtual 4C contact with the core SCR (right), per 1 kb bin on the region displayed in (C) (full interval in black) and the *Sox2*-SCR interval (from 5 kb after the 3’ end of *Sox2* to 5kb before the SCR) in blue. Only bins with 3 or more SB integrations are included. Rho is Spearman’s correlation coefficient.

**Fig. 3:**
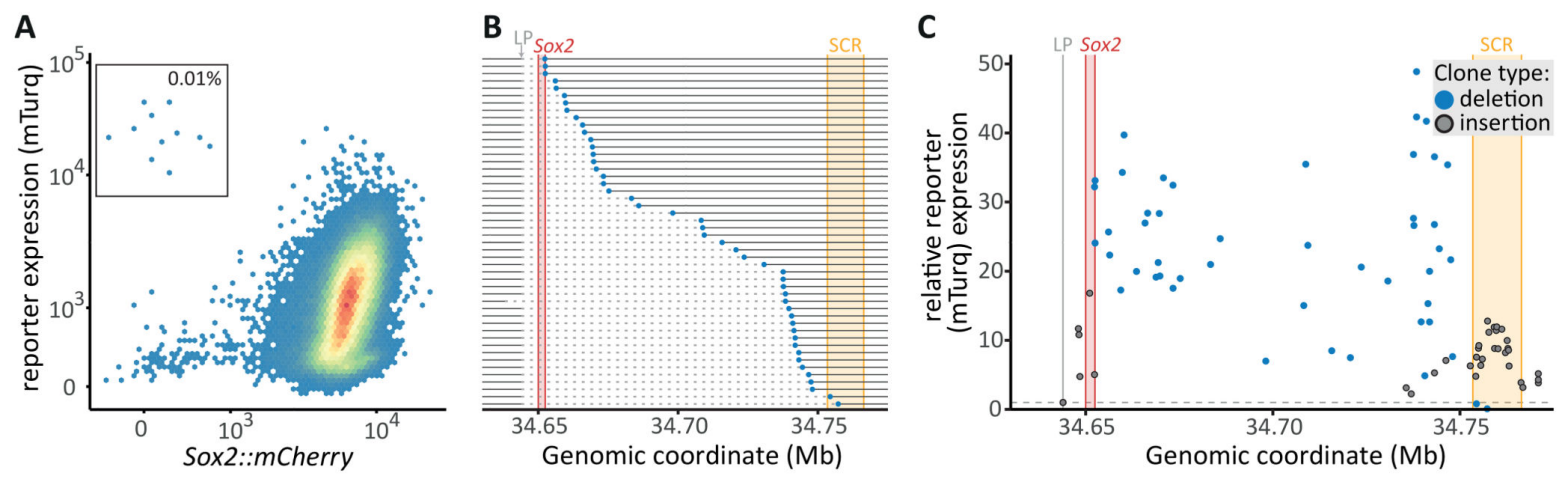
Hopping-induced deletions of the endogenous *Sox2* gene increase reporter expression. **(A)** Expression of *Sox2::mCherry* and Sox2P reporter (mTurq) after mobilization of SB from the -116 kb launch pad, first biological replicate (also shown in Fig. 2B). Box marks rare *Sox2::mCherry*-negative cells with high reporter expression. **(B)** Unique deletions inferred from mapping in *Sox2::mCherry*-negative clones (Fig. S3A), sorted by deletion size. Horizontal dashed lines indicate deletions. Dots indicate the locations of the re-insertions. Almost all deletions start at the launch pad (LP) position. **(C)** Relative reporter expression of clones with a hopping-induced deletion (blue dots, location corresponds to the end of the deletion) or regular insertion (grey, same data as in Fig. S2G, bottom). Clones from three biological replicates combined.

**Fig. 4:**
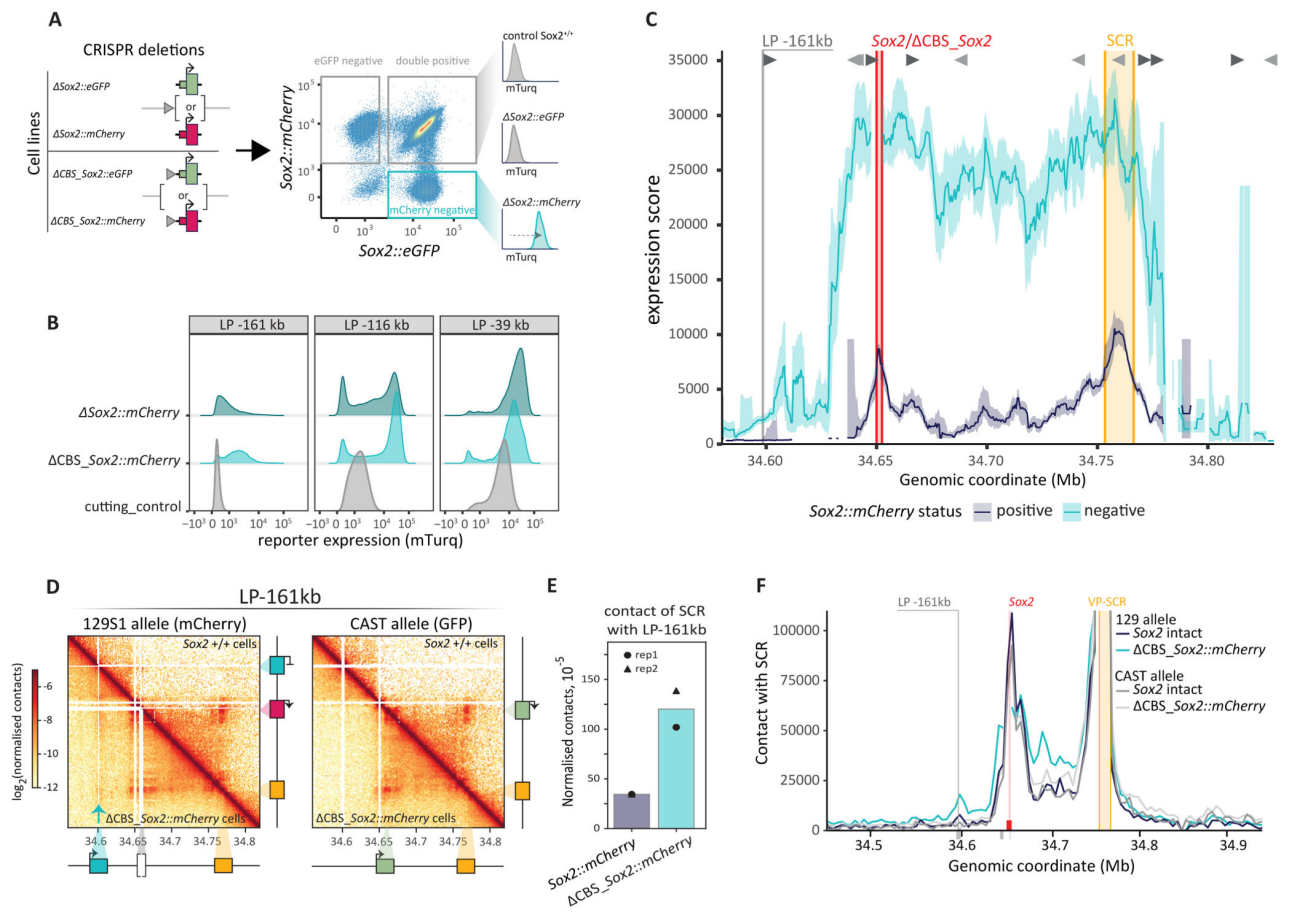
*Sox2* gene strongly confines the activation realm of the SCR. **(A)** Left panel: Cas9-mediated deletion of tagged *Sox2* alleles, with or without CBS (grey triangle); right panel: gating and analysis strategy. Negative fluorescence signal is due to background subtraction (see methods). **(B)** Distribution of mTurq reporter expression levels in three cell lines with reporter inserted in positions -161 kb, -116 kb, and -39 kb, after transfection with the indicated gRNAs, gated for eGFP+/mCherry-negative (Δ*Sox2::mCherry* and ΔCBS_*Sox2::mCherry*) or eGFP+/mCherry+ (cutting control) (see Fig. S4A for the other populations). **(C)** Expression score of reporter hopping from the -161 kb launch pad in a *Sox2::mCherry* intact cell line (same data as Fig. S2J, 2 biological replicates combined) or ΔCBS_*Sox2::mCherry* cell line (5 biological replicates combined). Calculated using a 5 kb window shifted in 500 bp steps and only plotted when the window contains 3 or more reporter integrations. Grey triangles indicate CBS positions and orientations. **(D)** Left panel: RCMC of the 129S1 allele (containing the reporter) with the -161 kb reporter integration, in the *Sox2::mCherry* intact (top right) or ΔCBS_*Sox2::mCherry* (bottom left) cell line. Data from two biological replicates combined, 1 kb resolution. Right panel: same as left panel for CAST allele. Genomic coordinates refer to the modified genome, same data as Fig. S7C, E. **(E)** Quantification of contact frequency between SCR and LP-161 kb in the presence or absence of *Sox2::mCherry*. **(F)** Virtual 4C contact profile (center of SCR as viewpoint), cell lines carrying reporter at -161 kb with *Sox2::mCherry* intact or ΔCBS_*Sox2::mCherry*, split by allele (all modifications are on the 129S1 allele). Data from two biological replicates combined, at 5 kb resolution, same data as Fig. S7C, E. Genomic coordinates according to mm10 genome, grey and red boxes mark insertions (landing pads and fluorescent tag of *Sox2*) and deletion of ΔCBS_*Sox2::mCherry*, respectively.

**Fig. 5:**
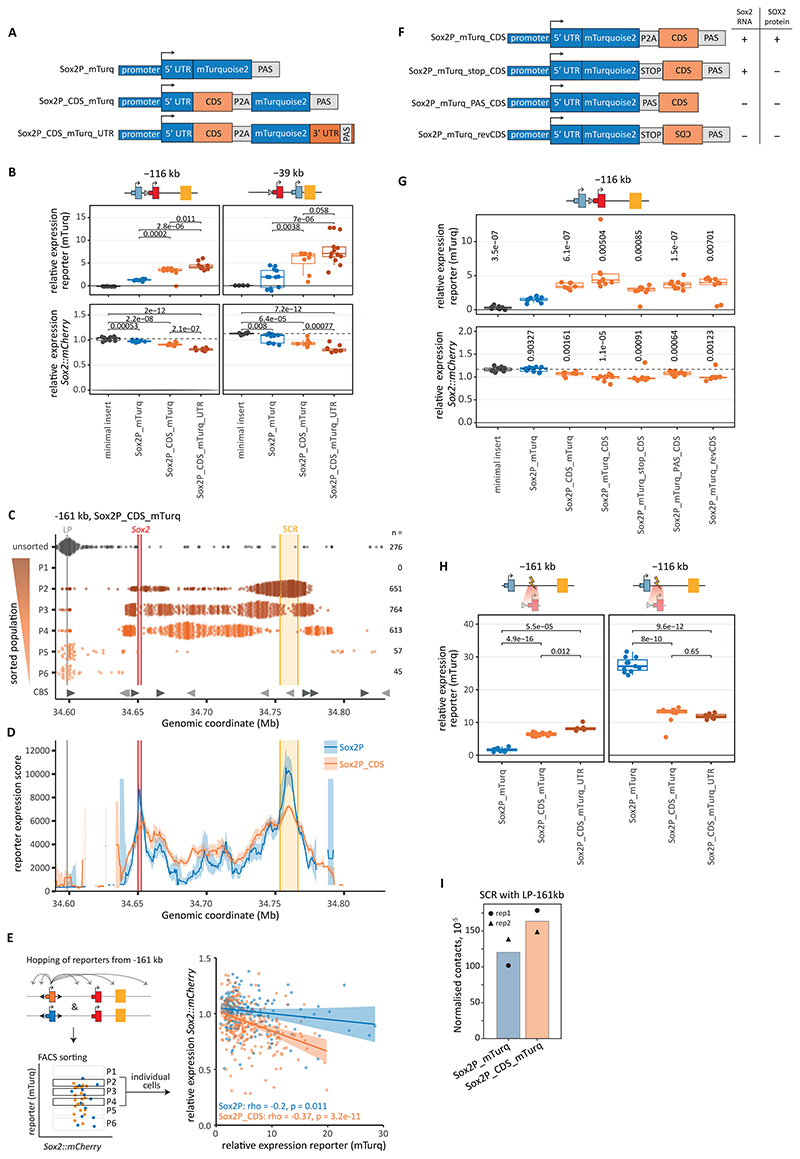
Unbalanced competition is partially driven by *Sox2* gene body. **(A)** Schematic of the original *Sox2* promoter reporter (Sox2P) and two coding sequence (CDS)-containing variants. PAS, polyadenylation signal; P2A, cleavage peptide. **(B)** Relative expression of the reporter (top) and endogenous *Sox2::mCherry* (bottom) for Sox2P, CDS-containing reporters, and a control construct lacking promoter and mTurq (“minimal insert”), integrated at the -116 kb and -39 kb launch pads in cells with intact *Sox2::mCherry*. Each dot represents a single clone. Reporter expression was background-subtracted, normalized to GFP, and then to the standard -116 kb Sox2P cell line measured on the same day. Dashed line on *Sox2::mCherry* indicates the median of the minimal insert. See Fig. S7A for raw expression values (not normalized to *eGFP*). Statistical significance calculated using Welch’s t-test. **(C)** Mapping of integration sites for sorted subpopulations (P1–P6; see Fig. S6F) and unsorted control cells. Visualization as in Fig. 2D; data from two biological replicates pooled. **(D)** Expression score of the Sox2P and Sox2P_CDS reporter across the *Sox2* locus (-161 kb launch pad); 5 kb window shifted in 500 bp steps. Expression score of the Sox2P reporter is same as in Fig. S2J. Shaded region indicates 95% confidence interval. Expression score is only plotted when the window contains 3 or more SB integrations. **(E)** Left panels: schematic of hopping (from launch pad -161 kb) and sorting Sox2P and Sox2P_CDS reporters based on reporter expression (P1-P6). Right panel: correlation between relative *Sox2::mCherry* and reporter (mTurq) expression from the Sox2P and Sox2P_CDS, from cells with reporter expression in the gates P2-P4 (see Fig. 2F and Fig. S6F). Relative expression was calculated as in (B), but per individual cell. Rho, Spearman’s correlation coefficient. Data are from two biological replicates combined. For visualization, the y-axis is cut at 1.5, excluding 8 outlier points (they are included in the correlation calculation); Fig. S6G shows complete data. (**F**) Design of modified CDS reporters with indication of the CDS being part of the reporter transcript (RNA) or translated (protein). STOP – translation stop codon; revCDS – reverse complement of the CDS. (**G**) Reporter and *Sox2::mCherry* expression for reorganized CDS constructs, as in (B). Statistical significance calculated using Welch’s t-test; for reporter expression every construct is compared to Sox2P, for *Sox2::mCherry* expression to ‘minimal insert’. See Fig. S7B for raw expression values (not normalized to eGFP). (**H**) As (B, top), but for at -161 kb and -116 kb in a ΔCBS_*Sox2::mCherry* cell line. See Fig. S7C for raw expression values (not normalized to eGFP). (**I**) Contact frequency, based on RCMC, between the SCR and -161 kb launch pad, containing the Sox2P or Sox2P_CDS reporter. Dots are independent biological replicates of the RCMC. Data for Sox2P_mTurq is same as in Fig. 4E.

## Data Availability

Laboratory notebooks and supplementary data (including plasmid sequences) are available on Zenodo (10.5281/zenodo.15674627). Raw sequencing data is available on GEO under accession numbers GSE275427. Code and supplementary files used as input for the scripts are available on Zenodo (zenodo.org/records/15681363, zenodo.org/records/15690525) (51, 56). All plasmids used will be made available upon request.

# Supplementary material for: Functional maps of a genomic locus reveal confinement of an enhancer by its target gene
**Source:** Science. Author manuscript; Available in PMC 2025 Nov 17.
**Supplement:** Supplementary Information and Figures

Supplementary Materials for

Functional maps of a genomic locus reveal confinement of an enhancer by its target gene

Mathias Eder†, Christina J.I. Moene†, Lise Dauban, Mikhail Magnitov, Jamie Drayton, Marcel de Haas, Christ Leemans, Martijn Verkuilen, Elzo de Wit, Anders S. Hansen, Bas van Steensel*

†These authors contributed equally to this work.

The PDF file includes:

Supplementary Text
Figs. S1 to S8
Tables S1 to S7
References

Other Supplementary Materials for this manuscript include the following:

Table S8

Supplementary Text

Expression score

To correctly estimate the relative expression per location from the sorted integrations, we took several aspects of the reporter hopping data into account:

1. SB hopping is non-uniform, so the reporter integrations in the unsorted cell pool are not distributed equally across the locus.
2. Across the locus, the number of positions with a particular expression level is not equal: very high reporter expression might occur in fewer positions than low expression.
3. In a substantial fraction of the unsorted cells, the reporter is not mobilized and still in the launch pad. These cells all have the same reporter expression (+/- some noise), which overlaps with some of the sorting gates. As a result, the sorted populations that overlap with the launch pad expression level contain many unhopped integrations. This is why the number of mapped hopped integrations for those populations is lower than for other populations with a similar number of sorted populations (e.g. compare figure S2C, left panel, P2 vs P4). In addition, this means that the distribution of expression in the unsorted pool is not equal to the average of the distributions of expression of the *hopped* integrations.
4. Due to point 2 and 3, the different FACS sorting gates contain a different fraction of the unsorted population, with the most abundant gate containing around 5000 fold more cells than the least abundant gate (-116 kb Sox2P P1 vs P5, or -161 kb Sox2P and +715 kb Sox2P P2 vs P6). With the current mapping technology, it is not feasible to sort and map 5000 times as many integrations for these most abundant populations while preserving sufficient coverage of the lowly abundant populations. Therefore, the mapped integrations in the different populations reflect a different number of unsorted cells.

The reporter expression score was designed to take these aspects into account. In short, for each position in the locus we calculate the average of the reporter fluorescence values of the sorted populations, weighted by the number of mapped integrations per population. Furthermore, a few simple correction factors (see below and in methods) account for the unequal representation of the populations in the sorted data (points 2-4 above). The non-uniform hopping distribution (point 1) is automatically accounted for, because all populations in one experiment are sorted from the same hopping distribution. Therefore, positions with more integrations will be proportionally more abundant in each of the expression gates and the hopping distribution will not affect the estimated expression score. However, regions with more integrations in the unsorted pool will contain more data to base the expression score on, thus resulting in a smaller confidence interval of the expression score (based on bootstrapping, see methods).

To estimate the fluorescence intensity of the hopped reporters in each expression gate ($Fluo_P$), we generally take the median fluorescence intensity (MFI) of each sorted population, as measured during the FACS sorting process. However, when a gate contains many ‘unhopped’ cells (i.e. the gates overlapping the expression range of the launch pad reporter), the MFI of the gate does not accurately represent the hopped reporters. For the three reporter cell lines with a Sox2P-reporter and Sox2::mCherry present (-161 kb Sox2P, -116 kb Sox2P, and +715 kb

Sox2P) we therefore obtained a shared estimated $Fluo_P$, by averaging for each population the MFI of those cell lines not overlapping the launch pad expression reporters (i.e. P1 from -116 kb and +715 kb, P2-P5 from -161 kb and +715 kb, P6 from -116 kb), across the replicates. Note that for -161 kb there were P1 cells sorted, but no cells were recorded (frequency was less than 1 in 100,000 cells). For each of the other two hopping experiments (Sox2P Δ CBS_Sox2::mCherry and Sox2P_CDS) we only used one launch pad cell line, so we used the MFI per gate and per replicate of that cell line as $Fluo_P$, even when the gate overlapped the launch pad expression.

While in most of the experiments we used the same six populations (P1-P6), the expression score does not require equally sized gates. As long as the gates cover the entire expression range of the unsorted cell pool, any change in the sorting strategy will be accounted for by the corresponding changes in $Fsort_P$ and $Fluo_P$. This allowed us to use the split gates P1 and P2 into P1-H, P1-L, P2-H and P2-L to further refine the expression pattern in -161 kb Sox2P Δ CBS_Sox2::mCherry. However, in two cases a part of the expression range of the unhopped reporters was covered by more replicates than the rest of the range: for -116kb Sox2P (Sox2::mCherry intact) 50,000 cell pools (replicate 4) were sorted for P3-P5, but not for P1, P2 and P6; in replicate 4 of -161 kb Sox2P Δ CBS_Sox2::mCherry we sorted both a 50,000 cell pool for P2 as well as 1000 cell pools for P2-H and P2-L (covering the same expression range). To account for this, we corrected $Fsort_{P,E}$ of those populations with more replicates with the factor $\frac{\text{minimum number of replicates}}{\text{number of replicates } P}$ (0.75 and 0.8, respectively).

Bimodality of reporter expression upon Sox2 deletion

Although deletion of Sox2::mCherry can cause substantial upregulation of reporter expression, we noticed that in the -116 kb and -39 kb reporter cell lines, a sub-population of cells lost reporter expression upon this deletion (Fig. 4B). The same loss of reporter expression occurred in a subset of cells with a Sox2::eGFP deletion (Fig. S4A). In addition, at the -116 kb location the control transfections with a single gRNA upstream of the Sox2 gene, also caused loss of reporter expression in some cells (Fig. S4A, up1c_single, up2c_single). These transfections with a single gRNA do not cause deletion of the full Sox2 gene (because the cells are still positive for Sox2::eGFP and Sox2::mCherry). However, they may cause mutations or deletions at the cut site due to imperfect repair. Specifically the two upstream gRNAs, but not the downstream gRNA or control gRNA (cutting on a different chromosome), can cause downregulation of the -116 kb reporter, which is only a few kb away from the upstream cut sites. Therefore, we suggest that this is a direct effect of cutting on the 129S1 allele (containing the reporter) causing damage to the reporter. If single gRNA cutting can cause silencing of the -116 kb reporter without a loss of Sox2 expression, this might also explain the loss of reporter expression in the Sox2::eGFP-negative cells. Besides a complete deletion of the Sox2::eGFP-allele, these cells can also have a single upstream cut on the 129S1 allele (containing reporter and Sox2::mCherry) that caused the loss of reporter expression.

The cells losing reporter expression at the -39 kb location cannot be explained by the same mechanism, since this reporter is not close to any of the gRNA cut sites. Indeed, for this reporter silencing only occurs upon loss of a Sox2 allele, and not in any of the single gRNA transfections. Therefore, it is possible that this silencing is a *trans*-effect of the 50% loss of SOX2 protein level

due to deletion of one *Sox2* copy. We note that the expression of *Sox2::mCherry* is still normal in the *Sox2::eGFP* deleted cells, indicating that the reduced SOX2 level does not cause differentiation of the cells (Fig. S4B). However, we have noted across experiments that the -39 kb reporter location is less stable than the other cell lines: a small subset of cells spontaneously acquire reduced reporter expression (see the lower tail in the untreated cells in Fig. S4A) and when we insert reporters in the launch pad the clone-to-clone variation is relatively large (Fig. 5B, right panel). It is therefore possible that the reporter at position -39 kb is more sensitive to a reduction in SOX2 protein level than the promoter of the endogenous *Sox2* gene, which is in an optimal location and is boosted by the *Sox2* CDS.

Finally, we tested whether the effect of *Sox2::mCherry* deletion is stable over time, by sorting pools and clones of *Sox2::mCherry* negative cells with high reporter expression. In the -161 kb and -39 kb location, expression remained stable and uniform (Fig. S4C-E). In contrast, at -116 kb, a fraction of cells reproducibly lost reporter expression in both sorted pools and clones (Fig. S4C, S4F-G). Possibly, the H3K27me3-rich region just upstream may spread into the -116 kb insertion site upon loss of active chromatin at the endogenous *Sox2* locus (Fig. S4H). Such epigenetic silencing might also explain the few clones with hopping-induced *Sox2::mCherry* deletions that exhibit bimodal reporter expression (Fig. S3C), since these reporters are flanked by the same upstream sequence of the -116 kb launch pad.

Despite these various unexpected causes for reporter silencing (direct damage by gRNA cutting, *trans*-effects of SOX2 level, epigenetic silencing), in each location reporter upregulation is specific to the deletion of *Sox2::mCherry*, indicating that this is a bona fide *cis*-effect of the gene deletion.

A

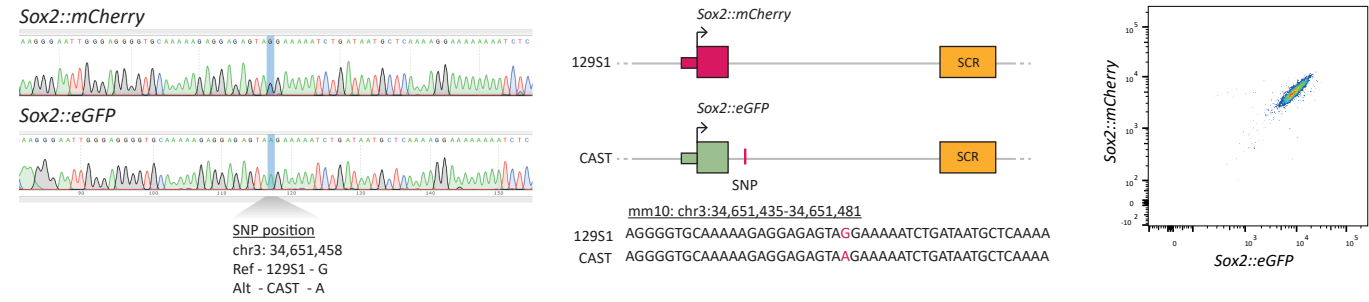

B

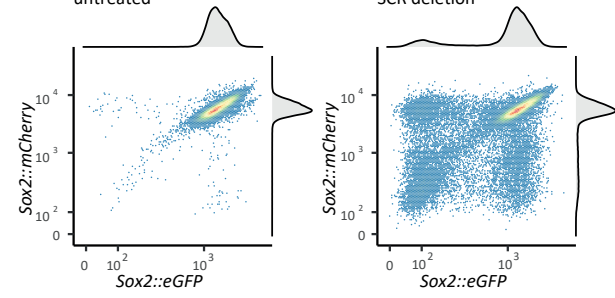

C

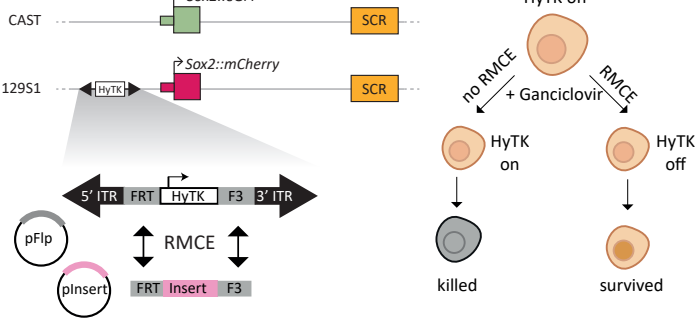

D

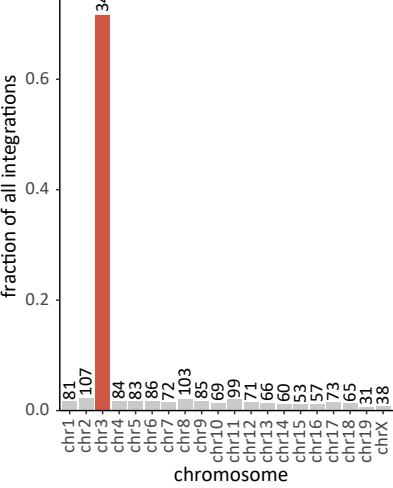

E

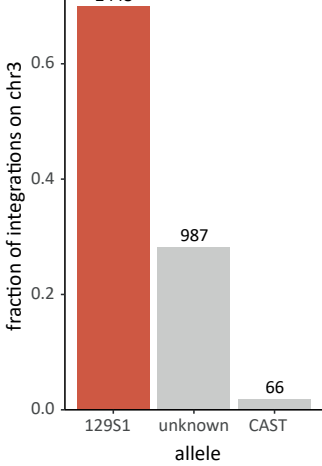

F

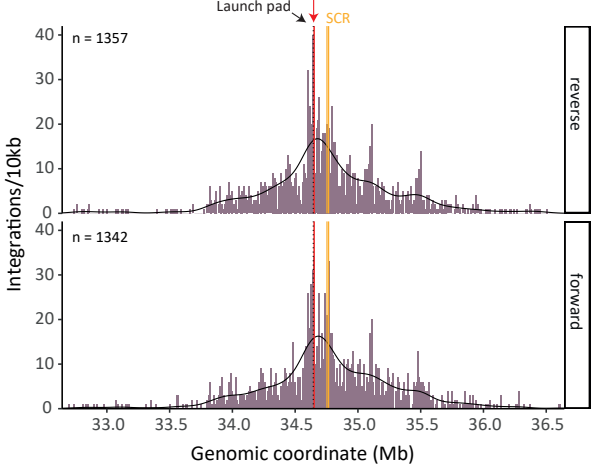

G

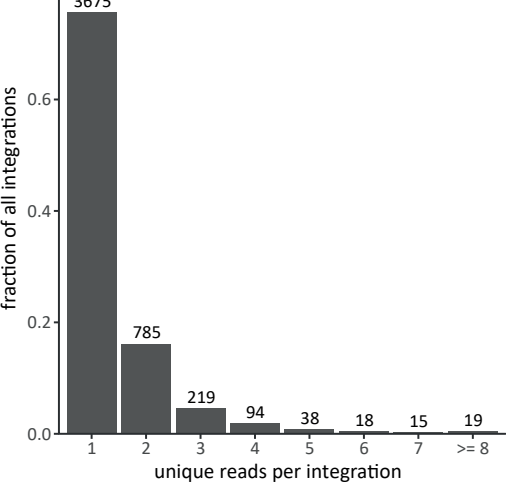

Fig. S1. Cell line generation and proof-of-principle experiment

(A) Left and middle: Allele specific genotyping of *Sox2::mCherry* and *Sox2::eGFP* by PCR and sanger sequencing. Right: *Sox2* allelic expression levels measured by flow cytometry. (B) Effect of CRISPR/Cas9 mediated SCR deletion on *Sox2::eGFP* & *Sox2::mCherry* expression in bulk. Left: untreated control, right: gRNAs against SCR. (C) Recombination-mediated cassette exchange: The hygromycin phosphotransferase-thymidine kinase fusion gene (HyTK) is flanked by heterotypic FLP recombinase recognition sites (FRT & F3) and embedded into a Sleeping Beauty transposon (SB-ITRs), integrated via CRISPR/Cas9 mediated knock-in 6 kb upstream of the *Sox2::mCherry* fusion gene. Co-transfection of the FLP recombinase expression plasmid (pFLP) and donor plasmid (pInsert) with subsequent ganciclovir selection for 7 days results in cells with the intended insert. (D-G) Statistics from the proof-of-principle hopping experiment, where a SB transposon carrying a 282 bp random DNA sequence was relocated. Number of integrations is indicated (above the bars or n). (D) Fraction of integrations mapped per chromosome. Launch pad is on chr3. (E) Fraction of all integrations on chr3 mapped to each allele, or not assigned to either allele. The launch pad is on the 129S1 allele. (F) Number of integrations per 10 kb bin, split by SB orientation. (G) Distribution of the number of unique mapping reads supporting each integration. (B, D-G) Data from one (proof-of-principle) biological replicate.

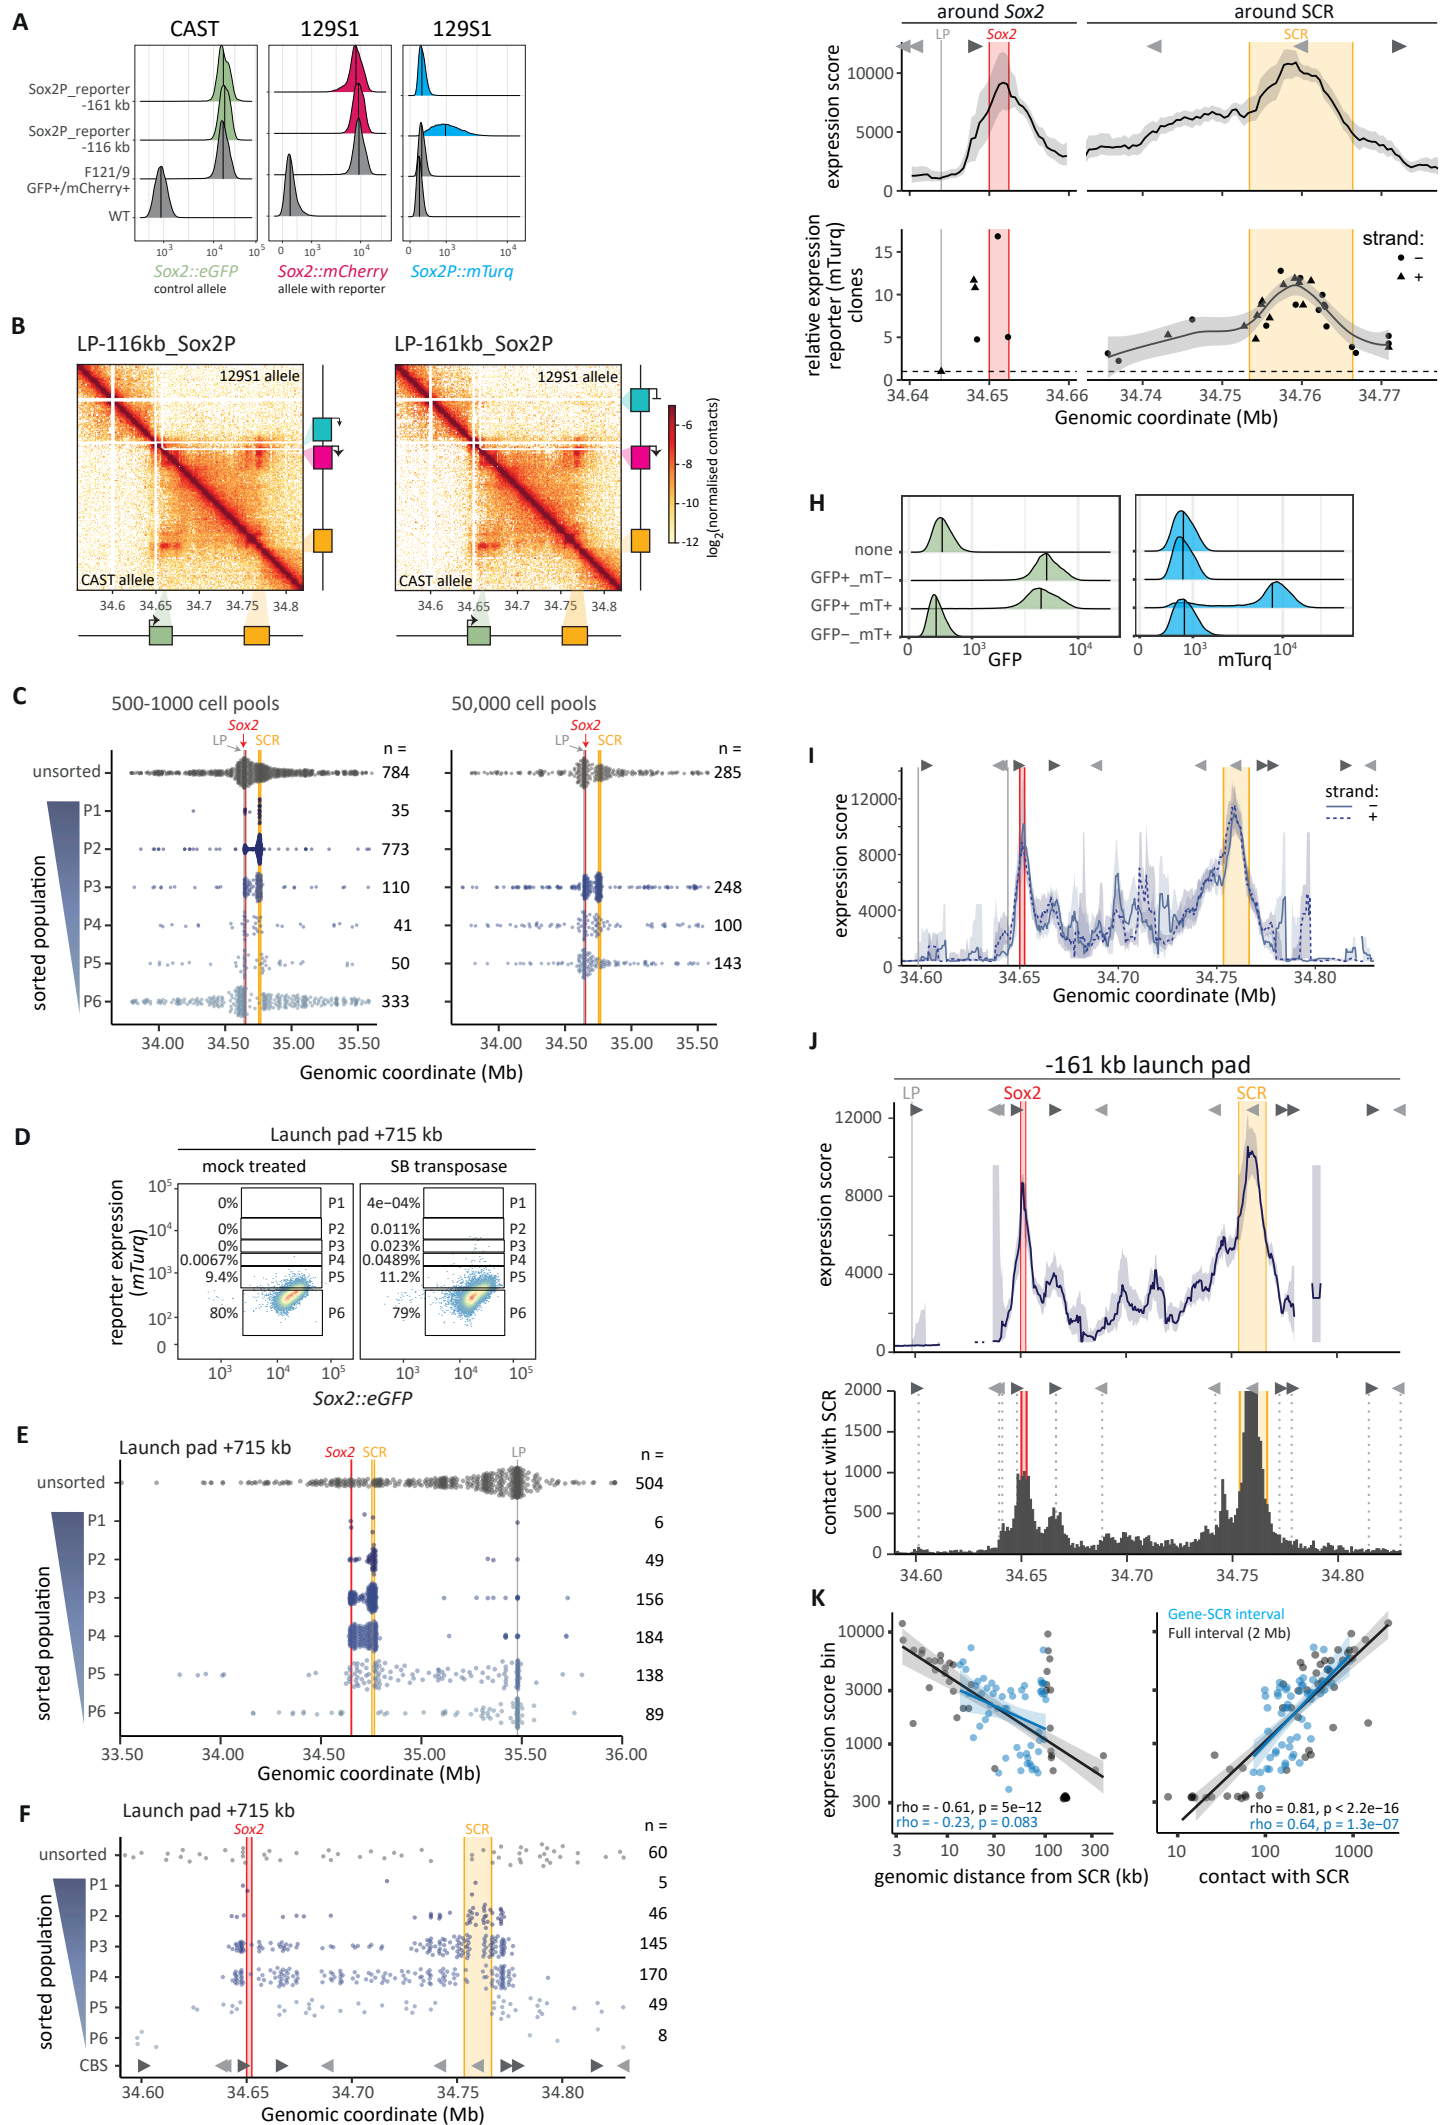

Fig. S2. Reproducibility of reporter hopping and validation of the expression score.

(A) Flow cytometry profiles showing expression of *Sox2::eGFP* (green), *Sox2::mCherry* (red), and Sox2P reporter (mTurq, blue) in cell lines with reporters at -161 kb or -116 kb, compared to the parental cell line with fluorescently tagged *Sox2* (F121/9 GFP+/mCh+) and wildtype mESCs. (B) Allele-specific region capture Micro-C (RCMC) contact maps of the *Sox2* locus in LP-116 kb_Sox2P (left) and LP-161 kb_Sox2P (right) cell lines. Top-right triangles show contact frequencies of the 129S1 (reporter-containing) allele and bottom-left triangles show contact frequencies of the CAST (control) allele. Two biological replicates combined per cell line. Same data as Fig. S5B-C. (C) Mapped integrations from unsorted and sorted cell populations (P1–P6) mobilized from the -116 kb launch pad. Each dot indicates one integration. Left: combined data from three replicates with 500–1,000 cells per sorted pool. Right: single replicate of one 50,000-cell pool each sorted for P3–P5. (D) Reporter (mTurq) and *Sox2::eGFP* expression profiles in mock-treated and SB-transposase transfected cells containing the +715 kb launch pad, measured by FACS. Percentages indicate the fraction of cells in each gate (P1–P6). (E) Mapped integrations from a large pool of unsorted cells (ctrl) and the six sorted populations (P1–P6), mobilized from the +715 kb launch pad. Each dot indicates one mapped integration, number of plotted integrations in each population is indicated on the right. Single biological replicate. (F) Zoom-in of (E) with annotated CTCF binding sites (CBS; triangles indicate orientation). (G) Top: expression scores around *Sox2* gene and SCR based on the sorted integrations (also shown in Fig. 2H), smoothed using a 5 kb running window shifted in 500 bp steps. Bottom: relative reporter expression (median mTurq, estimated autofluorescence subtracted, normalized to eGFP and to the reference -116 kb integration) of clones around the *Sox2* gene and the SCR. Loess curve shows the trend in expression. Flow cytometry measurements of clones have no spectral spillover (see H). (H) Control for mTurq-to-GFP spectral spillover in analytical FACS. No spillover was detected in single-color clones. (I) Strand-specific expression scores (forward and reverse orientation), across the *Sox2* locus, from all three launch pads combined (LP-161, LP-116, LP+715). Smoothed using a 5 kb running window, shifted in 500 bp steps. Shaded region indicates 95% confidence interval. (J) Top: Expression score derived from LP-161 kb (data shown in Fig. 2G), smoothed using a 5 kb window shifted in 500 bp steps and only plotted when window contains 3 or more SB integrations. Bottom: virtual 4C contact profile (from RCMC data, (18)) with the center of the SCR as viewpoint, at 1 kb resolution. Dashed lines indicate CBSs and grey triangles indicate their orientation. (K) Correlation between expression score of LP-161 kb (J, top) and genomic distance to the SCR (left) or virtual 4C contact with the core SCR (right), per 1 kb bin on the ~2Mb genomic *Sox2* region (interval in black) and the *Sox2*-SCR interval (5 kb after the end of the gene till 5 kb before the SCR) in blue. Only bins with 3 or more SB integrations are included. Rho is Spearman's correlation coefficient.

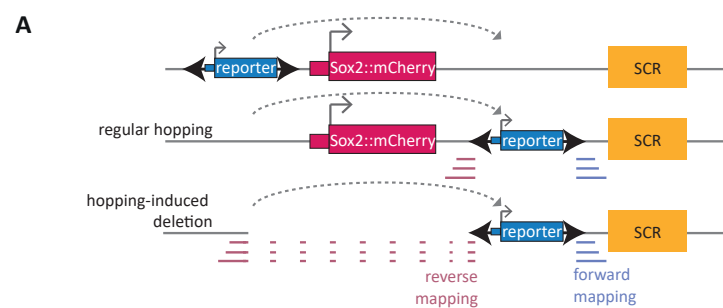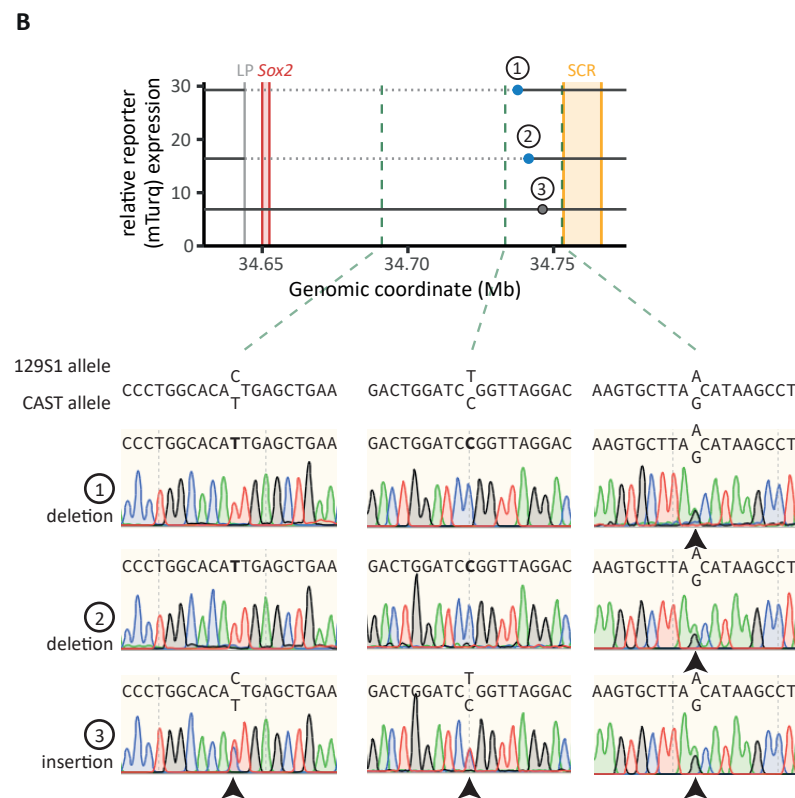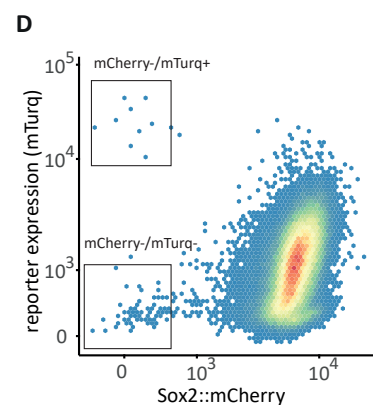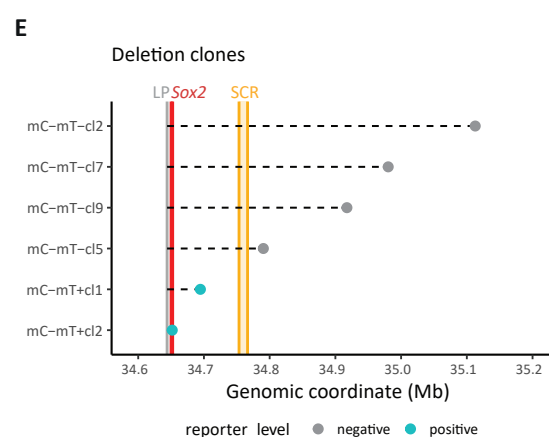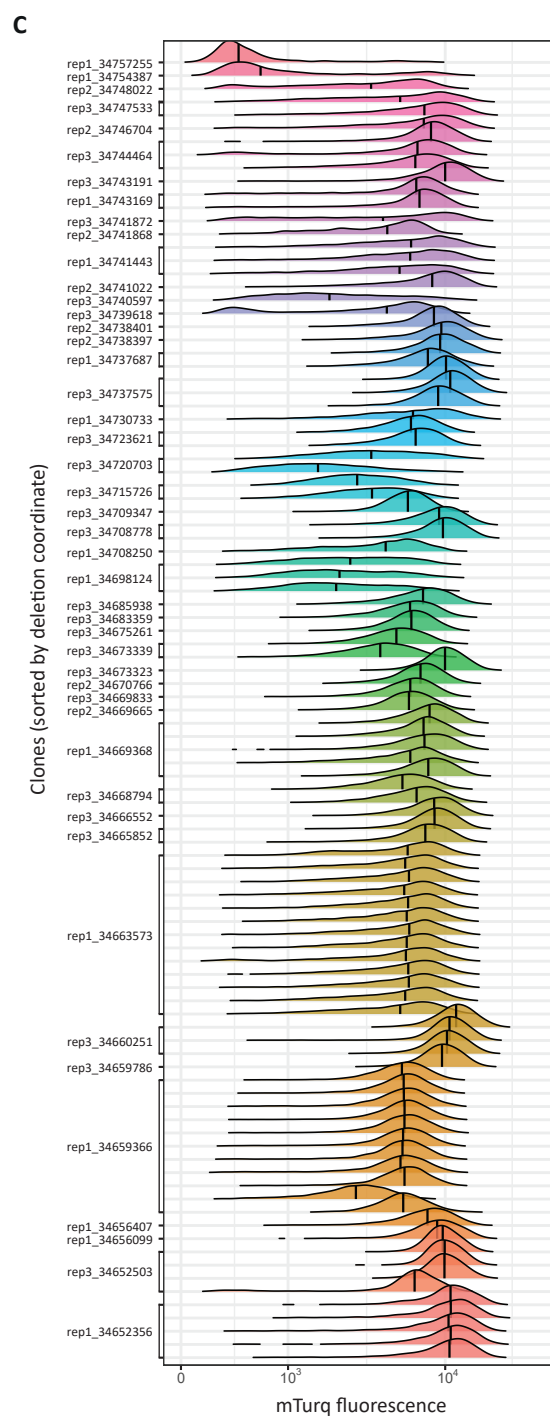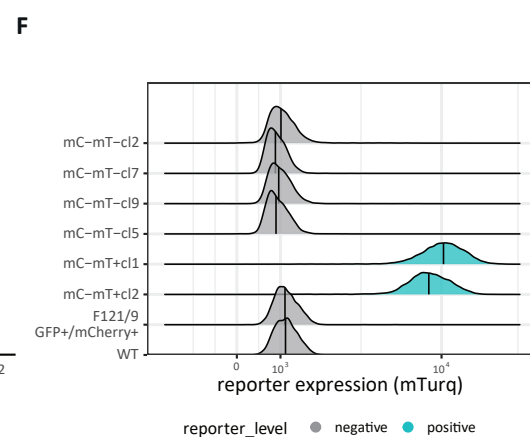

Fig. S3. Mapping of hopping induced deletions and insertions.

(A) Schematic of Tn5-based mapping in cells with a regular hopping (top) versus hopping-induced deletions (bottom). In deletion events, one SB inverted terminal repeat (ITR) maps to the original launch site and the other to the insertion site. (B) Confirmation of the loss of the 129S1 allele in the deleted region of deletion clones. Top: genomic location and expression of two hopping-induced deletion clones (1, 2, blue) and one regular insertion clone (3, grey). Horizontal dashed grey lines indicate expected deletions, vertical dashed green lines indicate the locations of three known SNPs between the 129S1 and CAST alleles. Bottom: Sanger sequencing across the three SNPs in the three cell lines. Black arrowheads indicate double peaks at the SNPs, indicating that both alleles are present. When only the CAST allele is present, the SNP is indicated in bold in the sequence above the Sanger trace. (C) Reporter (mTurq) fluorescence of individual deletion clones (shown in Fig. 3B), ordered by deletion-end coordinate. For some deletions, multiple clones were derived and measured (probably subclones from the same hopping event). Data from three measurement days are shown together without normalization, replicates are indicated per insertion (rep1-3). (D) Illustration of approximate gating strategy used to isolate clones lacking *Sox2::mCherry* with or without reporter expression (top and bottom rectangles, respectively). (E) Genomic coordinates of deletion clones with (blue) or without (grey) reporter expression, mapped along the *Sox2*-SCR region. Vertical bars mark *Sox2* (red) and SCR (yellow). (F) Reporter expression profiles of clones shown in (E).

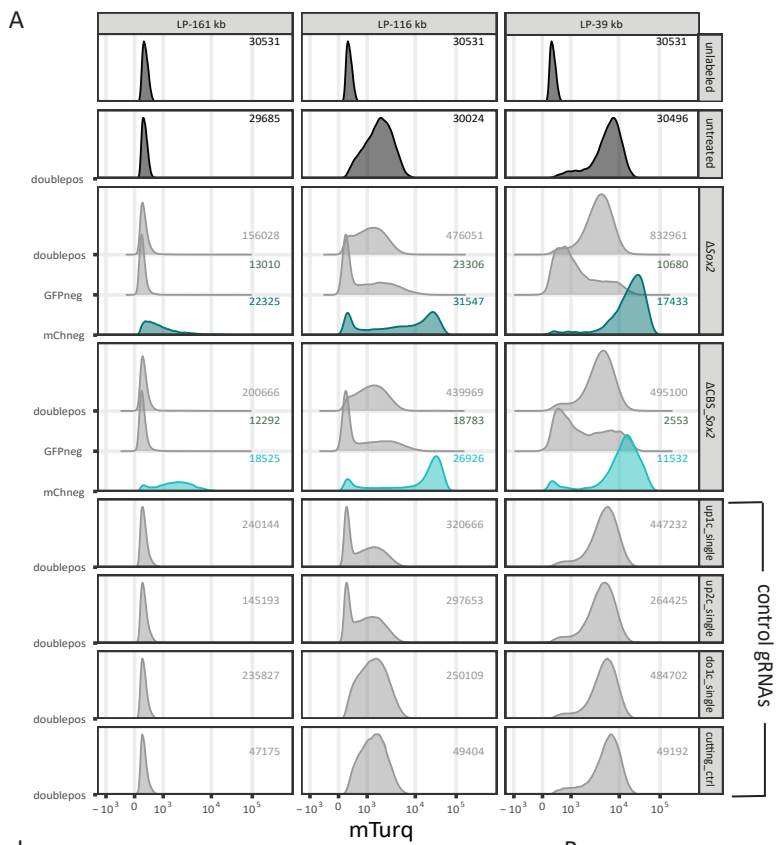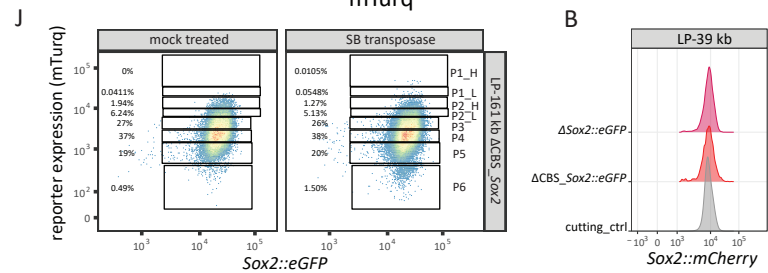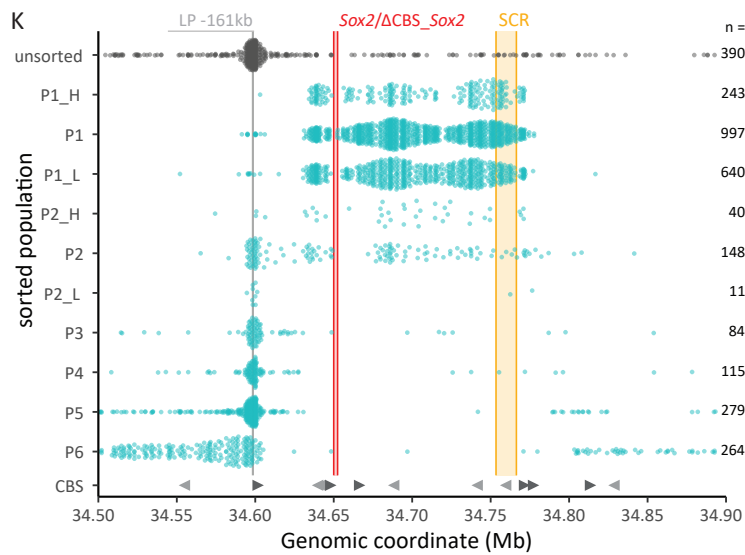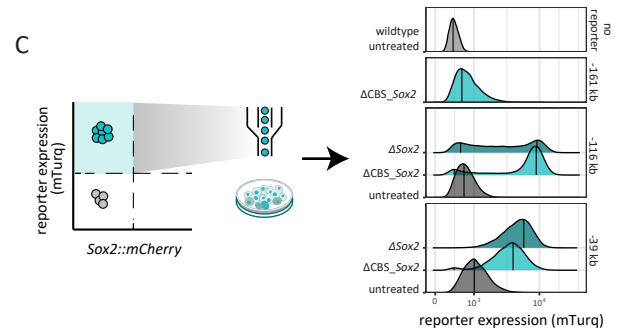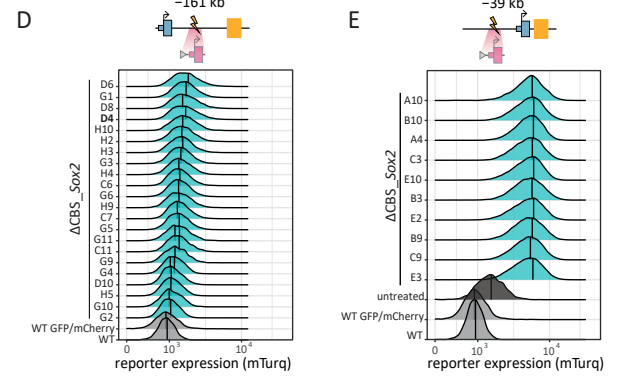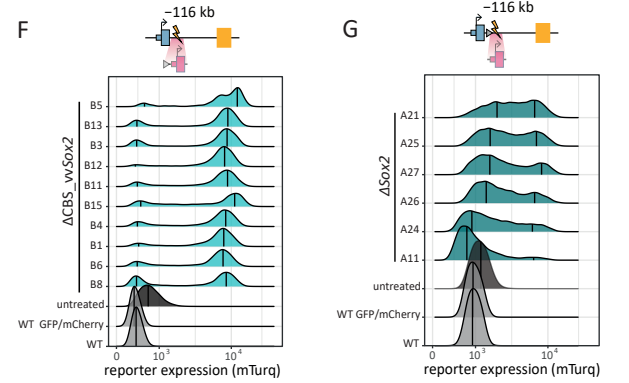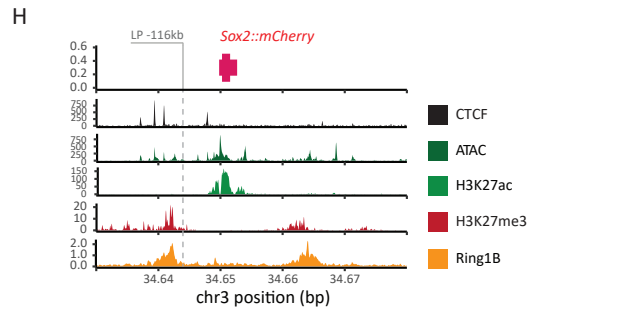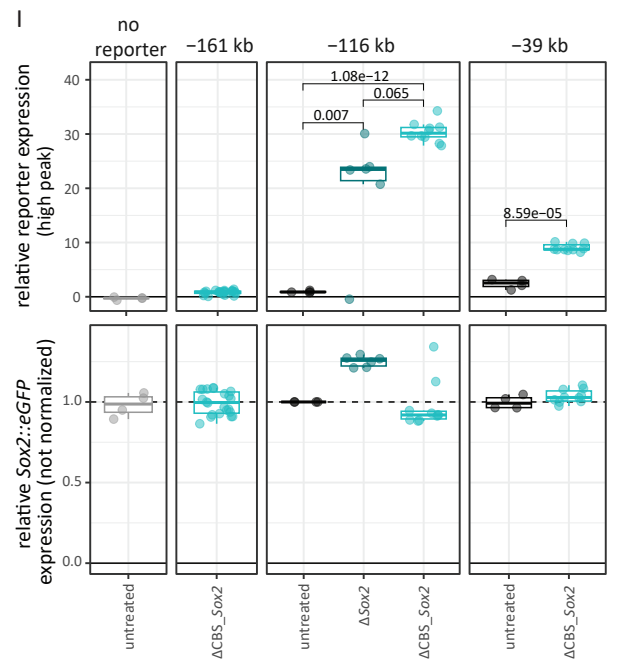

Fig. S4. Sox2P-reporter expression in *Sox2::mCherry* deleted pools and clones.

(A) Reporter (mTurq) expression across three launch pad positions (-161 kb, -116 kb, -39 kb), with or without *Sox2::mCherry* (or CBS_*Sox2::mCherry*) deletion. Controls include single gRNA transfections (up1c, up2c, do1c, cutting control). Reduced reporter expression upon up1c and up2c transfection at -116 kb suggests gRNA-specific, not deletion-specific, effects. (B) *Sox2::mCherry* expression in *Sox2::eGFP*-negative LP-39 kb cells. *Sox2::mCherry* expression is similar to control. (C) Re-measured distribution of reporter expression in *Sox2::mCherry* negative, reporter-high sorted cell pools, cultured at least 12 days after sorting. (D-G) Reporter expression distributions of independently genotyped Δ *Sox2::mCherry* or Δ CBS_*Sox2::mCherry* clonal cell lines. (D) Δ CBS_*Sox2::mCherry* clones with reporter at -161 kb, clone D4 (bold) was used for hopping in Fig. 4C. (E) As in (D), for -39 kb reporter. (F) As in (D), for the -116 kb reporter cell line. (G) As in (D), for *Sox2::mCherry* deletion in the -116 kb reporter cell line. Untreated clones are shown in black. Vertical lines indicate the (at most) two highest peaks in the density distribution, the peak with the highest mTurq level is used in (I). (H) ChIP-seq tracks of CTCF (own data), ATAC-seq (20), H3K27ac (21), H3K27me3 (57) and Ring1B (17), smoothed using a 100 bp running window. Red indicates *Sox2::mCherry*; grey dashed line indicates reporter insertion at LP-116 kb. (I) Top: maximum reporter expression in clones from (D-G), autofluorescence-subtracted, normalized to *Sox2::eGFP* and the median of the control -116 kb reporter line. Dashed line = 1 (reference). Each dot is one clone (edited) or one measurement replicate on a separate day (untreated). Bottom: median *Sox2::eGFP* expression (autofluorescence-subtracted, relative to the median of the control -116 kb reporter line) in the same lines. (J) Reporter and *Sox2::eGFP* expression in untreated and transposase-transfected Δ CBS_*Sox2::mCherry* cells (LP-161 kb). Sorting gates P1_H-P6 shown for *Sox2::mCherry* negative single cells. Gating is representative of 2 replicates. (K) Mapped integrations from P1_H-P6 sorted populations after hopping from LP-161 kb in Δ CBS_*Sox2::mCherry* cells. Combined data from 5 replicates. Each dot indicates one integration; number of plotted integrations (n) shown on the right.

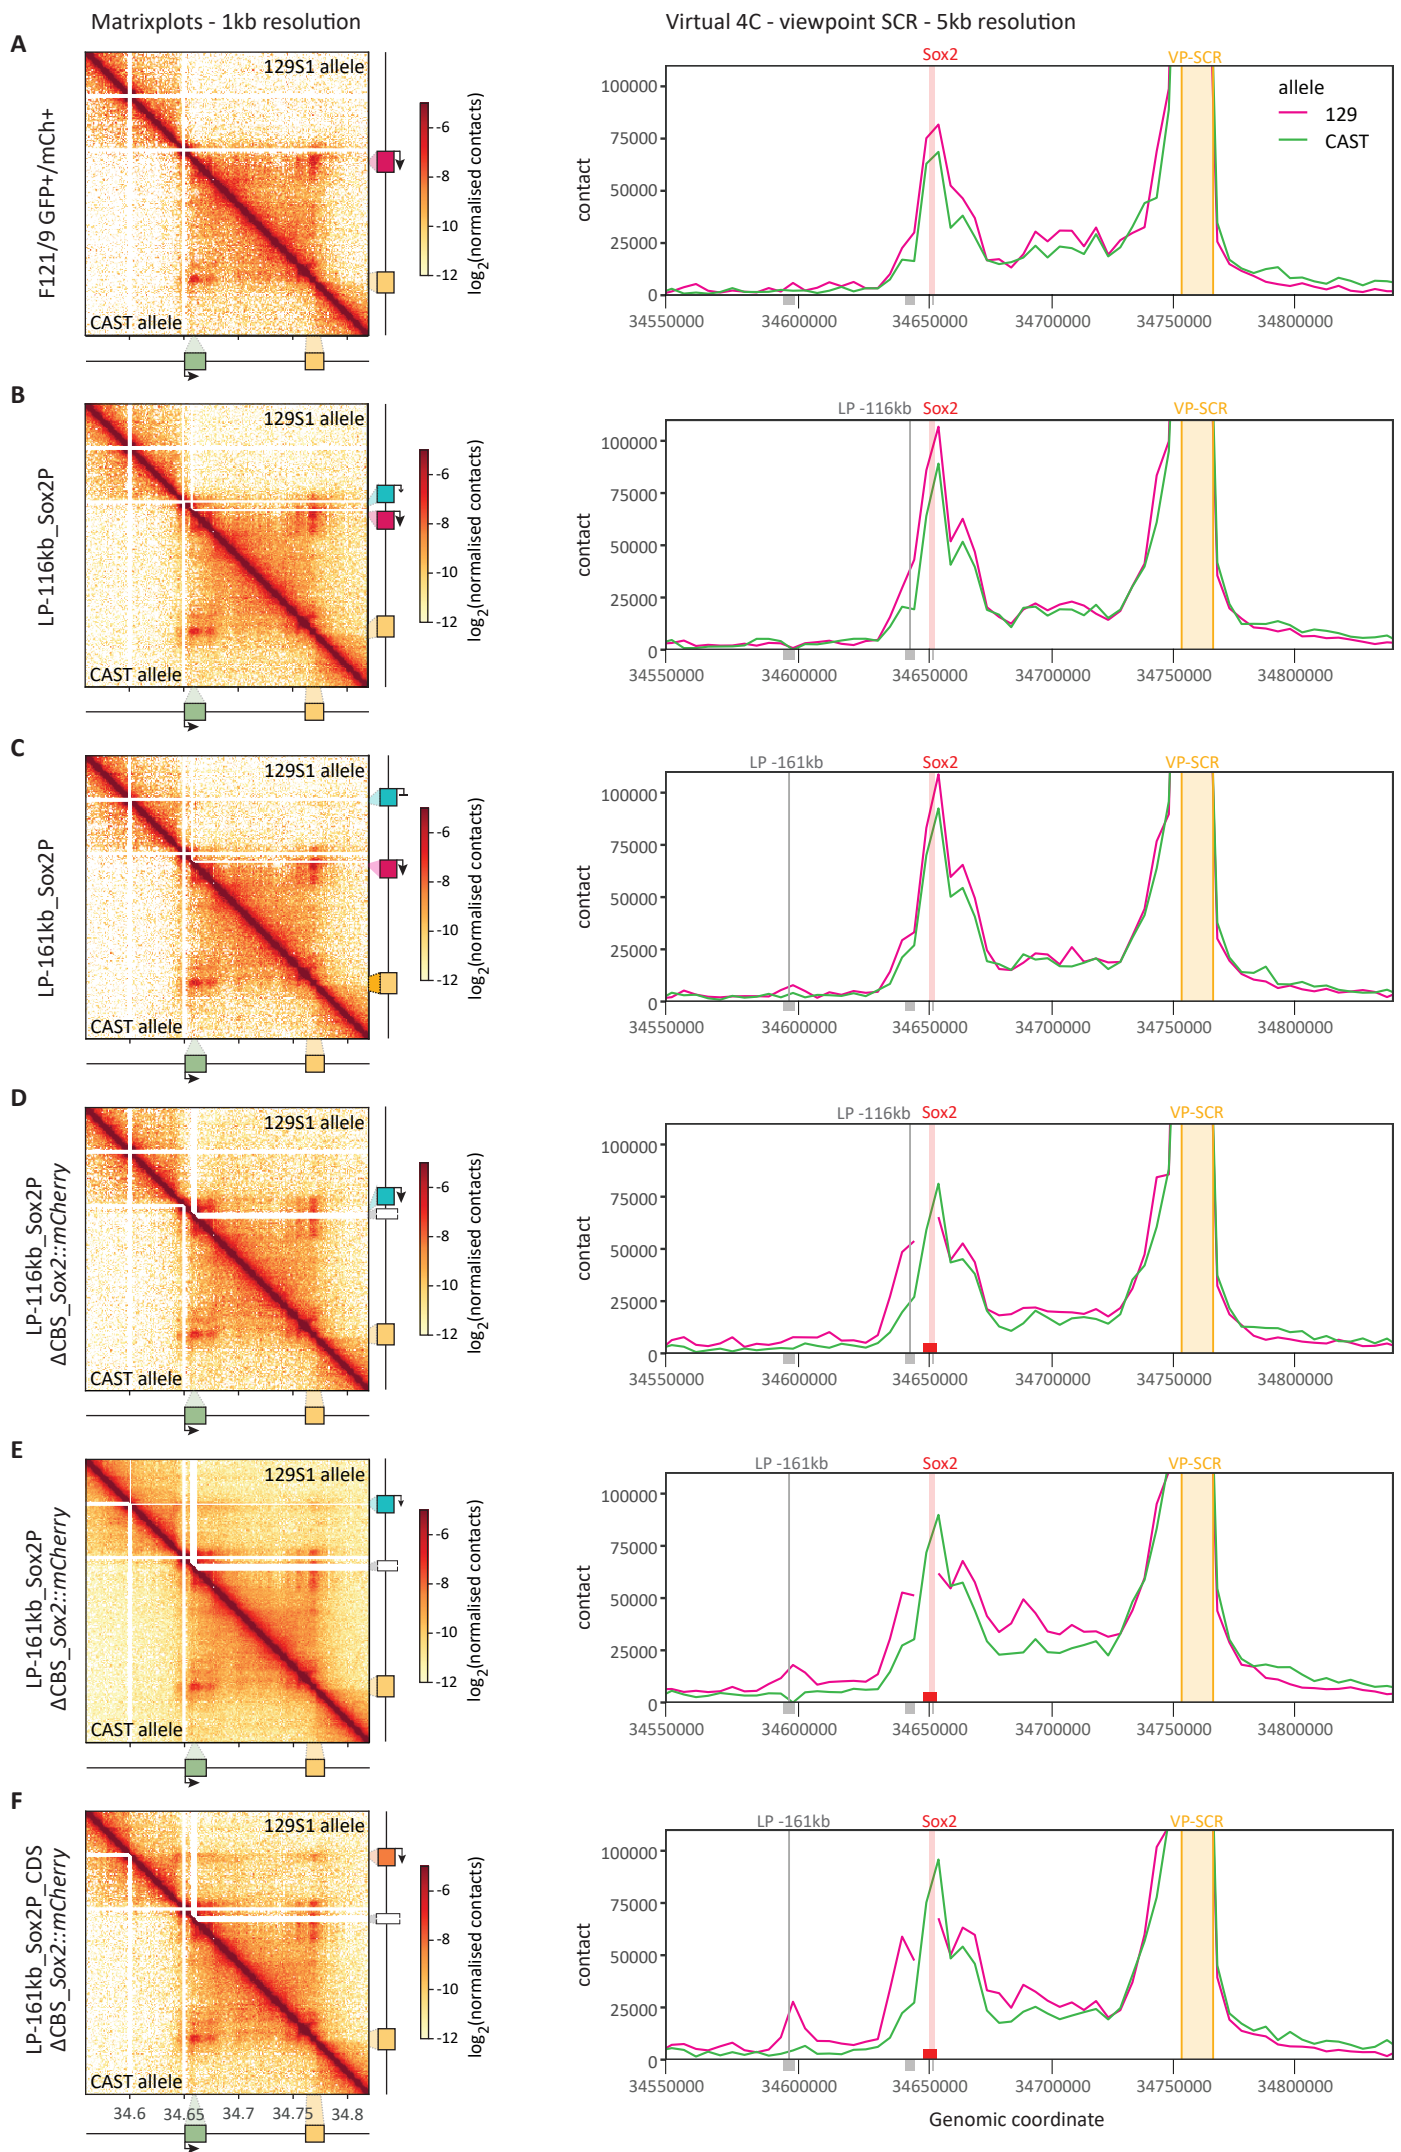

Fig. S5. Allele specific RCMC contact maps and virtual 4C of reporter cell lines in the presence and absence of the endogenous *Sox2::mCherry* gene.

(A-F) Left: Region capture Micro-C (RCMC) contact matrices (1 kb resolution) around the *Sox2*-SCR locus. Top-right and bottom-left triangles show allele-specific contact maps for the 129S1 (reporter-containing) and CAST (control) alleles, respectively. To the bottom and right of each matrix are schematic representations of the corresponding alleles, not to scale (red = *Sox2::mCherry*, green = *Sox2::eGFP*, yellow = SCR, blue = Sox2P reporter, orange = Sox2P_CDS reporter). Right: Virtual 4C plots (5 kb resolution) using the SCR as viewpoint, showing allele-specific contact profiles from the same datasets. Cell lines shown are:
(A) Double tagged control (*Sox2::mCherry* + *Sox2::eGFP*) without reporter integration,
(B) LP-116 kb_Sox2P
(C) LP-161 kb_Sox2P
(D) LP-116 kb_Sox2P with Δ CBS_*Sox2::mCherry* deletion (also called LP-116 kb_Sox2P mChDel)
(E) LP-161 kb_Sox2P with Δ CBS_*Sox2::mCherry* deletion (also called LP-161 kb_Sox2P_mChDel), and
(F) LP-161 kb_Sox2P_CDS with Δ CBS_*Sox2::mCherry* deletion (also called LP-161 kb_Sox2P_CDS_mChDel)

Reads were mapped to a custom genome assembly incorporating all possible genetic modifications (e.g., *Sox2::eGFP*, *Sox2::mCherry*, reporter integrations) and absent features (the LP not present, or Δ CBS_*Sox2::mCherry*) were masked per cell line. White stripes in matrix plots indicate non-mappable or masked regions. In the virtual 4C plots, genomic coordinates correspond to the mm10 genome, grey boxes denote insertions made in the custom genome (landing pads and fluorescent tag of *Sox2*) and red boxes (D-F) mark the genomic deletion of CBS_*Sox2::mCherry* on the 129S1 allele. Genomic coordinates in the contact matrices correspond to the modified genome.

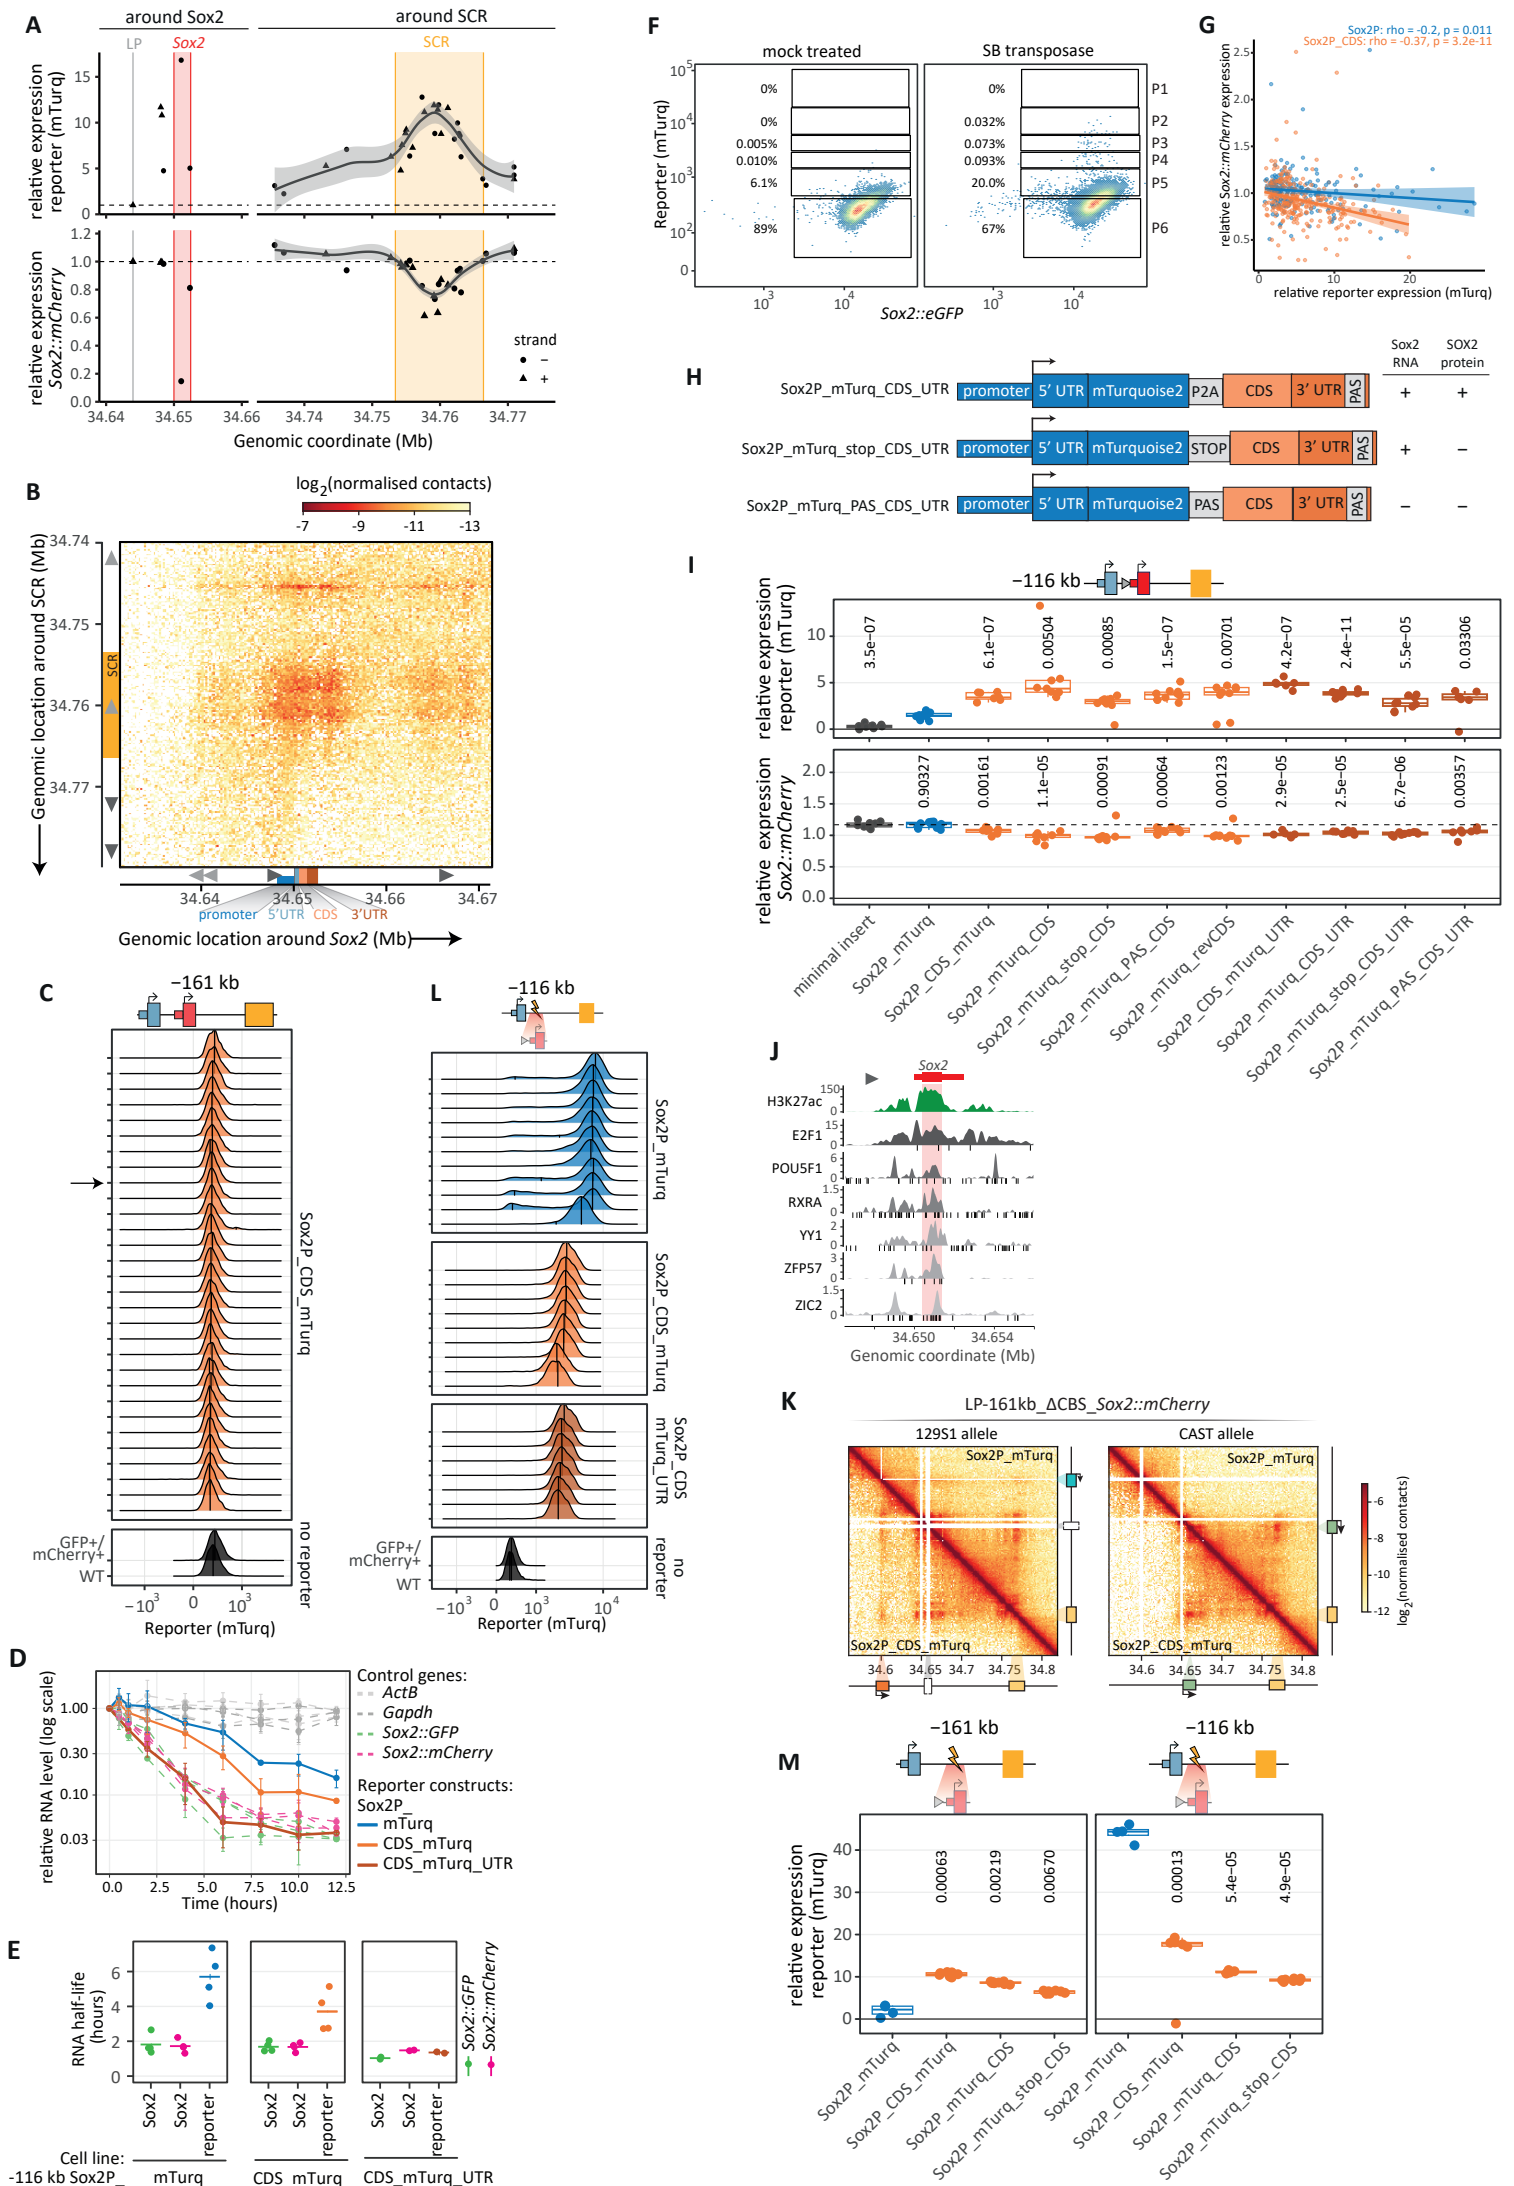

Fig. S6. Impact of the *Sox2* coding sequence on reporter and *Sox2* expression.

(A) Relative reporter (mTurq) and *Sox2::mCherry* expression in clones around *Sox2* and the SCR (median expression, estimated autofluorescence subtracted, normalized to GFP, and then normalized to the unhopped reporters at -116 kb). Loess curve shows the trend in expression. Same clones and mTurq data as in Fig. S2G, bottom. (B) Contact frequency between *Sox2* and the SCR (region-capture micro-C data from (18), 200-bp resolution). Positions of the components of the *Sox2* gene (blue, orange, red; x-axis) and SCR (yellow; y-axis) are indicated. Grey triangles indicate CTCF binding sites and their orientation. Arrows indicates the genomic direction. (C) Reporter expression levels in a panel of clones with the Sox2P_CDS reporter integrated at the -161 kb launch pad with *Sox2::mCherry* intact. The arrow indicates the clone used for hopping (see Fig. 5C). (D) RNA degradation time course of control genes (*ActinB*, *Gapdh*) and transcripts of interest (*eGFP*, *mCherry*, *mTurq*) in three different reporter cell lines (LP-116kb_Sox2P, LP-116kb_Sox2P_CDS & LP-116kb_Sox2P_CDS_UTR) measured by RT-qPCR. Cells were treated with 10 µg/ml ActinomycinD and harvested at t = 0, 0.5, 1, 2, 4, 6, 8, 10, 12 hours from treatment start. RNA was extracted and each qPCR was performed in technical triplicates. Shown are mean relative abundance ± standard deviation, from four biological replicates for Sox2P & Sox2P_CDS timepoints t = 0, 1, 2, 4, 6, two biological replicates for Sox2P & Sox2P_CDS timepoints t = 0.5, 8, 10, 12 and Sox2P_CDS_UTR t = 0, 1, 2, 4, 6, 8, 10, 12. (E) Estimated RNA half-lives (hours) from fitting an exponential decay model to data shown in (D), per biological replicate (dots). Horizontal line indicates the median. (F) Expression of *Sox2::eGFP* (control) and *Sox2* reporter (mTurq) in the untreated cells and cells transfected with the SB transposase plasmid, for the -161 kb Sox2P_CDS reporter cell line. The percentage of cells in each sorted gate is indicated. Cells are gated for *Sox2::mCherry*-positive single cells. Representative image of 2 biological replicates. (G) Correlation between relative *Sox2::mCherry* and reporter (mTurq) expression from the Sox2P and Sox2P_CDS reporter, from cells with reporter expression in the gates P2-P4 after induction of hopping. Same as Fig. 5E, but also showing the outlier points. (H) Design of reorganized CDS reporter (as in Fig. 5F) with endogenous 3'UTR instead of the SV40 polyA-signal. (I) Reporter and *Sox2::mCherry* expression for reorganized CDS constructs including 3'UTR containing constructs, as in Fig. 5G. All data except UTR-containing reporters are also shown in Fig. 5G. See Fig. S7B for raw expression values (not normalized to eGFP). Statistical significance calculated using Welch's t-test; for reporter expression every construct is compared to Sox2P, for *Sox2::mCherry* expression to 'minimal insert'. (J) ChIP-seq tracks of H3K27ac (21) and transcription factors (58-63) showing a peak overlapping a motif in the CDS (FIMO cutoff p-value < 10⁻³). Called motifs are indicated by vertical black ticks below each track. Red indicates *Sox2*; thick red rectangle indicates *Sox2* CDS; grey triangle indicates CTCF binding site. (K) Allele-specific contact maps (of the *Sox2*-SCR region comparing the reporter with (bottom triangle) or without the CDS (top triangle) in the ΔCBS_*Sox2::mCherry* background. Same data as Fig S5C,E. (L) Distribution of mTurq expression of reporters integrated at -116 kb in a ΔCBS_*Sox2::mCherry* cell line. Each density plot is one clone, vertical lines indicate the (at most) two highest peaks in the density distribution. (M) As (I) top, but in two LP positions (LP-161 kb, LP-116 kb) and in a ΔCBS_*Sox2::mCherry* deletion background.

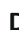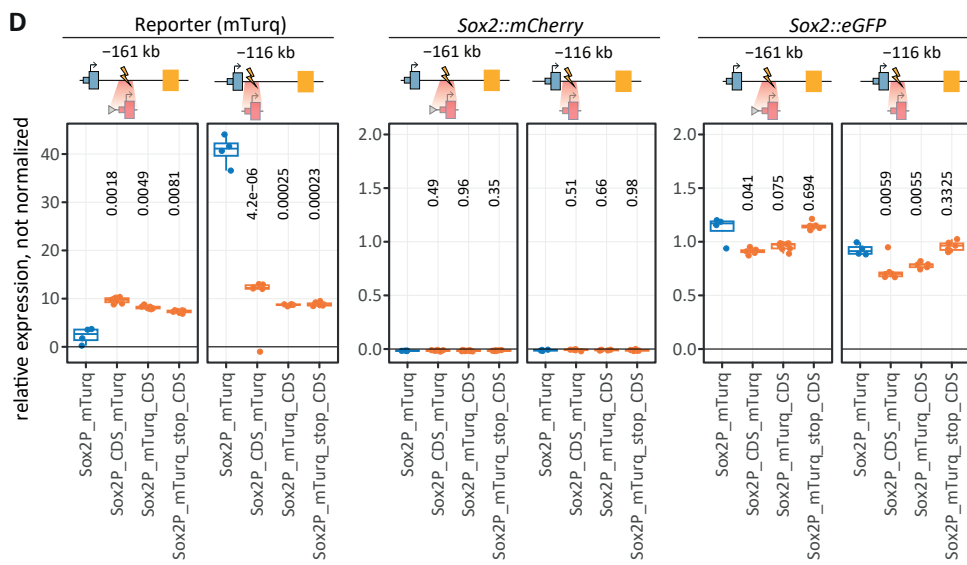

Fig. S7. Relative reporter and endogenous *Sox2* expression levels in different genomic locations and backgrounds.

(A) Relative expression of the reporter (mTurq), *Sox2::mCherry* and *Sox2::eGFP*, not normalized to *Sox2::eGFP*, for the three reporters inserted at LP-161 kb and LP-116 kb. Each dot represents one clone. Expression values are autofluorescence subtracted and normalized to the control reporter cell line (Sox2P reporter at LP-116 kb) measured on the same day. Dashed line on *Sox2::mCherry* and *Sox2::eGFP* indicate the median of the minimal insert. P-values according to Welch's t-test. **(B)** As in (A), but for original (Sox2P_mTurq, Sox2P_CDS_mTurq, Sox2P_CDS_mTurq_UTR) plus newly designed reporters inserted at LP-116 kb. Statistical significance calculated using Welch's t-test; for reporter expression every construct is compared to Sox2P, for *Sox2::mCherry* and *Sox2::eGFP* every construct is compared to 'minimal insert'. **(C)** As in (A), but for three reporters inserted at LP-161 kb and LP-116 kb in a Δ CBS_*Sox2::mCherry* deletion background. **(D)** Same as in (C), but including newly designed reporter constructs. Statistical significance calculated using Welch's t-test, comparing each construct to Sox2P.

A

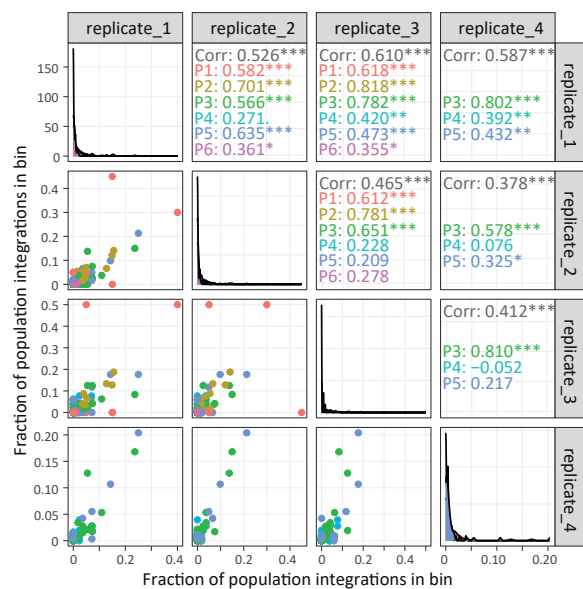

C

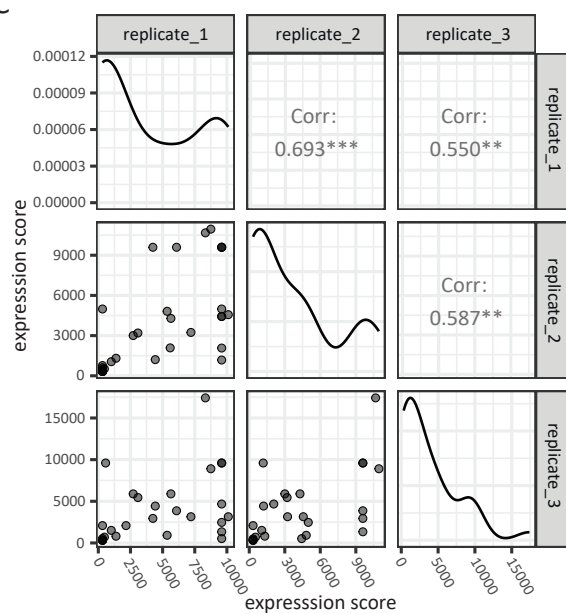

B

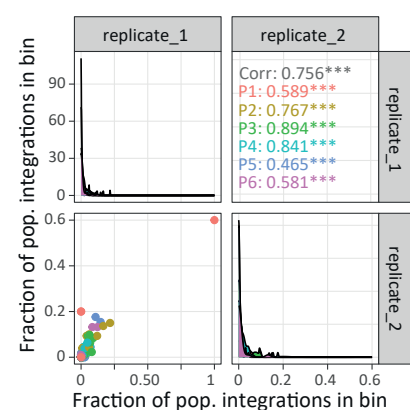

D

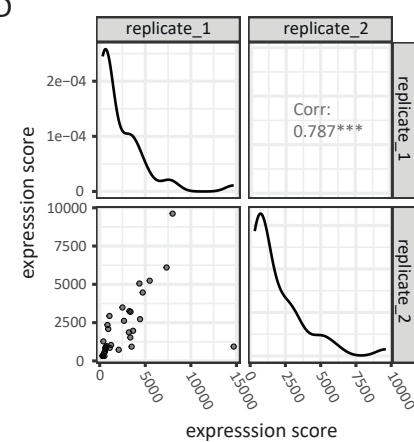

E

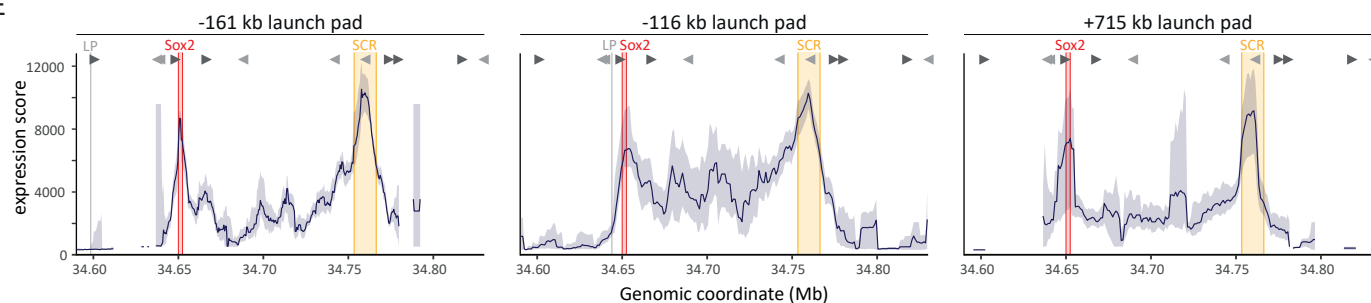

F

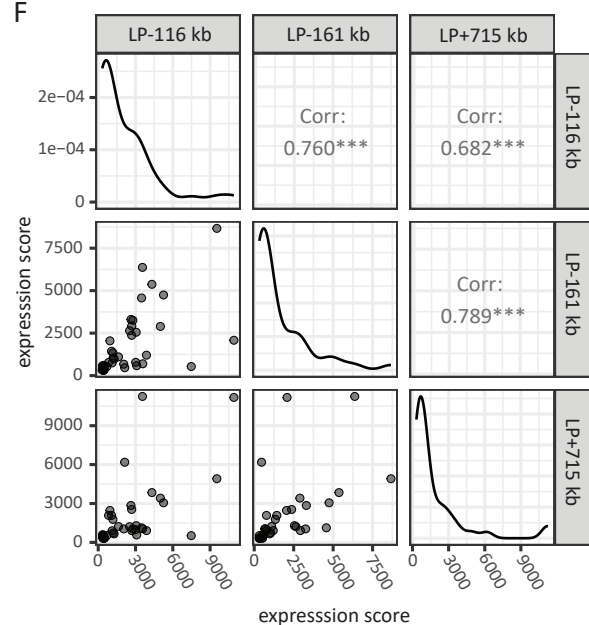

Fig. S8. Reproducibility of intra and inter launch pad specific hopping.

(A) Reproducibility of reporter integrations across the *Sox2* locus between biological replicates. Scatterplots show the fraction of population integrations per 5 kb bin (on the interval in [Fig. 2D](#)), colored by sorted population, across four replicates from the -116 kb launch pad. Diagonal panels show distributions per replicate; upper panels show Spearman correlation coefficients. (B) As in (A), for the -161 kb launch pad (two biological replicates). (C) Reproducibility of the expression score across the *Sox2* locus between biological replicates. Scatterplots show the expression score per 5 kb bin (on the interval in [Fig. 2D](#)) across three replicates from the -116 kb launch pad; upper panels show Spearman correlation coefficients. Expression score cannot be computed from replicate 4 alone, because it only covers populations P3-P5. (D) As in (C), for the -161 kb launch pad (two biological replicates). (E) Reporter expression scores derived from each launch pad: LP-161 kb, LP-116 kb, and LP+715 kb. LP -116 kb and +715 kb are smoothened using a 10 kb window shifted in 1 kb steps, LP -161 kb is smoothened using a 5 kb window shifted in 1 kb steps. Shaded region indicates 95% confidence interval and the expression score is only plotted when the window contains 3 or more SB integrations. LP-161 kb is also shown in [Fig S2J](#). (F) As in (C), but comparing between the datasets from the three separate launch pads. For each launch pad all replicates are combined.

Table S1. List of guide RNAs used in this study

**Experiment**	**description**	**name**	**Sequence (5'-3')**	**backbone**
Sox2 tagging	KnockIn of eGFP/mCherry	Sox2 3'UTR	CAGCCCTCACATGTGCGACA	pX330
Landing pad's	KnockIn of HyTK at -116 kb	crRNA Sox2 #23	TTGCCGGAACCTCTACCCGG	synthetic
	KnockIn of HyTK at -39 kb	crRNA Sox2 #8	GCCACCTGATTGATACCTCG	synthetic
SCR deletion	SCR deletion 5'	SCR 5'SCR gRNA	GACGCTTCCGTTCTTGGAGT	pX330
	SCR deletion 3'	SCR 3'SCR gRNA	TTGGATTCCCGACAACAAGC	pX330
Sox2 deletion	upstream of Sox2P	up1c	TAGTTCTTGGGAACCCGGAA	pX330
	upstream of CTCF (Sox2P)	up2b	TGATTGTCCGCGCGCCACGA	pX330
	upstream of CTCF (Sox2P)	up2c	ATAAGTGGGAGGTTAAGCGA	pX330
	downstream of Sox2	do1a	ATGGCCGAATGATTAATAAC	pX330
	downstream of Sox2	do1b	TCGGCTCTGTTATTGGAATC	pX330
	downstream of Sox2	do1c	TGGCCGAATGATTAATAACG	pX330
Cutting control	cutting control Tdgl	Tdgl	AGGAACGCCCCGGTCTGTCA	pX458

Table S2. List of primers used in this study.

Experiment	Primer	Description	Sequence (5'-3')
genotyping<br><i>Sox2::mCherry/eGFP</i>	qME09	Sox2_Fw	CATGGGCTCTGTGGTCAAGT
	MEP232	Sox2_3'UTR_Rv	TCGGCAGCCTGATTCCAATA
	MEP68	Sox2_seqRv	CTGTCGTTTCGCTGCGGAGA
	EMp324	mCherry_Fw	CGTGGAAACAGTACGAACGCG
	EMp325	eGFP_Fw	GTCCTGCTGGAGTTCGTGAC
SB Tagmentation	MEP009	SB_rev_enrich	tcctaactgactgcccacaaact
	LD027	SB_fwd_enrich	gtggtgacctaactgacctaagac
	MEP011	SB_rev_pcr1	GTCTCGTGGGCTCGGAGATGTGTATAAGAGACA<br>Gaacgagttttaatgactccaactt
	MEP034	SB_fwd_pcr1	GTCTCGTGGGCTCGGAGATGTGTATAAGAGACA<br>Gggtgacctaactgacctaagac
	MEP142	MEP142_PCR2	AATGATACGGCGACCACCGA
genotyping Sox2/<br>CBS_Sox2 deletions	CMP024	GFP_fw	catcaaggtgaacttaagatccg
	CMP075	Sox2_del1_up_fw	GCCACATCTCAGAACTAGGCG
	CMP077	Sox2_del2_up_fw	ATGCATAAACACCAGCCACCATTA
	CMP080	Sox2_del1_do_fw	CCAAATTAACGCAAAAACCGTGATG
	CMP081	Sox2_del1_do_rv	TGCAGAGATTTTCCGATTTGGGAC
genotyping pME034/<br>pME040/pME041	CMP111	Sox2_P_end_3_fw	CGTCGACgccaccatg
	CMP106	SV40_PAS_check_rv	actgcattctagtgtggtttgtcc
	CMP105	P2A_check_fw	tgaacaagccggagatgtcg
genotyping LP -116	EM296	LP-116_Fw	ATGGGAGCATACCGATTAC
	EM297	LP-116_Rv	CCCTGATTGTTTCCCGTAAT
	MEP105	MEP105_HyTK_Fw	taccgagccgatgacttac
	oJOYC225	SB_Rv	aacgagttttaatgactccaactt
	oJOYC226	SB_Fw	Agtgagtttaattgtattggctaagg
genotyping LP -39	MEP173	gRNA_Sox2#8_locusFw	gataagatactgtgggcaaggg
	MEP174	gRNA_Sox2#8_locusRv	ggttatgtttgaggggatgtgt
	MEP178	gRNA_Sox2#8_locusFw<br>2	AGCTACAGTCCCACCCTCTA
	MEP179	gRNA_Sox2#8_locusRv<br>2	GCAGGCTTTGAGGTTTCGAA
genotyping LP -161	MEP206	LP-161kb_Fw	GGTCCCCGCTATTCAACTTAC
	MEP207	LP-161kb_Rv	GCGGTTTGCGGTCATTAAAA
cloning of loxP_CBS<br>(pME012)	MEP74	FRT_donor	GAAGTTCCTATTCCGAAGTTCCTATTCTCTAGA<br>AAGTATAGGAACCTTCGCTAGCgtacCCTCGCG
	MEP75	F3_donor	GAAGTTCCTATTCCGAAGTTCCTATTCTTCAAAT<br>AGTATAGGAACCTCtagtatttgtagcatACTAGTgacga<br>attATAACTTCGT
cloning of Sox2P-mTurq<br>(pME034)	MEP145	Sox2_promoter_Fw	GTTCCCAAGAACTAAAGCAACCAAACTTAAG<br>GAGAAC
	MEP150	Sox2_prom_SalI_REV	GGTGGCGTCGACGCGGGCGCTGGGCGG
	MEP177	pME025_F3	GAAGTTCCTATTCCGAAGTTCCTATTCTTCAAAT<br>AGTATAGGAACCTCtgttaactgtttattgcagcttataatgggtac

	MEP147	Sox2_promoter_FRT_Fw	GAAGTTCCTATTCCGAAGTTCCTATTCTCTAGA<br>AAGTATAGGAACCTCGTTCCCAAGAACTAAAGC<br>AACCAAACTTAAGGAGAAC
	MEP171	Sox2_prom_mT_polyA_Fw	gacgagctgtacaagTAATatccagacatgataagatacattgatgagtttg<br>g
	MEP172	Sox2_prom_mT_polyA_Rv	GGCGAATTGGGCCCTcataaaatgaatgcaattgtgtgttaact<br>gtttattgc
cloning of Sox2P_CDS_mTurq (pME040 & pME041)	MEP222	CDS_Sall_Fw	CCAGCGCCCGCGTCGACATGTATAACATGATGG<br>AGACG
	MEP223	Sox2_CDS_linker_GA_Rv	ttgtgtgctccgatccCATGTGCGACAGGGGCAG
	MEP224	mTurq_P2A_linker_GA_Fw	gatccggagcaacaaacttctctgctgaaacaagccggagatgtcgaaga<br>gaatcctggaccggtgagcaaggcgaggag
	MEP225	mTurq_Rv_UTR_GA	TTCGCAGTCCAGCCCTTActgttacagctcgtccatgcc
	MEP226	UTR_Fw	GGGCTGGACTGCGAACTG
	MEP230	UTR_F3_GA_RV_100nt	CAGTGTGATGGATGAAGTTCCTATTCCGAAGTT<br>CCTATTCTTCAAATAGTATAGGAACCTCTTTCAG<br>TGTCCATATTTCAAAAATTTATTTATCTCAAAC
	MEP231	mTurq_polyA_Rv	GCCGCCAGTGTGATGGATAT
cloning of new CDS-containing reporters (pCM038-pCM045)	CMP122	mTurq_fw_ov	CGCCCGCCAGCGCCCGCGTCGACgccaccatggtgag<br>caagggcg
	CMP123	mTurq_SbfI_ov_rv	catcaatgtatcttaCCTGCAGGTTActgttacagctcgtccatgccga<br>g
	CMP124	SbfI_PAS_fw_ov	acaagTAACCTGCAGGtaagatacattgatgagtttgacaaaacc
	CMP125	CDS_P2A_fw_ov	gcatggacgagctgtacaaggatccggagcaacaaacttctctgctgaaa<br>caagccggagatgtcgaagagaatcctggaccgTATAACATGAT<br>GGAGACGGAGCTGAAG
	CMP126	CDS_stop_rv_ov	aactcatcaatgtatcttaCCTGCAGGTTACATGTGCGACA<br>GGGGCAG
	CMP127	stop_CDS_fw_ov	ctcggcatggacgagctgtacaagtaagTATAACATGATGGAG<br>ACGGAGCTGAAG
	CMP128	PAS_rv_ov	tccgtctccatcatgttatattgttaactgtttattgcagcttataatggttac
	CMP129	Sox2CDS_fw	TATAACATGATGGAGACGGAGCTGAAG
	CMP130	Sox2CDS_F3_ov_rv	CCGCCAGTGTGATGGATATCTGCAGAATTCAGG<br>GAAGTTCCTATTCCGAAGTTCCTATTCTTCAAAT<br>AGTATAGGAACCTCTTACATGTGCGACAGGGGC
	CMP131	revSox2_CDS_fw_ov	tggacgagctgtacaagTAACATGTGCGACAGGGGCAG
	CMP132	revSox2_CDS_rv_ov	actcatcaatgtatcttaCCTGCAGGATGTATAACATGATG<br>GAGACGGAGCTG
	CMP133	mTurq_SbfI_rv_ovUTR	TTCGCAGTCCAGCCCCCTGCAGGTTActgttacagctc<br>gtccatgccgag
	CMP134	SbfI_3UTR_fw	CCTGCAGGGGGCTGGACTGCGAACTG
	CMP135	UTR_F3_rv	CGGCCGCCAGTGTGATGGAT
cloning of minimal sequence (pME037_min.seq_1561)	MEP190	MEP190_minSeq_Fw	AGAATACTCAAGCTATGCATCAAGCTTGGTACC<br>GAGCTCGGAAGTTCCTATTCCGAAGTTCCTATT<br>CTCTAGA
	MEP191	MEP191_minSeq_Rv	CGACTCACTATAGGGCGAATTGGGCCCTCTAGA<br>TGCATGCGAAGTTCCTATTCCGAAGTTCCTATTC<br>TTCAAATAG
confirming hopping-induced deletions	CMP116	hopdel_allele_SNP2_fw	GGTATGTGGCATGATGATAGAGC
	CMP117	hopdel_allele_SNP2_rv	TGTTAAAGTGGCGTTATTGGC
	CMP118	hopdel_allele_SNP3_fw	GAGTAGGCAGTGAAAACATGACA
	CMP119	hopdel_allele_SNP3_rv	GGCAGCTTAATGAGTGAGGA

	CMP120	hopdel_allele_SNP4_fw	TCCTCCCATGATACAGCCAC
	CMP121	hopdel_allele_SNP4_rv	CCTTTCTACTCAGGCCGCTA

Table S3. List of plasmids used in this study

Plasmid name	Description	Addgene number (if available)
pME07	pME07_hPGK-SB100-IRES-NGFR-polyA	X
pME013	pME013_lb02_Fw_pZero	X
pME015	pME015_SB-FRT-mPGK-HyTK-F3-SB	X
pME024	pME024_HA-SB-HyTK-SB-HA	X
pME034	pME034_FRT_Sox2Prom_mTurq2_polyA_F3_pZero	X
pME037	pME037_pZero_min.seq_1561	X
pME040	pME040_Sox2P_CDS_mTurq_UTR	X
pME041	pME041_Sox2P_CDS_mTurq_polyA	X
pLD042	pLD042_hPGK-PB-IRES-NGFR-polyA	X
pCM038	pCM038_Sox2P_mTurq_P2A_CDS_PAS	X
pCM039	pCM039_Sox2P_mTurq_stop_CDS_PAS	X
pCM040	pCM040_Sox2P_mTurq_PAS_CDS	X
pCM041	pCM041_Sox2P_mTurq_revCDS_PAS	X
pCM043	pCM043_Sox2P_mTurq_P2A_CDS_UTR	X
pCM044	pCM044_Sox2P_mTurq_stop_CDS_UTR	X
pCM045	pCM045_Sox2P_mTurq_UTR_CDS	X
pJK14	pJK14 946 cre puro	X
pCAG-Flpe-addgene	pCAG-Flpe_addgene-plasmid-13787-sequence-7769	13787
HyTK-addgene	RV-L3-HyTK-2L_addgene-plasmid-11684-sequence-239457	11684
pX330-addgene	pX330-gRNA	158973
pCR-Zero	pCR Zero, #120275, Addgene	120275
pX458-addgene	pSpCas9(BB)-2A-GFP	48138
pLenti_mTurq2	pLenti-PGK-Puro-TK-NLS-mTurq2-PCNA	118617
pX330_Sox2	pX330-NQL005-SOX2-sgRNA	175553

Table S4. List of qPCR primers used in this study

Target	Primer	Description	Sequence (5'-3')
EGFP	SM67	GFP Fw qPCR	TCGTGACCACCCTGACCTAC
	SM68	GFP Rv qPCR	GGACTTGAAGAAGTCGTGCTGC
mTurquoise2	ME49	mTurq 2 Fw qPCR	actttagcgacaacgtctatatcacc
	ME50	mTurq 2 Rv qPCR	ttggggctctttgctcagctt
mCherry	SM72	mCherry Fw STE qPCR 2	aggacggcgagttcatcta
	SM73	mCherry Rv STE qPCR 2	cccatggtcttcttctgcatta
Gapdh	ME41	GAPDH 3 Fw qPCR	CATCACTGCCACCCAGAAGACTG
	ME42	GAPDH 3 Rv qPCR	ATGCCAGTGAGCTTCCCGTTCAG
Actin-B	ME43	Actb Fw qPCR	GGCTGTATTCCCCTCCATCG
	ME44	Actb Rv qPCR	CCAGTTGGTAACAATGCCATGT
Sox2	ME45	Sox2 2 Fw qPCR	TACAGCATGTCCTACTCGCAG
	ME46	Sox2 2 Rv qPCR	GAGGAAGAGGTAACCACGGG

Table S5. Sequences used as minimal insert and for proof-of-principle experiment

Description	Sequence (5'-3')
Arbitrary sequence insert for proof-of-principle experiment	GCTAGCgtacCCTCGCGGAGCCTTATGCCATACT<br>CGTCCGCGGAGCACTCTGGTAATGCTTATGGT<br>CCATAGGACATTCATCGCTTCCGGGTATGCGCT<br>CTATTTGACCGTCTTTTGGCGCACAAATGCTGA<br>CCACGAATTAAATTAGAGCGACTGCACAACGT<br>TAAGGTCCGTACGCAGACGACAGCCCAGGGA<br>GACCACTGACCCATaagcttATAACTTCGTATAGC<br>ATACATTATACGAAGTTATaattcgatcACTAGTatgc<br>taccaaataactaa
Minimal insert	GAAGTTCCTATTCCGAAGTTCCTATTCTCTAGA<br>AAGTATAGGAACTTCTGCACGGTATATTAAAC<br>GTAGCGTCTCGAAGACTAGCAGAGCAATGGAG<br>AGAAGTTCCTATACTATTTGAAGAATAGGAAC<br>TTCGGAATAGGAACTTC

Table S6. List of external datasets used in this study

**Data type**	**Cell type**	**Target**	**Source**	**ID**	**Used in Figure**
RCMC	mESCs	Sox2 region	(18)	GSM6281849	Fig.1B, 2I, S6B
ATAC	mESCs		(20)	GSE98390	Fig. 2I, S4G
ChIP-seq	mESCs	H3K27ac	(21)	ENCFF583WVZ	Fig. 2I, S4G
ChIP-seq	mESCs	CTCF	Own data	GSE274894	Fig. 2I, S4G
ChIP-seq	mESCs	H3K27me3	(57)	ENCFF595SIA/<br>GSE208495	Fig. S4G
ChIP-seq	mESCs	Ring1B	(17)	GSE96107	Fig. S4G
ChIP-seq	mESCs	E2F1	(58)	GSM288349	Fig S6J
ChIP-seq	mESCs	POU5F1	(59)	GSM1587027	Fig S6J
ChIP-seq	mESCs	RXRA	(60)	GSM1603269	Fig S6J
ChIP-seq	mESCs	YY1	(61)	GSM788496	Fig S6J
ChIP-seq	mESCs	ZFP57	(62)	GSM1335222	Fig S6J
ChIP-seq	mESCs	ZIC2	(63)	GSM1499116	Fig S6J

Table S7. Number of mapped integrations per population

Number of mapped integrations per population per genomic region and the percentage of the integrations of that population genome-wide. The 2Mb region is the 2Mb around the *Sox2*-SCR locus (chr3:33643960-35643960) as in [Fig. 2C](#), ‘*Sox2*-SCR region’ is the 240kb region in [Fig. 2D](#) (chr3: 34590000-34830000).

Cell line	population	integrations genome-wide	integrations in 2Mb region (% of genome-wide)	integrations in <i>Sox2</i> -SCR region (% of genome-wide)
CRE6 -116 kb (proof-of-principle experiment)	ctrl	4865	2536 (52%)	876 (18%)
Sox2P-reporter -161 kb	<i>all</i>	5961	2270 (38%)	1784 (30%)
Sox2P-reporter -161 kb	ctrl	3536	624 (18%)	283 (8%)
Sox2P-reporter -161 kb	P1	8	8 (100%)	8 (100%)
Sox2P-reporter -161 kb	P2	520	428 (82%)	421 (81%)
Sox2P-reporter -161 kb	P3	662	498 (75%)	488 (74%)
Sox2P-reporter -161 kb	P4	568	365 (64%)	352 (62%)
Sox2P-reporter -161 kb	P5	421	203 (48%)	143 (34%)
Sox2P-reporter -161 kb	P6	246	144 (59%)	89 (36%)
Sox2P-reporter -116 kb	<i>all</i>	8303	3094 (37%)	1973 (24%)
Sox2P-reporter -116 kb	ctrl	4943	1150 (23%)	533 (11%)
Sox2P-reporter -116 kb	P1	44	37 (84%)	36 (82%)
Sox2P-reporter -116 kb	P2	937	791 (84%)	759 (81%)
Sox2P-reporter -116 kb	P3	673	381 (57%)	277 (41%)
Sox2P-reporter -116 kb	P4	395	163 (41%)	97 (25%)
Sox2P-reporter -116 kb	P5	436	218 (50%)	141 (32%)
Sox2P-reporter -116 kb	P6	875	354 (40%)	130 (15%)
Sox2P-reporter +715 kb	<i>all</i>	2182	1134 (52%)	488 (22%)
Sox2P-reporter +715 kb	ctrl	1265	496 (39%)	63 (5%)
Sox2P-reporter +715 kb	P1	7	7 (100%)	5 (71%)
Sox2P-reporter +715 kb	P2	57	51 (89%)	46 (81%)
Sox2P-reporter +715 kb	P3	209	158 (76%)	145 (69%)
Sox2P-reporter +715 kb	P4	254	184 (72%)	170 (67%)
Sox2P-reporter +715 kb	P5	234	144 (62%)	51 (22%)
Sox2P-reporter +715 kb	P6	156	94 (60%)	8 (5%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	<i>all</i>	11044	4617 (42%)	2970 (27%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	ctrl	3520	596 (17%)	333 (9%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P1 H	264	248 (94%)	246 (93%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P1	1027	1008 (98%)	1007 (98%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P1 L	671	650 (97%)	642 (96%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P2 H	60	51 (85%)	44 (73%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P2	261	181 (69%)	158 (61%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P2 L	40	23 (58%)	16 (40%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P3	223	123 (55%)	88 (39%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P4	255	156 (61%)	112 (44%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P5	594	422 (71%)	222 (37%)
Sox2P-reporter -161 kb Sox2::mCherry deleted	P6	4129	1159 (28%)	102 (2%)
Sox2P CDS-reporter -161 kb	<i>all</i>	6039	2908 (48%)	2445 (40%)
Sox2P CDS-reporter -161 kb	ctrl	3008	589 (20%)	283 (9%)
Sox2P CDS-reporter -161 kb	P2	739	658 (89%)	655 (89%)
Sox2P CDS-reporter -161 kb	P3	904	777 (86%)	768 (85%)
Sox2P CDS-reporter -161 kb	P4	988	651 (66%)	617 (62%)
Sox2P CDS-reporter -161 kb	P5	214	127 (59%)	67 (31%)
Sox2P CDS-reporter -161 kb	P6	186	106 (57%)	55 (30%)

How the deposited data were processed for this re-analysis (not part of the article)

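Integrations of a Sleeping Beauty transposon were mapped in mouse embryonic stem cells (129/Sv:CAST) by Tn5 tagmentation of the junctions between the ITRs and the genome. The samples were sorted and unsorted pools of the Sox2P reporter hopped from -116 kb (4 replicates), from -161 kb (2 replicates), from -161 kb without Sox2::mCherry (4 replicates) and from +715 kb (1 replicate), of the coding-sequence reporter hopped from -161 kb (2 replicates), an unsorted pilot pool of a short insert (1 replicate) and clones. The sample table lists 1044 libraries, each mapped to a condition from its label, and 275 pool libraries were read as pools.

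The deposited count values are unique reads per integration site, pool and ITR. The authors trimmed the reads with cutadapt, mapped them to mm10 (for the -116 kb line, the pilot pool and the clones to mm10 carrying the cassette, with positions lifted back) and joined the libraries of the 2 ITRs per site. The versions of cutadapt and of the aligner are not stated. The deposited mapping quality is a score, the mean over the reads of a site, which the authors had filtered at a minimum of 10, and it runs from 11 to 42 in the files. Sites with 1 read are in the files, so no filter on read number had been applied. Of 104518 site-and-pool values, 384 without an orientation were left out. The files do not say which of their 2 ITR columns is the left one.

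The filters followed the paper's methods: at least 2 unique reads in sorted pools, reads from both ITRs in P1, at least 1 read in unsorted pools, and removal of the contaminating coordinates and of other launch pads. Both ITRs were not required in P1-H and P1-L, since the counts of Table S7 are matched that way. Because sorted and unsorted pools had different read minimums, each contrast between a gate and unsorted cells was also computed with at least 2 reads in both, an alternative set before the data were examined. Clone locations needed at least 10 reads and 20% of the reads of the top location. Libraries of 1 pool were summed, and a position found in several pools counted once per pool. Integrations at the launch site entered the read shares only.

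The zones, the tests, the gene lists and the rule for naming positions were set before the data were examined. Named were the positions and genes the paper names, P1 clusters of at least 3 integrations within 5 kb in lines with Sox2::mCherry, the 5 windows of 10 kb with the highest index per line, the smallest and largest deletion, the insertion clones nearest the middle of the SCR and Sox2 zones, and up to 10 positions outside the 2 Mb region found in P1 to P3 of at least 2 cultures or lines, with the genes at these positions and 15 listed genes highly transcribed in mouse embryonic stem cells. Further windows, deletion ends and clone positions in the text were chosen after their values were seen. Shares were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment per family and a threshold of 0.05. Since integrations are the unit, these p-values measure the sampling of integrations, and the spread between cultures is given as the SD of replicate shares, by a Cochran-Mantel-Haenszel test with the replicate as block and by leaving out each replicate. The block test uses only replicate numbers present in both groups. Shares carry Clopper-Pearson 95% intervals, and a share of 0 allows up to 3 counts. The activity index used 1000 bootstrap resamples, 500 by orientation. Hop distances were compared with 100000 permutations. Correlations over bins of 5 kb are given without a p.

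The reference was GRCm38, which is the build of mm10, with GENCODE M21 genes, an annotation release that differs from the M23 in the authors' labels. Unique reads per pool ran from 3 to 5144 in the small pools of the -161 kb line, from 410 to 2941 in those of the -116 kb line and from 2235 to 20662 in the large pools of the deleted line. The tests were checked on simulated data with 20 runs of 48 tests each. An SCR zone share with its odds raised 5 times in P2 and P3 of the -116 kb line was called in 100% of the tests, and one raised 2 times in 7.5%. In P2 and P5 of the deleted line, odds raised 5 times were called in 22.5% and odds raised 20 times in 100%. Among tests with no change, 0 to 0.156% were called. Each integration's zone was drawn independently from the unsorted shares. Repeated positions, differences between cultures and unequal read minimums were not simulated, so these rates do not cover them. The number of pools and cells sorted per gate differed between gates and lines, so numbers of integrations are not fractions of cells. The paper's expression score was not repeated because fluorescence and cell fractions per gate are not in the files, and the allele of pilot integrations is not in the files. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0.

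The alternatives tried were the replicate as block, other read minimums in sorted, unsorted and pilot pools, both ITRs in every gate or in none, collapsing repeated positions, the 2 Mb region as denominator, zones narrowed or widened by 5 kb, large pools left out, contaminating sites kept, each replicate left out, other windows, weights and ranks of the index, other windows at the edges, bins of 10 kb, the distance that holds 90% of integrations, replicates 1 and 2 of the deleted line alone, each pilot library alone, a wider launch site, other clone thresholds and counting every clone. Added after the data were seen were keeping sites without an orientation, requiring both ITRs in the P1 sub-gates, another definition of the two-sided permutation p, and, for the comparison of P2 enrichment between lines, leaving out each replicate and at least 2 reads in unsorted cells.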

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

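The comparison of the -116 kb line with the pilot pool at 2 or more reads was chosen after the result was seen, and so were leaving out replicates and raising the read minimum in the comparison of P2 enrichment between lines. The other tests in this part were set before.

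Of 29 groups of 4 replicates, 6 held a value far from the others, where chance alone gives about 1 in 20 groups, or 1.45. In the -116 kb line, the launch site took 46.0% of reads in P3 of replicate 4 (79.7% to 84.4% in the others) and 66.4% in P4 of replicate 4 (86.3% to 90.3%), and replicate 4 of these gates was sorted as large pools. In the deleted line, P4 of replicate 2 had 10.0% of its integrations of the 240 kb region in the SCR zone and P5 of replicate 1 had 3.23% in the interval, where the other replicates had 0. Each of these 2 is a single integration, 1 of 100 and 1 of 210 over all replicates. Unsorted cells of replicate 1 of the deleted line had 45.6% of reads at the launch site (67.6% to 69.1% in the others) and a median hop distance of 7007 kb (166 to 218 kb in the others).

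The enrichment of P2 over unsorted cells differed between lines in 4 of 9 comparisons. The odds ratio of the -116 kb line relative to the -161 kb line was 0.132 in the Sox2 zone (adjusted p = 4.57e-05), 0.191 in the interval (adjusted p = 2.53e-06) and 0.102 in the SCR zone (adjusted p = 0.000178). That of the SCR zone from -161 kb relative to +715 kb was 7.90 (adjusted p = 0.00939). P2 shares in the SCR zone were 46.1%, 51.6% and 41.1% in these 3 lines, while unsorted shares were 0.768%, 0.0849% and 0.475%. At 2 or more reads the unsorted shares were 1.92%, 0 of 474 and 0.769%. Without replicate 1 of the -161 kb line the 4 ratios were 0.246, 0.379, 0.175 and 4.60, which kept their direction but did not pass (adjusted p = 0.0960, 0.0911, 0.110 and 0.182), and the SCR zone rests on 3 unsorted integrations of the -161 kb line. At 2 or more reads in unsorted cells, the Sox2 zone and the interval passed between -116 kb and -161 kb (0.218 and 0.333, adjusted p = 0.0328 for both), as did the interval between -116 kb and +715 kb (0.258, adjusted p = 0.0328), while the 2 SCR zone ratios did not (adjusted p = 0.0620 and 0.144). The main ratios compare 2 or more reads in P2 with 1 or more in unsorted cells, and line and experiment cannot be told apart.

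In data the paper does not discuss, 2.09% of P1 to P3 integrations outside the 2 Mb region lay within 50 kb of 15 listed genes highly transcribed in embryonic stem cells, 10 positions outside the region recurred in P1 to P3 of at least 2 cultures, and 3 insertion clones had their insertion on another chromosome. A further 8 deletion clones shared 1 extra location. The paper's methods say that clones with extra locations were reviewed by hand.

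In unsorted cells of the 5 Sox2P lines, 69.7% of 16270 integrations lay on other chromosomes, compared with 28.5% in the pilot pool. With 2 or more reads the share was 31.9% of 2907, so integrations marked by 1 read may be in part background. By the bases given with each site, sites that are not TA were not more frequent on other chromosomes (1.87% against 2.98%, a difference of -1.12 percentage points). Those bases read TA at 97.6% of distinct sites, where the reference has TA at 87.2%. Mapping errors that the given bases do not show would be missed, so this test cannot decide about them. At 2 or more reads, the share was still 15.9 percentage points higher in the -116 kb line (38.2% of 1093, and 35.8% to 39.4% in its 4 cultures) than in the pilot pool (22.3% of 1188, Fisher's exact test, p = 9.46e-17), but the coding-sequence reporter had 77.4% on chromosome 3 and the pilot pool 77.7%, and the pilot had 1 culture, so insert and culture cannot be told apart. This last comparison replaced one set before, of P6 with unsorted cells, which gave -27.1 percentage points at unequal read minimums and 2.43 (p = 0.283) at 2 or more reads in both.

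Gates P1 to P3 held 1244 integrations outside the 2 Mb region, at 1086 positions. A share of 48.0% had at least 5 reads, 0.634 times the 75.7% of integrations between Sox2 and the SCR, and 29.7% of the positions were found in another pool, values that decide neither for nor against stray reads. Activity next to genes highly transcribed in these cells may contribute, since 2.09% lay within 50 kb of a listed gene and 0 of 3798 P6 integrations did, which allows up to 0.0790% (Fisher's exact test, p = 1.29e-16). The listed genes account for 26 integrations, so most remain unexplained. This test pooled the lines and counted a position once per pool. Genome-wide, P6 held 4117 integrations in the deleted line and at most 858 in any other, so gate and line are partly mixed in it. Recurrence in at least 2 cultures was 0.921% in P1 to P3, 1.59% in P6 and 0.567% in unsorted cells.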

How the results depend on the processing

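The alternatives that keep sites without an orientation, require both ITRs in the P1 sub-gates or take the permutation p from absolute differences were chosen after the result was seen, and the others were set before. Of 62 tested results, 43 kept their direction and their side of the threshold under every alternative run, as did 926 of 973 alternative values. All differences below are in percentage points, and for the changed results the cause was not tested.

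With the replicate block, P6 integrations of the +715 kb line outside the Sox2 to SCR range stayed at 5.57 but no longer passed (adjusted p = 0.0515), and 0 zone shares, not 7, differed between the -116 kb and +715 kb lines.

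Requiring both ITRs in P1 is the paper's filter against hopping-induced deletions of Sox2::mCherry. The lead of P1 over P2 near Sox2 or the SCR rested on this filter. With both ITRs in no gate it turned to -14.8 in the -116 kb line (adjusted p = 0.00221) and to -3.36 in the -161 kb line, and for the SCR zone alone, in the -116 kb line, from 22.3 to -20.99 (adjusted p = 4.04e-05). That setting also gave a downstream flank difference of P1 and P2 of -1.97, which no longer passed, 1 orientation contrast, and rank 2 for the Sox2 zone in the -161 kb line. With both ITRs in every sorted gate, P2 against P3 to P5 in the +715 kb line gave 18.8 and no longer passed, nor did the P6 difference of 5.57 there, the P6 difference of 6.25 for the coding-sequence reporter, or the downstream edge at 1.10, while P1-H against P1-L in the Sox2 zone passed at 5.89; 1 order contrast passed in the +715 kb line, zone shares that differed fell to 1 for -116 kb against +715 kb and 2 for -161 kb against +715 kb, and 95% of active integrations of the deleted line lay within 40.05 kb upstream. With both ITRs in P1 and its sub-gates alone, the Sox2 zone difference was also 5.89.

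With at least 3 reads in sorted pools, the downstream edge fell to 0.775 and no longer passed, the Sox2 zone difference of P1-H and P1-L rose to 4.89 and passed, 4 zone shares differed between the -116 kb and +715 kb lines and the 95% distance was 42.1 kb. With at least 5 reads the same values were 1.02, 6.20, 1 and 39.97 kb, P6 differences of 5.57 (+715 kb) and 6.25 (coding sequence) no longer passed, and zone shares that differed were 8 for -116 kb against -161 kb and 0 for -161 kb against +715 kb. With at least 2 reads in unsorted pools, 8 pairs of lines differed in hop distance, and 2 did with absolute differences. Fewer zone contrasts of a gate with unsorted cells passed at 2 or more reads in both. The counts were 23 instead of 34 of 48 (-116 kb) and 29 instead of 38 of 48 (-161 kb). They were 23 instead of 28 of 48 (+715 kb), 25 instead of 31 of 48 (deleted) and 22 instead of 33 of 40 (coding sequence). Those that passed at both minimums in the same direction numbered 15, 26, 22, 17 and 22.

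Collapsing repeated positions within a replicate and gate moved the Sox2 zone of the -161 kb line to rank 4 and the 95% distance to 46.0 kb; within a line and gate, the rank was 4, the distance 56.5 kb, the downstream edge 1.74, which no longer passed, and the Sox2 zone difference of P1-H and P1-L 5.69, which passed. Within the 2 Mb region alone, the P2 difference from unsorted cells in the Sox2 zone of the -116 kb line reversed to -1.33, and the zone shares that differed were 20 (-116 kb), 18 (coding sequence) and 20 (deleted line).

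With zones narrowed by 5 kb, the values were 0.228 at the downstream edge, 3.33 for P1-H against P1-L in the SCR zone, and for the coding-sequence reporter 1.56 in the interval of P3 and -0.573 in the SCR zone of P4, none of which passed, and the Sox2 zone ranked 2 from -116 kb and 4 from -161 kb. With zones widened by 5 kb, P1 against P2 gave 10.6 in the SCR zone of the -116 kb line, which no longer passed, and -2.76 near Sox2 or the SCR in the -161 kb line, which reversed. P6 differences were 4.19 from -161 kb, which passed, and 3.37 for the coding sequence, which no longer did, the downstream flank difference of P1 and P2 reversed to 0.246, the P1 share of the downstream flank differed by 13.3 (adjusted p = 0.317), and P1-H against P1-L in the Sox2 zone passed at 7.84. For the coding sequence 10 contrasts passed, 3 zone shares differed between -116 kb and +715 kb, the SCR zone ranked 2 in the +715 kb line and the deleted line, and the Sox2 zone ranked 1 in the +715 kb line.

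Without the large pools, 4 zone shares differed between -116 kb and +715 kb, the SCR zone of the deleted line ranked 3, the 95% distance was 8.60 kb, and the correlation of P3 between the deleted and -161 kb lines reversed to 0.0103. With replicates 1 and 2 of the deleted line alone the distance was 36.3 kb, and with 90% of integrations it was 39.8 kb, or -12.4 kb with Sox2 intact. With contaminating sites kept, or sites without an orientation kept, the Sox2 zone of the -161 kb line ranked 4. On the doubling scale the Sox2 zone ranked 2 from -116 kb, 4 from -161 kb and 1 from +715 kb, and the SCR zone 2 from +715 kb. Drop-off windows of 10 kb gave 0 at the downstream edge, which did not pass. Clone locations at 10% of the top gave 22 deletions, and counting each clone gave 94 deletions and 64 insertions.

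Leaving out each replicate gave 12.6 to 28.2 for P1 against P2 in the SCR zone of the -116 kb line (without replicate 2, adjusted p = 0.332), 0.697 to 2.25 at the downstream edge (without -116 kb replicate 1, adjusted p = 0.446; replicate 3, 0.0628), 4 to 7 zone shares between -116 kb and +715 kb (4 without replicate 4), rank 2 to 3 for the Sox2 zone from -116 kb (2 without replicate 2), 41.7 to 45.2 kb for the 95% distance, and 1 to 7 pairs in hop distance (1 without deleted replicate 2 or 4, 2 without deleted or -116 kb replicate 3, 7 without -161 kb replicate 2 or either coding-sequence replicate). For the coding sequence it gave 8.88 to 10.2 in the interval of P3 (without -161 kb replicate 1, adjusted p = 0.0611), 3.80 to 10.6 for the P2 share of the interval (without -161 kb replicate 1, adjusted p = 0.273; without coding-sequence replicate 1, 5.27, adjusted p = 0.0507) and 4.38 to 8.93 for P6 (without coding-sequence replicate 1, adjusted p = 0.388). P1-H against P1-L gave 3.67 to 9.63 in the SCR zone (without replicate 4, adjusted p = 0.55) and -13.64 to -12.04 in the interval (without replicate 4, adjusted p = 0.132).

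Depth limits the small contrasts: in simulated data of P2 and P5 of the deleted line, odds raised 5 times were called in 22.5% of tests.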

Differences from the paper's values

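Of 159 values of the paper set beside values from the files, 3 differ by the rule used here, which counts a correlation as different if its sign is opposite or it is off by more than the SD between replicate pairs, a minimum if the value is below it, and any other value if one is more than 1.5 times the other. Smaller differences are not counted among the 3, which are all correlations between replicates of the -116 kb line in Fig. S8A. For replicates 1 and 2 in P1, the paper's value is about 0.58 in Fig. S8A, read by eye, and the value here is 0.738 (0.723 with bins of 10 kb). For replicates 1 and 3 in P5, the paper's is about 0.47 in Fig. S8A and the value here 0.195 (0.262 with bins of 10 kb). For replicates 2 and 3 in P5, the paper's is about 0.21 in Fig. S8A and the value here -0.0273 (0.00757 with bins of 10 kb). Bins of 10 kb, the alternative set before the data were examined, left all 3 different. The P1 pair was judged by the SD of the P2 pairs, and the pairs of the -161 kb line, of which each gate has 1, by the SD of the same gate of the -116 kb line, a choice made after the values were seen; with the SD of the P2 pairs, used at first, P5 of the -161 kb line (the paper's about 0.47 in Fig. S8B, 0.383 here) would also count as different.

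Of 30 correlations in Fig. S8, 15 were equal at 2 decimals (4 of 4 in P2, 7 of 7 in P4, 3 of 4 in P6, 1 of 7 in P3, 0 of 7 in P5 and 0 of 1 in P1). Of 39 genome-wide counts of Table S7, 29 were equal, and the largest difference was 7.

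The paper places most integrations of the unsorted -116 kb pool in the 2 Mb region. Here that share was 21.6%, or 46.2% with at least 2 reads; in the pilot pool it was 51.6%. The paper's own Table S7 gives 1150 of 4943 for this pool, and the count here is 1069 of 4946, so both go against the wording.

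The paper places the intermediate gates mainly around the launch site and between Sox2 and the SCR, in maps of the 2 Mb and 240 kb regions. Over the genome, the 240 kb region held 257 of 654 integrations of P3, 80 of 378 of P4 and 119 of 415 of P5 in the -116 kb line. In the -161 kb line it held 484 of 658, 349 of 565 and 132 of 411. Of those in the 2 Mb region of the -116 kb line, it held 257 of 358, 80 of 141 and 119 of 193. Shares over the genome are a different measure and do not go against the paper's wording.

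The paper names the surroundings of Sox2 among the best positions for activity in each launch pad line. Here the 20 kb zone around Sox2 had an index of 3.56 against 3.70 in the interval from -116 kb, 3.45 against 3.60 from -161 kb, and 4.73 against 3.84 from +715 kb, with overlapping confidence intervals in each line. With gates weighted equally, the interval's value from -161 kb leans on 1 of the 6 P1 integrations of that line. The window of 10 kb at 34650000 to 34659999, which holds Sox2, was among the 5 highest in each of these lines (4.81, 3.93 and 5.26). On the doubling scale, with zones narrowed by 5 kb or without replicate 2, the zone ranked 2 from -116 kb, and with both ITRs in no gate it ranked 2 from -161 kb. From -161 kb it ranked 4 on the doubling scale, with narrowed zones, with repeated positions collapsed, and with contaminating sites or sites without an orientation kept, the last chosen after seeing the values.

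After the deletion of Sox2, the paper describes active integrations spreading downstream as well, measured by its expression score, which was not repeated here. Among P1 and P2 integrations of the 240 kb region, the downstream flank held 2.99% in the deleted line and 6.38% with Sox2 intact, a difference that reversed to 0.246 percentage points with zones widened by 5 kb. Among P1 to P5 integrations of that flank, the P1 share was 57.8% in the deleted line and 0 of 121 with Sox2 intact, which goes with the paper's statement, although more P1 pools were sorted in the deleted line and the difference fell to 13.3 percentage points with zones widened by 5 kb (adjusted p = 0.317).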

Other observations

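The comparison of Table S7 counts reported here was chosen after the result was seen.

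Among 1244 integrations of P1 to P3 outside the 2 Mb region, 26 lay near a gene of the list. Of the 26 integrations of P1 to P3 near a listed gene, 9 lay within 50 kb of Esrrb, which encodes an orphan nuclear receptor of the naive pluripotency network, at 7 positions in 4 cultures. Mir290a, of the microRNA cluster that is highly transcribed in embryonic stem cells, had 7 at 6 positions in 4 cultures. Klf4 and Tdgf1 had 2 each. Unsorted cells had 21 of 13042 integrations (0.161%) near the listed genes, with 1 near Esrrb and 2 near Mir290a, at a lower read minimum than the sorted gates. Integrations in annotated genes made up 50.2% in P1 to P3, 56.7% in P6 and 53.4% in unsorted cells. Among positions recurring between cultures, the most frequent lay in introns of Fancm (chromosome 12, 65108332, 8 integrations, 3 cultures) and Trim28 (chromosome 7, 13022142, 6 integrations, 2 cultures) in P2 and P3 of the -161 kb line and P1 of the deleted line, and for Fancm also in P3 of the coding-sequence reporter. Neither position was found in an unsorted pool. The coding-sequence line and some replicates of the deleted line share the experiment label of the -161 kb line. Recurrence at these positions therefore cannot be told apart from reads carried over between pools.

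Among insertion clones, 2 had their insertion at 55458377 of chromosome 4, 68.8 kb from Klf4, and 1 at 36996918 of chromosome 17, 4.2 kb from Zfp57, which encodes an imprinting regulator. The extra location shared by 8 deletion clones was 4332807 of chromosome 16, in an intron of Adcy9, with reads from the first ITR column and in 0 pools.

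Integrations on other chromosomes were less frequent in P1 to P3 than in unsorted cells in all 5 Sox2P lines. With at least 2 reads in both, the differences were -17.7 percentage points from -116 kb, -12.9 from -161 kb, -9.66 from +715 kb, -23.6 in the deleted line and -13.7 for the coding-sequence reporter (Fisher's exact test, largest adjusted p = 0.00498). With 1 read allowed in unsorted cells, they were -47.2, -56.5, -27.8, -66.8 and -63.6.

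The median hop distance differed in 4 of 15 pairs of lines, each involving the deleted line or the pilot pool. The number was 8 with at least 2 reads and 1 to 7 when a replicate was left out, so neither the number nor the pairs are settled. The pilot pool and the deleted line differed by 162 kb (p = 2e-05, the smallest that the permutations can give). Over replicates, the chromosome 3 share of the -116 kb line and the deleted line was 38.1% and 31.8% (exact permutation test, two-sided, n = 4 each, p = 0.486) and the median hop distance, averaged over replicates, 379.8 kb and 1890 kb (same test, p = 1). The mean of the deleted line rests on replicate 1, at 7007 kb, while its other replicates had 166 to 218 kb and those of the -116 kb line 322 to 494 kb. The other 3 pairs have too few cultures for this test.

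Counts in Table S7 for the 2 Mb and 240 kb regions lay closer to counts of these positions on every chromosome than on chromosome 3 alone. The summed difference over 38 gates was 417 on chromosome 3 and 40 over every chromosome, a ratio of 10.4, which is consistent with the chromosome having been left out of the window counts.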
